# Epigenetic interaction between UTX and DNMT1 regulates diet-induced myogenic remodeling in brown fat

**DOI:** 10.1038/s41467-021-27141-7

**Published:** 2021-11-25

**Authors:** Fenfen Li, Jia Jing, Miranda Movahed, Xin Cui, Qiang Cao, Rui Wu, Ziyue Chen, Liqing Yu, Yi Pan, Huidong Shi, Hang Shi, Bingzhong Xue

**Keywords:** Mechanisms of disease, Fat metabolism, Obesity

## Abstract

Brown adipocytes share the same developmental origin with skeletal muscle. Here we find that a brown adipocyte-to-myocyte remodeling also exists in mature brown adipocytes, and is induced by prolonged high fat diet (HFD) feeding, leading to brown fat dysfunction. This process is regulated by the interaction of epigenetic pathways involving histone and DNA methylation. In mature brown adipocytes, the histone demethylase UTX maintains persistent demethylation of the repressive mark H3K27me3 at *Prdm16* promoter, leading to high *Prdm16* expression. PRDM16 then recruits DNA methyltransferase DNMT1 to *Myod1* promoter, causing *Myod1* promoter hypermethylation and suppressing its expression. The interaction between PRDM16 and DNMT1 coordinately serves to maintain brown adipocyte identity while repressing myogenic remodeling in mature brown adipocytes, thus promoting their active brown adipocyte thermogenic function. Suppressing this interaction by HFD feeding induces brown adipocyte-to-myocyte remodeling, which limits brown adipocyte thermogenic capacity and compromises diet-induced thermogenesis, leading to the development of obesity.

## Abstract (web summary)

Brown adipocytes contribute to energy balance, and adipocyte development and brown adipocyte thermogenesis are in part regulated by epigenetic modifications. Here the authors report that the histone demethylase Utx maintains brown adipocyte identity via demethylation of PRDM16, which in turn represses myogenic remodelling via DNMT1-mediated Myod1 promoter hypermethylation in mice.

## Introduction

Obesity is now considered as an epidemic disorder that poses as an independent risk factor for the development of various metabolic disorders such as insulin resistance/type 2 diabetes, hypertension, dyslipidemia, and cardiovascular diseases^1^. Chronic energy excess due to energy intake over energy expenditure results in obesity^1^. Thus, understanding the mechanism underlying the regulation of energy homeostasis may help identify the therapeutic targets for the prevention and treatment of obesity.

Total energy expenditure consists of three aspects: energy required for basal metabolic rate, energy expended to perform physical activity and energy used to generate heat. The last one is termed as adaptive thermogenesis, which mainly takes place in brown adipose tissue (BAT) due to the unique presence of uncoupling protein 1 (UCP1) in the inner membrane of mitochondria^1,2^. UCP1 acts to uncouple oxidative phosphorylation from ATP synthesis, thereby dissipating energy as heat and profoundly increasing overall energy expenditure^3,4^. In addition, recent studies have reported the existence of UCP1-independent thermogenesis that is generated by sarco/endoplasmic reticulum Ca^2+^-ATPase 2b/ATPase, Ca^2+^ transporting, cardiac muscle, slow twitch 2 (SERCA2b/ATP2a2)-mediated calcium cycling or creatine-driven substrate cycling^5,6^. Given the presence of human brown fat that profoundly increases energy expenditure^7–9^, better understanding the mechanism underlying BAT thermogenesis has a translational implication for the treatment of obesity.

Most of the current studies investigating the mechanisms in the regulation of brown fat thermogenesis focus on cellular signaling pathways; much less is known about the epigenetic mechanisms in this process. We have recently discovered several epigenetic pathways involved in adipocyte development and brown adipocyte thermogenesis^10–13^. For instance, we have reported that ubiquitously transcribed tetratricopeptide/lysine (K)-specific demethylase 6A (*Utx/Kdm6a*), a histone demethylase that preferentially catalyzes the demethylation of tri-methylated histone H3 lysine 27 (H3K27me3) and therefore relieves its ability of gene silencing^14^, plays a key role in regulating brown adipocyte thermogenic program via a coordinated regulation of H3K27 demethylation and acetylation^13^. Specifically, *Utx*, whose expression in white adipose tissue (WAT) or BAT is induced by cold exposure, acts as a positive regulator of BAT thermogenic gene expression^13^. However, the physiological significance of *Utx* in the regulation of energy homeostasis remains unknown. In this study, we have generated mice with brown adipocyte-specific *Utx* knockout (UTXKO) and characterized metabolic phenotypes of these mice. We have further interrogated potential epigenetic mechanisms underlying *Utx*’s regulation of brown fat function during diet-induced obesity (DIO), and found that this process involves an interaction between histone and DNA methylation in the promoters of key molecules regulating brown or myogenic lineage determination, leading to a myogenic remodeling and thermogenic dysfunction in BAT of UTXKO mice during the development of DIO. We have also identified that BAT-to-myocyte remodeling in BAT represents a common feature in DIO, which eventually leads to BAT dysfunction and contributes to the development of DIO.

## Results

### Mice with UTX deficiency in brown fat exhibit impaired BAT thermogenesis and are susceptible to DIO

We previously reported that *Utx* knockdown reduces mRNA levels of brown-specific genes, whereas overexpression of *Utx* does the opposite in cultured brown adipocyte cell lines^13^. However, it remains unknown whether *Utx* regulates BAT thermogenic function and whole-body energy homeostasis in vivo. In the current study, we first measured *Utx* expression pattern in brown and white adipose tissues. *Utx* mRNA level was higher in interscapular brown adipose tissue (iBAT) than in inguinal white adipose tissue (iWAT) and epididymal WAT (eWAT), and was induced in both BAT and WAT by a 7-day 5 °C cold challenge (Supplementary Fig. 1A and 1B).

To determine the role of *Utx* in the regulation of BAT thermogenic function and energy homeostasis in vivo, we generated mice with specific deletion of *Utx* in brown fat (UTXKO) by crossing *Utx*-floxed mice^15^ with *Ucp1*-cre mice^16^. *Utx* is located on the X chromosome but escapes X chromosome inactivation in females^17^. Thus, female UTXKO mice were defined as homozygous *Utx*^*fl/fl*^ with *Ucp1-Cre* (*Ucp1-Cre::Utx*^*fl/fl*^), with *Utx*^*fl/fl*^ littermates as control; whereas male UTXKO mice were defined as hemizygous *Utx*^*fl/Y*^ with *Ucp1-Cre* (*Ucp1-Cre::Utx*^*fl/Y*^), with *Utx*^*fl/Y*^ littermates as control. Male and female UTXKO and their fl/Y or fl/fl littermate control mice were viable and were born with expected Mendelian frequency, and as expected, *Utx* deletion in brown fat resulted in an 80% reduction of *Utx* mRNA expression in male UTXKO mice compared to their fl/Y littermates (Supplementary Fig. 2A).

Although there was no difference in body weight of male UTXKO mice compared to that of fl/Y mice fed a regular chow diet (Supplementary Fig. 2B), UTXKO mice exhibited a significant increase in fat mass and a significant decrease in lean mass (Supplementary Fig. 2C) measured by a Minispec NMR body composition analyzer. In consistence, we also found significantly increased iWAT, and a tendency of increased eWAT mass in male UTXKO mice (Supplementary Fig. 2D). This was associated with larger adipocytes in iBAT and iWAT (Supplementary Fig. 2E) and less UCP1 immunohistochemistry (IHC) staining in iBAT (Supplementary Fig. 2F), suggesting a potential decrease in brown fat thermogenesis in brown fat of UTXKO mice compared to their fl/Y littermates. With increased adiposity, male UTXKO mice exhibited an increase in fed and fast glucose levels and fed insulin levels (Supplementary Fig. 2G), suggesting that these UTXKO mice had impaired insulin sensitivity compared to their fl/Y littermate controls. Indeed, this was further confirmed by impaired glucose tolerance test (GTT) (Supplementary Fig. 2H) with increased circulating insulin levels at 15 min during GTT in male UTXKO mice compared to that of fl/Y mice (Supplementary Fig. 2I).

To determine the role of brown fat UTX in the regulation of diet-induced obesity, we conducted metabolic characterization of body weight, energy metabolism and insulin sensitivity in UTXKO mice fed a high-fat diet (HFD). As shown in Fig. 1A, male UTXKO mice gained significantly more weight compared to their fl/Y littermates on the HFD. Using a Minispec NMR body composition analyzer, we found that UTXKO mice exhibited a significant increase in fat mass and a significant decrease in lean mass (Fig. 1B). In consistence, iWAT and iBAT mass was also significantly increased in UTXKO mice compared to their fl/Y littermates (Fig. 1C) with larger adipocytes in iBAT, iWAT, and eWAT (Fig. 1D). Using a PhenoMaster metabolic cage system, we found that UTXKO mice displayed lower energy expenditure and oxygen consumption (Fig. 1E and Supplementary Fig. 3A), whereas there was no difference in locomotor activity, respiratory exchange rate (RER), and food intake between UTXKO and fl/Y mice (Supplementary Fig. 3B–D). These data indicate that reduced energy expenditure may primarily account for the obese phenotype in UTXKO mice fed the HFD. Quantitative RT-PCR analysis revealed significantly reduced thermogenic gene expression, including *Ucp1*, PR domain containing 16 (*Prdm16*), peroxisome proliferative activated receptor gamma coactivator 1 alpha (*Pgc1α*), *Pgc1β*, early B cell factor 2 (*Ebf2*), *Ebf3*, carnitine palmitoyltransferase 1b, muscle (*Cpt1b*), cytochrome c oxidase subunit I (*Cox1*), cell death-inducing DNA fragmentation factor, alpha subunit-like effector A (*Cidea*), *Pparγ*, type II deiodinase (*Dio2*) and otopetrin 1 (*Otop1*) (Fig. 1F) in iBAT of UTXKO mice, which was associated with decreased UCP1 protein levels as measured by both immunoblotting and UCP1 IHC staining (Figs. 1G and 1H). UTXKO mice also displayed glucose intolerance and insulin resistance as assessed by glucose and insulin tolerance tests (GTT and ITT, respectively) (Fig. 1I, J). These data indicate that mice with *Utx* deficiency in brown fat have increased adiposity with impaired insulin sensitivity when fed a regular chow diet, and are susceptible to diet-induced obesity with exacerbated insulin resistance when fed HFD.

**Fig. 1:**
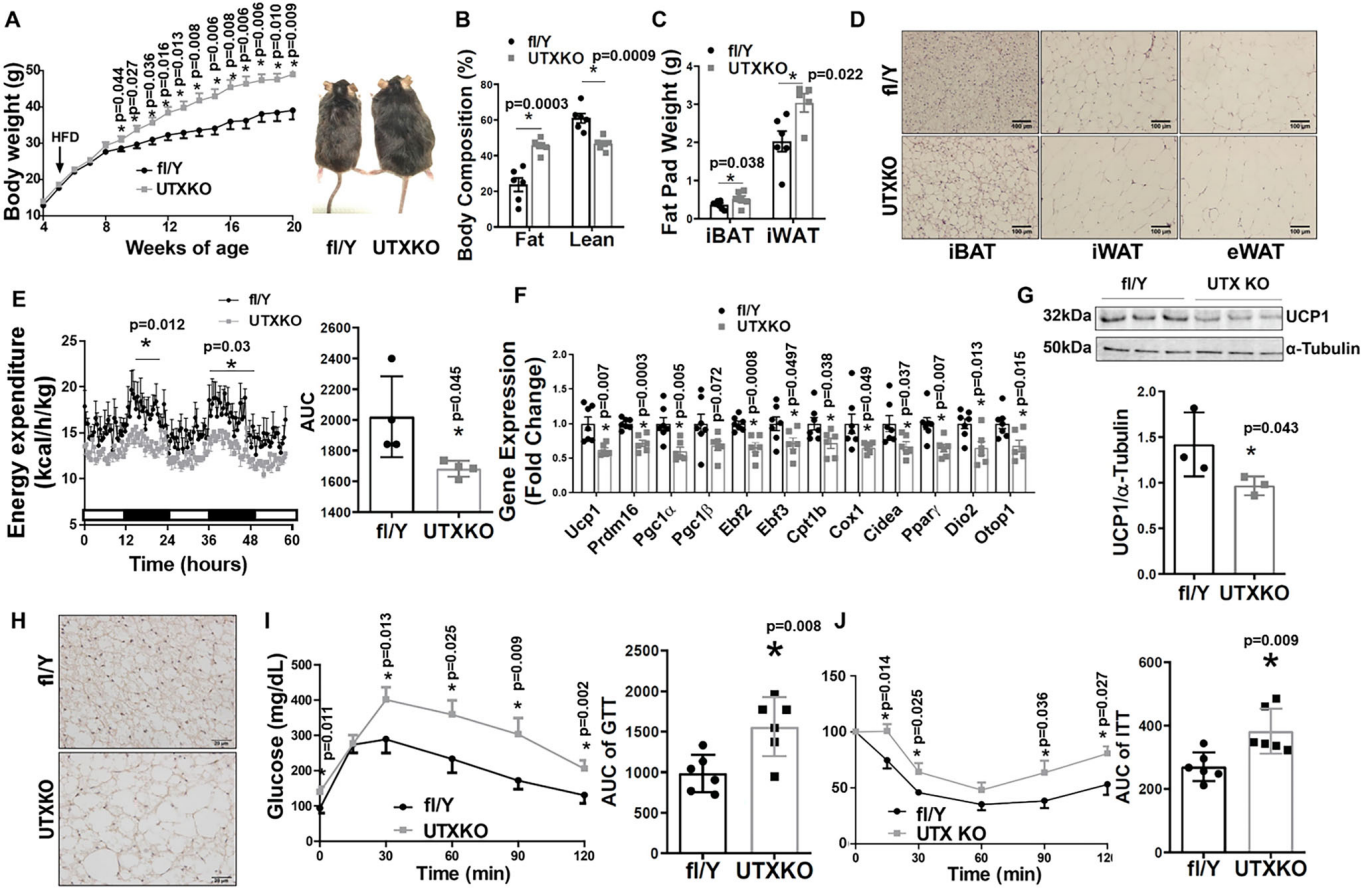
UTX deficiency in brown fat promotes high-fat diet (HFD)-induced obesity. Male UTXKO and their littermate control fl/Y mice were put on HFD when they were 5 weeks of age. **A**–**C** Body weight growth curve (**A**, fl/Y = 7, UTXKO = 6), Body composition (**B**, *n* = 6/group), and Fat pad weight (interscapular brown adipose tissue (iBAT) (*n* = 6/group) and inguinal white adipose tissue (iWAT)(fl/Y = 6, UTXKO = 5) (**C**) in male UTXKO and fl/Y mice fed HFD. *Indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. **D** Representative H&E staining of iBAT, iWAT, and eWAT in male UTXKO and fl/Y mice fed HFD (*n* = 3 replicates for each group). **E** Energy expenditure in male UTXKO and fl/Y mice fed HFD (*n* = 4/group). Left, *indicates statistical significance between fl/fl and D1KO analyzed by ANOVA with repeated measures. Time 17–22 h, F(1,6) = 12.861, *p* = 0.012; time 36–48 h, F(1,6) = 7.988, *p* = 0.03. Right, *indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. **F** Thermogenic gene expression in iBAT measured by quantitative RT-PCR in male UTXKO and fl/Y mice fed HFD (*n* = 7 for fl/Y and 6 for UTXKO). *indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. **G** Immunoblotting of UCP1 in iBAT of male UTXKO and fl/Y mice fed HFD (*n* = 3/group). *indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. **H** Representative immunohistochemistry (IHC) staining of UCP1 in iBAT of male UTXKO and fl/Y mice fed HFD (*n* = 3 replicates for each group). **I**–**J** Glucose tolerance test (GTT) (**I**) (*n* = 6/group) and Insulin tolerance test (ITT) (**J**) (*n* = 6/group) in male UTXKO and fl/Y mice fed HFD. *Indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. All data are expressed as mean ± SEM.

Recent data suggest that brown adipocytes secrete various “batokines”, including neuregulin 4 (*Nrg4*), peptidase M20 domain containing 1 (*Pm20d1*) and myostatin (*Mstn*), which in turn regulate whole-body insulin sensitivity and metabolic function in other organs^18–20^. To investigate whether deletion of *Utx* in brown adipocytes regulates whole-body energy homeostasis and insulin sensitivity via these secreted batokines, we measured *Nrg4*, *Pm20d1,* and *Mstn* expression in iBAT from UTXKO and fl/Y littermates under either HFD or cold challenge. As shown in Supplementary Fig 4, the expression of *Nrg4* and *Pm20d1* was slightly increased in iBAT of chow-fed UTXKO mice, but was slightly decreased in iBAT of HFD-fed UTXKO mice compared to that of fl/Y mice (Supplementary Fig. 4A); whereas the expression of *Nrg4* and *Pm20d1* did not change during a 7-day cold challenge between UTXKO and fl/Y littermates (Supplementary Fig. 4B). In addition, whereas *Mstn* expression in iBAT was significantly upregulated by HFD but downregulated by cold exposure, there was no difference in iBAT *Mstn* expression between UTXKO and fl/Y mice (Supplementary Fig 4C–D). Thus, our data suggest that brown adipocyte *Utx* deficiency does not significantly alter the expression of batokines including *Nrg4*, *Pm20d1,* and *Mstn*.

In addition, UCP1-independent thermogenesis that involves SERCA2b/ATP2a2-mediated calcium cycling or creatine kinase (CKM)-mediated creatine cycling may also be important in regulating whole-body energy homeostasis^5,6^. However, *Atp2a2* expression in iBAT was not different between UTXKO and fl/Y littermates under either HFD diet or cold challenge (Supplementary Fig. 5A–B); whereas the expression of *Ckm* in iBAT was significantly increased in UTXKO compared to that of fl/Y mice fed with either chow or HFD or challenged with cold exposure (Supplementary Fig. 5C–E). Thus, our data suggest that these UCP1-independent thermogenic pathways are unlikely to be involved in UTX-regulated thermogenesis in brown fat.

We also studied metabolic phenotypes of female UTXKO mice and their fl/fl littermate controls. Chow-fed female UTXKO mice did not exhibit any differences in body weight, % of fat and lean mass and fat pad weight (Supplementary Fig. 6A–C). HFD-fed female UTXKO mice had a transient increase in body weight between 11 and 17 weeks of age compared to their fl/fl littermates (Supplementary Fig. 6D). At around 20 weeks of age, although the body weight was not different between the groups, female UTXKO mice still exhibited slightly higher fat mass and lower lean mass, and larger gonadal fat pad mass than that of fl/fl mice (Supplementary Fig. 6E–F). Thus, our data suggest that female UTXKO mice exhibit a mild obesity-prone phenotype when fed HFD.

### Utx deficiency in Myf5-expressing brown adipocyte precursor cells does not regulate BAT thermogenesis and energy homeostasis

Recent studies suggest that brown adipocytes and skeletal muscle cells share a common developmental lineage and are derived from precursor cells that express myogenic factor 5 (*Myf5*)^21^. To investigate whether *Utx* regulates brown adipocyte function at an early developmental stage, we generated mice with *Utx* deletion in *Myf5*-expressing brown adipocyte/myotube precursor cells (MUTXKO) by crossing *Utx*-floxed mice^15^ with *Myf5-Cre* mice^22^. As expected, MUTXKO exhibited around 70% deletion of *Utx* mRNA levels in iBAT (Supplementary Fig. 7A). However, unlike UTXKO mice with *Utx* deficiency in mature brown adipocytes (Fig. 1), male mice with *Utx* deficiency in *Myf5*-expressing brown adipocyte/myotube precursor cells had no differences in body weight, body composition, energy expenditure and locomotor activity compared to their fl/Y littermates when fed HFD (Supplementary Fig. 6B–E). In addition, there was no difference in *Ucp1* and *Pgc1α* expression in iBAT between male MUTXKO and fl/Y mice on HFD (Supplementary Fig. 6F). Thus, our data suggest that the regulation of brown adipocyte function by UTX is dependent on brown adipocyte developmental stage; UTX becomes important in maintaining active brown adipocyte function possibly at a later developmental stage, after the precursor cells are committed to the brown adipocyte lineage.

### Utx deficiency in brown fat induces myogenesis

To determine the molecular mechanism whereby *Utx* deficiency impaired brown fat thermogenesis and promoted diet-induced obesity, we performed RNA-seq analysis using iBAT from male UTXKO and fl/Y mice fed HFD diet for 12 weeks to unbiasedly examine gene expression pattern changes induced by *Utx* deficiency in brown fat. 

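The RNA-seq comparison rested on 2 libraries, 1 from iBAT of male UTXKO mice and 1 from iBAT of male fl/Y mice, and RNA of 6 mice was pooled in equal amounts for each. Pooling averages over the mice, so the values hold no spread between animals, and the differences between these libraries, like those of the other RNA-seq comparisons, have no replicate check. The authors aligned the cleaned reads to mouse genome build mm9 and deposited an expected count for each gene, which is an estimate of the reads that belong to it and need not be whole, with an FPKM, which scales the count by transcript length and by the total of the library. The expected counts summed to 8396281 in the fl/Y library, which listed 15248 genes, and to 9549052 in the UTXKO library, which listed 15370 genes. From the deposited FPKM, a log2 ratio of UTXKO to fl/Y was computed after adding a pseudocount of 1 to both values, and genes with an FPKM of at least 1 in either library were kept, which left 11661 genes. The pseudocount understates the change of genes with low expression. *Kdm6a*, the gene that encodes UTX and the target of the deletion, lies on chromosome X of mm9 from 17739701 to 17857062. Its expected count was 158 in the fl/Y library and 78 in the UTXKO library, its FPKM was 3.57 and 1.55, and its log2 ratio was -0.84, or -1.20 with a pseudocount of 0.01. The 95% Clopper-Pearson interval of the log2 ratio of its counts, scaled to the library totals, ran from -1.61 to -0.80, which covers the counting error of these 2 libraries and not the difference between mice. *Uty*, the paralog of *Kdm6a* on chromosome Y, had an FPKM of 3.74 in the fl/Y library and 3.35 in the UTXKO library, whereas *Kdm5d*, also on chromosome Y, had a log2 ratio of -0.82 on 167 and 85 reads.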

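At the threshold of 0.5 in either direction, the log2 ratio passed for 1689 of the 11661 genes compared between the UTXKO and fl/Y libraries, with 535 genes higher and 1154 genes lower in UTXKO iBAT. The count depended most on the threshold, and 263 genes had a log2 ratio of at least 1 in size, 164 higher and 99 lower. After centring on the median of all genes, at the threshold of 0.5, 736 genes were higher and 763 lower. With a pseudocount of 0.01 in place of 1, the count was 2682 genes. Among the 1689 genes, 1051 also differed between the 2 libraries beyond counting noise, of which 226 were higher and 825 lower. That step used an exact conditional binomial test on the rounded expected counts with a Benjamini-Hochberg adjusted value under 0.001, and it compares these libraries, not the genotypes. The genes with the largest rise were *Tnnt3*, *Ckm*, *Acta1*, *Tnni2* and *Tcap*, and those with the largest fall were *Gm10052*, *Snora73a*, *Pon1*, *Cish* and *4930470H14Rik*. *Tnnt3* had a log2 ratio of 6.81 on 11 reads in the fl/Y library and 2452 in the UTXKO library. *Pon1* had a log2 ratio of -1.98 on 576 and 156 reads, while *Snora73a* had 4 and 0 reads, which did not differ beyond counting noise. *Gm10052* fell by 3.98 on the log2 scale, but its value is uncertain, because its expected counts of 172.5 and 0.12 were not whole. Reads shared with other genes may have been divided among them, which was not tested for this gene.
The log2 ratio fell with the length of the transcript. Across the 11661 genes, which are not independent replicates, its Spearman correlation with length was -0.51. When the genes were split by length into 5 groups of nearly equal size, the median log2 ratio was 0.17 in the group of shortest transcripts, then 0.02, -0.08 and -0.17, and -0.30 in the group of longest transcripts. In the longest group, 473 of 2332 genes were at or past the threshold downwards, against 113 of 2333 in the shortest. After the median log2 ratio at each length was subtracted, 1105 genes passed the threshold, 480 higher and 625 lower, and the log2 ratio of *Kdm6a* was -0.57.

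**Figure D1:**
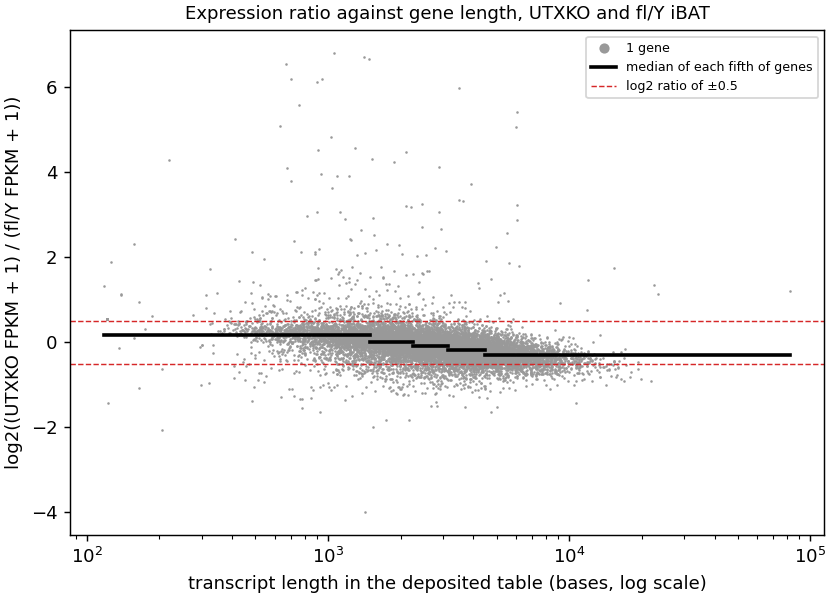
Log2 ratio of FPKM (with 1 added) between the UTXKO and fl/Y libraries against transcript length in bases on a log scale, with 1 point per gene for 11661 genes. Black lines give the median of each of 5 groups of genes by length, which steps down from 0.17 to -0.30, and dashed lines mark log2 ratios of 0.5 and -0.5.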

We found that a total of 1308 genes were differentially regulated by UTX deficiency (Log2 fold change ≥0.5 or ≤−0.5); out of which 254 genes were upregulated, and 1054 genes were downregulated by brown adipocyte UTX deficiency. 

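Fig. 2B lists 50 BAT genes and 6 WAT genes. The ProFAT software, which scores a tissue against reference brown and white fat, was not run here, and the listed genes were followed in the deposited values. The median log2 ratio of the 50 BAT genes between the UTXKO and fl/Y libraries was 0.09, with 38 genes above 0 and 12 below. No BAT gene was higher by 0.5 or more, and 1, *Zic1*, was lower by that amount. Among 10000 random lists of 50 genes matched on mean expression, the median of the BAT genes lay at percentile 2.27, and when the random lists were also matched on transcript length it lay at percentile 19.2. The sign of this median depended on the scaling. With FPKM rescaled to TPM, so that the values of every library have the same sum, the median of all genes moved from -0.08 to -0.19 and that of the BAT genes to -0.015, with 28 of the 50 below 0. After correction for transcript length the median of the BAT genes was 0.017. Of the 6 WAT genes, 3 passed the minimum of 1 FPKM, with a median log2 ratio of -0.23 at percentile 28.4 of the random lists, and the sign of that median also depended on length, since it was 0.11 after the correction. *Hoxc8* rose from an FPKM of 0.51 to 2.30 on 10 and 51 reads, with a log2 ratio of 1.13, whereas *Lpgat1* and *Sgpp1* had log2 ratios of -0.23 and -0.26.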

As expected, bioinformatics analysis of these differentially expressed genes with an online software (https://github.com/PerocchiLab/ProFAT)^23^ predicted an overall gene expression profile of reduced BAT characteristics in *Utx*-deficient iBAT, with a reciprocal increase in gene expression profile resembling that of WAT (Fig. 2A). This was consistent with a downregulation of brown fat-specific gene expression in *Utx*-deficient iBAT (Fig. 2B). 

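*Ucp1*, on chromosome 8 of mm9 from 85814247 to 85822355, had an FPKM of 5072 in the fl/Y library and 4471 in the UTXKO library, with a log2 ratio of -0.18 on 67694 and 68038 reads. The FPKM of *Cidea* was 2602 and 2676, a log2 ratio of 0.04 that turned to -0.07 both with TPM and after correction for transcript length. *Cox7a1* went from 2583 to 3002 FPKM, a log2 ratio of 0.22 that became -0.12 after the correction. The 2 BAT genes with the lowest log2 ratios were *Zic1*, at -0.58 on 77 and 48 reads, and *Pdk4*, at -0.40 with an FPKM of 565 and 427. By the adjusted test the reads of *Zic1* did not differ beyond counting noise. The 95% interval of the log2 ratio of its scaled counts ran from -1.42 to -0.33, below 0. Its log2 ratio was -0.45 after the correction for length. At the other end, *Fahd1* had a log2 ratio of 0.38 on 554 and 829 reads. At this depth the counting error of the abundant BAT genes is small. The 95% interval of the log2 ratio of the scaled counts of *Ucp1* ran from -0.19 to -0.16. The scaling moved the log2 ratio of *Ucp1* outside this interval. It was -0.29 with TPM, -0.25 after the length correction and -0.10 after centring on the median of all genes. The difference between mice of 1 genotype is not known from pooled RNA. The paper reads the ProFAT prediction beside the genes of Fig. 2B and reports lower expression of brown fat-specific genes in *Utx*-deficient iBAT. It has other evidence from HFD-fed mice, with several animals per group. RT-PCR gave lower *Ucp1*, *Cidea* and other thermogenic genes in UTXKO iBAT (Fig. 1F), and immunoblotting and staining gave less UCP1 protein.

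**Figure D2:**
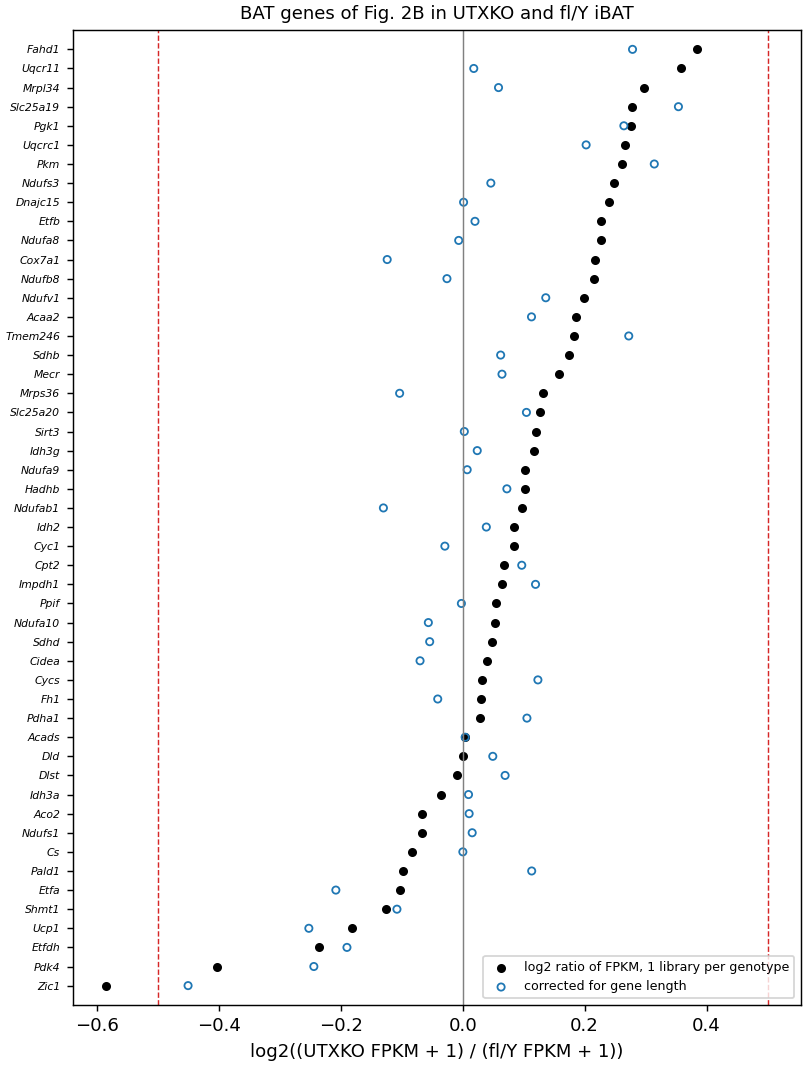
Log2 ratio of FPKM (with 1 added) between the UTXKO and fl/Y libraries for each of the 50 BAT genes of Fig. 2B, with filled points for the deposited FPKM and open points after correction for transcript length. Dashed lines mark log2 ratios of -0.5 and 0.5, and the filled points run from *Zic1* at -0.58 to *Fahd1* at 0.38.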

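Fig. 2C lists 27 myogenic genes, 26 of which were matched to the deposited gene names. All 26 were higher in the UTXKO library than in the fl/Y library by more than 0.5 on the log2 scale. Their median log2 ratio was 3.76, above every one of 10000 random lists matched on mean expression. The paper shows these genes for their rise in these libraries, so a place above random lists follows from that choice. With a pseudocount of 0.01 the median was 6.31, since the fl/Y library held few reads on these genes. The fast-twitch myosin heavy chain genes *Myh1* and *Myh4* lie side by side on chromosome 11 of mm9, from 67013554 to 67038078 and from 67051314 to 67073948. *Myh4* had 35 reads in the fl/Y library and 3185 in the UTXKO library, an FPKM of 0.69 and 55.6 and a log2 ratio of 5.06. *Myh1* had 3 and 2548 reads, an FPKM of 0.06 and 44.3 and a log2 ratio of 5.42. The myosin heavy chain genes are close paralogs, so part of their reads could have been split between them. *Myom1* had the smallest log2 ratio of the list, 1.17, on 65 and 231 reads. Skeletal α-actin, *Acta1*, rose from 25 to 4244 reads with a log2 ratio of 6.66, and *Ckm* from 10 to 2561 reads with a log2 ratio of 6.72. *Myod1* and *Myog* had no reads in either library, so neither was detectable at this depth. The share of all reads on the listed muscle fibre genes of Figs. 2C, 3D, 4A and 4C was 0.0218% in the fl/Y library and 0.340% in the UTXKO library.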

Surprisingly, a hierarchical cluster analysis disclosed a significant upregulation of myogenic marker genes in *Utx*-deficient brown fat (Fig. 2C). Further analysis with quantitative RT-PCR confirmed that myogenic marker gene expression was significantly upregulated in iBAT of chow-Fed, HFD-fed or cold-challenged UTXKO mice, including skeletal muscle myosin heavy polypeptide 1 (*Myh1*), skeletal muscle myosin heavy polypeptide 4 (*Myh4*), sarco/endoplasmic reticulum Ca^2+^-ATPase isoform 1/ATPase, Ca^2+^ transporting, cardiac muscle, fast twitch 1 (*Serca1/Atp2a1*), skeletal muscle α1 actin (*Acta1*), myogenic differentiation 1 (*Myod1)*, myogenin (*Myog*) (Fig. 2D–F) and *Ckm* (Supplementary Fig. 5C–E). This was consistent with IHC analysis showing upregulation of skeletal muscle marker myosin heavy chain (MyHC) in iBAT of UTXKO mice (Fig. 2G). In addition, primary brown adipocytes isolated from *Utx*-deficient iBAT exhibited reduced oxygen consumption rate (OCR) as measured by Seahorse analyzer (Fig. 2H), indicating impaired mitochondrial function. To investigate whether UTX regulates BAT-to-myocyte remodeling via a cell-autonomous manner, we knocked down *Utx* in a brown adipocyte cell line BAT1 cells^21,24^. As expected, knocking down *Utx* in BAT1 cells significantly upregulated MyHC immunostaining (Fig. 2I), indicating UTX’s regulation of BAT-to-myocyte remodeling is mediated via a cell-autonomous manner. Thus, our data revealed an intriguing BAT-to-myocyte remodeling process in BAT of UTXKO mice, which may lead to impaired brown adipocyte mitochondrial function and thermogenesis, thereby contributing to reduced energy expenditure and obesity in UTXKO mice.

**Fig. 2:**
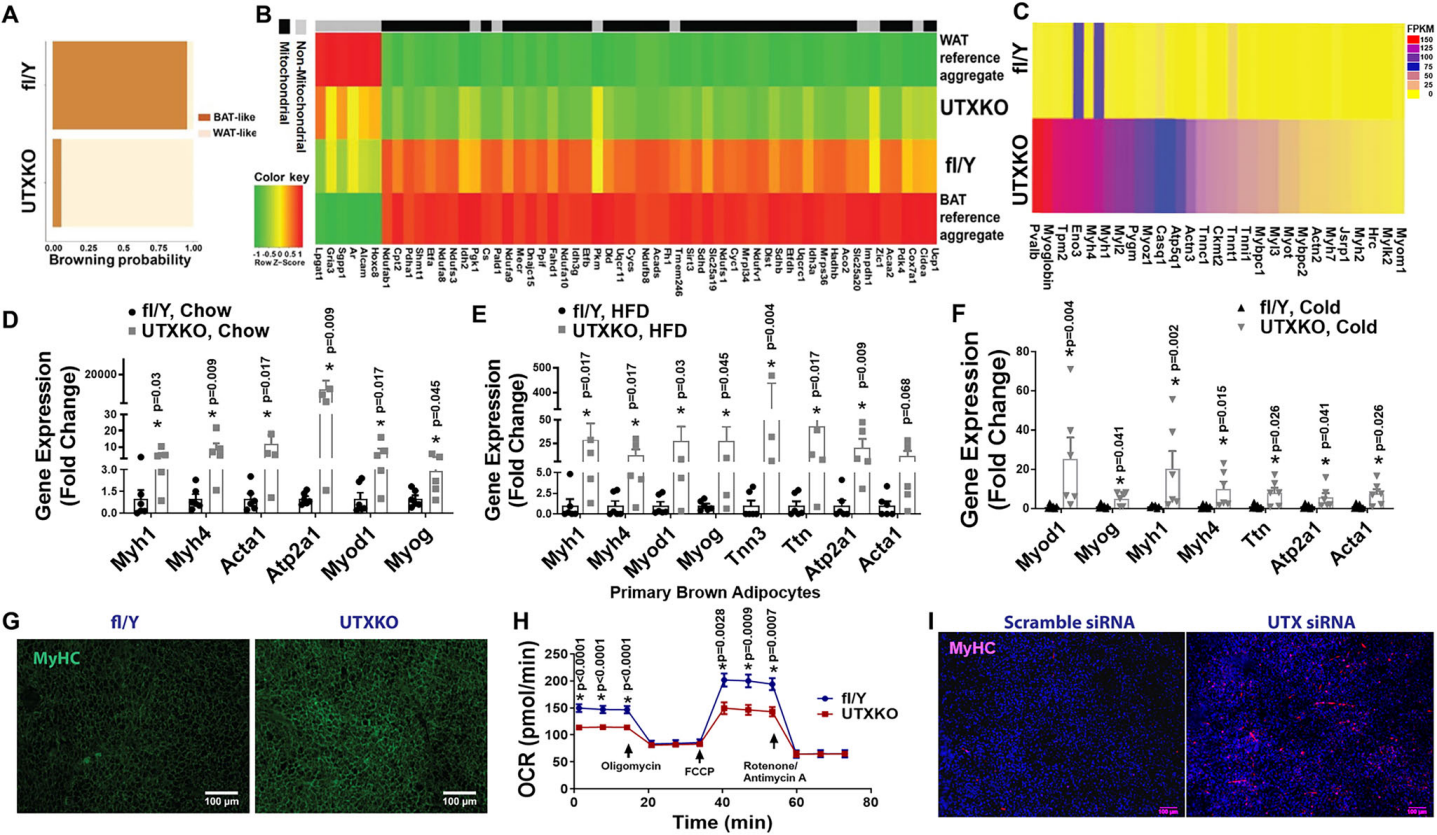
*Utx* deficiency in brown adipocytes induces BAT-to-myocyte remodeling. **A** Bioinformatic modeling of BAT-like or WAT-like gene expression profiles using RNA-seq data from iBAT of male UTXKO and fl/Y mice fed HDF for 12 weeks using an online software (https://github.com/PerocchiLab/ProFAT). **B** RNAseq analysis of BAT-specific gene expression in iBAT of male UTXKO and fl/Y mice fed HDF for 12 weeks using an online software (https://github.com/PerocchiLab/ProFAT). The WAT reference aggregate and BAT reference aggregate were derived from the online software. **C** Heatmap of myogenic marker gene expression in iBAT of male UTXKO and fl/Y mice fed HDF for 12 weeks. **D**–**F** Quantitative RT-PCR analysis of myogenic marker gene expression in iBAT of chow-Fed (**D**, fl/Y = 6, UTXKO = 5), HFD-fed (**E**, fl/Y = 6, UTXKO = 5) UTXKO and fl/Y mice or in chow-fed 2-month-old male UTXKO and fl/Y mice after a 7-day cold challenge (*n* = 6/group) (F). *indicates statistical significance as marked in each panel between UTXKO and fl/Y by Mann–Whitney’s nonparametric *U* test. **G** Representative immunohistochemistry (IHC) staining of myosin heavy chain (MyHC) in iBAT of UTXKO and fl/Y mice (*n* = 3 replicates for each group). **H** Oxygen consumption rate (OCR) in primary brown adipocytes isolated from iBAT of male UTXKO and fl/Y mice measured by a Seahorse XF 96 Extracellular Flux Analyzer (fl/Y = 17, UTXKO = 22). *Indicates statistical significance between UTXKO and fl/Y by two-tailed unpaired Student’s *t*-test. **I** Representative immunohistochemistry (IHC) staining of myosin heavy chain (MyHC) in BAT1 brown adipocytes with *Utx* knockdown (*n* = 3 replicates for each group). All data are expressed as mean ± SEM.

Cold and diet are two primary triggers inducing brown fat thermogenesis^25–29^. Diet is a potent stimulator of energy expenditure, a phenomenon referred to as diet-induced thermogenesis that requires both brown fat and UCP1^25,26,28,29^. While cold-induced thermogenesis defends the body temperature of animals against a cold environment, diet-induced thermogenesis slows down weight gain induced by a short-term overfeeding^25,26^. We, therefore, explored whether brown fat myogenic remodeling could be modulated during cold- or diet-induced thermogenesis.

Interestingly, cold exposure, a well-known condition that boosts BAT thermogenic function, profoundly suppressed myogenic marker gene expression in iBAT (Supplementary Fig. 8). In addition, we also performed a time course study with chow- and HFD-fed animals to further investigate whether such brown adipocyte-myocyte remodeling process also occurred during the course of diet-induced obesity. As shown in Supplementary Fig. 9, HFD feeding induced *Ucp1* expression in iBAT starting from week 1 and lasted up to 12 weeks when compared to chow-fed animals, suggesting increased diet-induced thermogenesis (Supplementary Fig. 9A). However, the induction of *Ucp1* by HFD gradually disappeared such that *Ucp1* expression was no longer different between chow and HFD-fed animals after 24 weeks on HFD, suggesting that diet-induced thermogenesis waned after prolonged HFD feeding (Supplementary Fig. 9A). In contrast, HFD feeding suppressed the expression of myogenic marker genes including *Myod1*, *Myog* and *Myh1* at early stage of HFD feeding from week 1–12, while stimulating the expression of these myogenic marker genes after prolonged HFD feeding (Supplementary Fig. 9B–D). Further analysis revealed a reciprocal expression pattern of *Ucp1* and myogenic marker genes in iBAT of HFD-fed mice, showing a gradual decline of *Ucp1* expression and a reciprocal increase of myogenic marker gene expression following HFD feeding (Supplementary Fig. 9E). Indeed, the expression levels of myogenic marker genes were negatively correlated with that of *Ucp1* in iBAT when analyzed from both chow- and HFD-fed mice (Supplementary Fig. 9F).

Interestingly, we found that UTX protein level was significantly decreased in iBAT of mice fed HFD for 12 and 24 weeks (Fig. 3A). Further analysis also revealed a reciprocal pattern of UTX protein levels and myogenic marker gene expression in iBAT of HFD-fed mice, with a gradual decline of UTX protein level that corresponded to a reciprocal increase of myogenic marker gene expression following HFD feeding (Fig. 3B). An inverse correlation also existed between UTX protein levels and myogenic marker gene expression in iBAT when analyzed from HFD-fed mice (Fig. 3C).

**Fig. 3:**
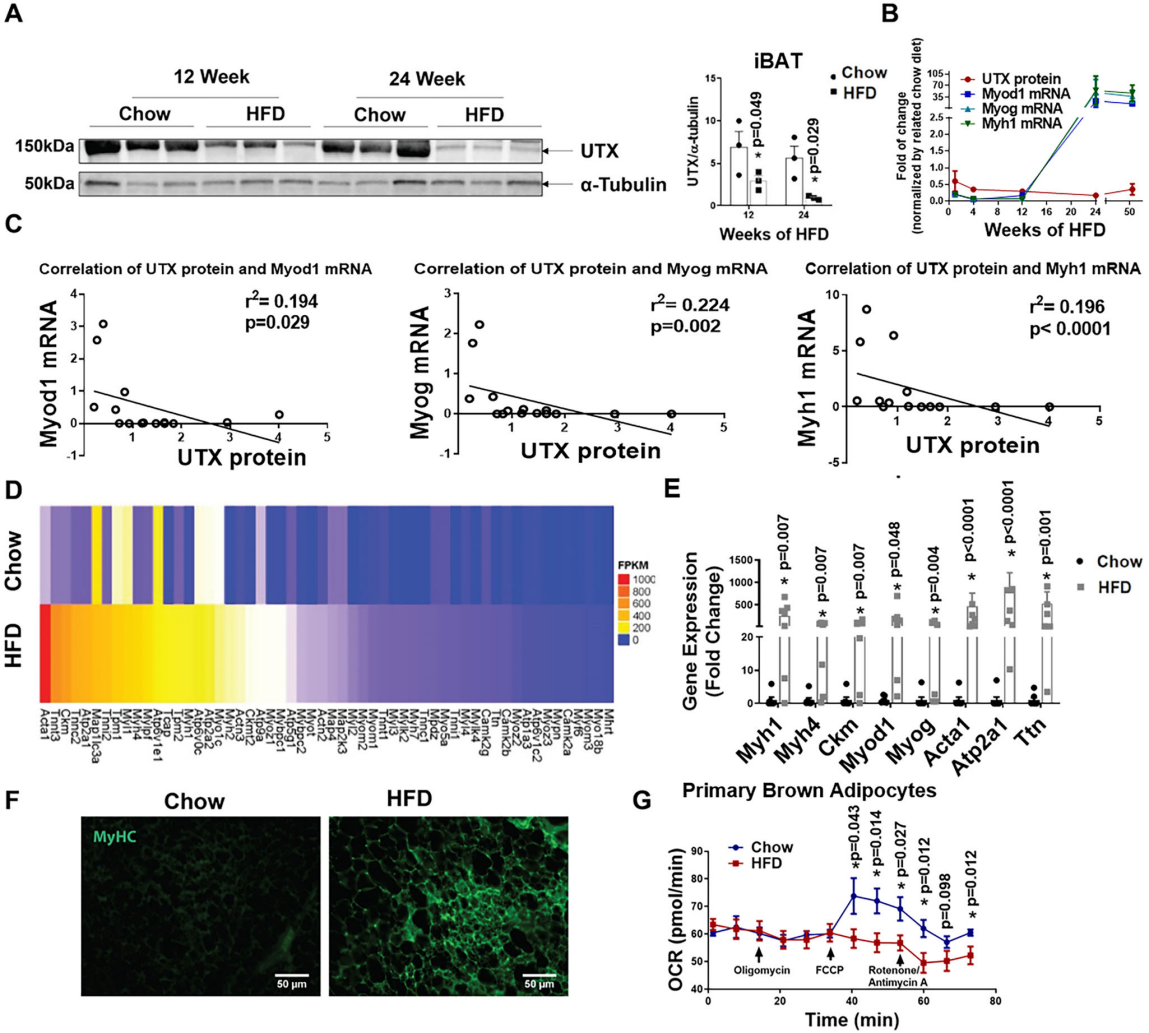
Long-term HFD feeding induces BAT-to-myocyte remodeling in iBAT. **A** UTX protein level in iBAT of C57BL/6 J mice fed with HFD for 12 and 24 weeks (*n* = 3/group). *indicates statistical significance between chow and HFD by two-tailed unpaired Student’s *t*-test. **B** Analysis of UTX protein levels and myogenic marker gene expression patterns in iBAT of HFD-fed mice for 1 week, 4 weeks, 12 weeks, 24 weeks, and 1 year. For UTX protein, *n* = 3/group. For *Myod1*, *Myog,* and *Myh1* gene expression, *n* = 8/group. **C** Negative correlations between UTX protein levels and myogenic marker gene expression in iBAT of mice fed HFD for 1 week, 4 weeks, 12 weeks, 24 weeks, and 52 weeks (*n* = 15/group) as analyzed by Spearman’s rank correlation coefficient test, *p* = 0.029 between UTX protein and *Myod1* mRNA, *p* = 0.002 between UTX protein and *Myog* mRNA, and *p* < 0.0001 between UTX protein and *Myh1* mRNA. **D** Heatmap of myogenic marker gene expression from iBAT of wild-type mice fed chow or HFD. **E** Quantitative RT-PCR analysis of myogenic marker gene expression in iBAT of chow- or HFD-fed wild-type C57BL/6J mice (*n* = 7/group). *Indicates statistical significance between Chow and HFD by Mann–Whitney’s nonparametric *U* test. **F** Representative IHC staining of MyHC in iBAT of chow- or HFD-fed wild-type C57BL/6J mice (*n* = 3 replicates for each group). **G** OCR of primary brown adipocytes isolated from chow- or HFD-fed wild-type C57BL/6J mice (*n* = 24 for chow, *n* = 19 for HFD). *Indicates statistical significance between chow and HFD by two-tailed unpaired Student’s *t*-test. All data are expressed as mean ± SEM.

To further confirm our findings, we performed RNA-seq analysis in iBAT of wild-type mice with chow or HFD feeding for 24 weeks. 

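This experiment gave 1 library from chow-fed and 1 from HFD-fed mice, each from RNA pooled from 6 animals. The paper gives 24 weeks of HFD in wild-type mice, while the sample labels give 23 weeks and name *Utx*-floxed males without Cre, and the groups are called chow and HFD here as in the paper. The expected counts summed to 6002094 in the chow library and 6219883 in the HFD library, and the libraries listed 15416 and 15578 genes. The deposited values had the same form as for the UTXKO comparison, with gene symbols and transcripts that the sequencing provider had named itself added, and log2 ratios were computed in the same way. Of 12240 genes with an FPKM of at least 1 in either library, 1483 were higher and 1905 lower by 0.5 or more in the HFD library. Centring the log2 ratios on the median of all genes, which was -0.09, gave 1806 higher and 1456 lower. Of the 3388 genes past the threshold, 2224 differed beyond counting noise between the 2 libraries, and 995 genes had a log2 ratio of at least 1 in size. *Kdm6a* had an FPKM of 4.34 in the chow library and 2.95 in the HFD library, on 153 and 108 reads that did not differ beyond counting noise.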

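Fig. 3D lists 56 genes. All 56 had a log2 ratio above 0 between the HFD and chow libraries, and 55 were higher by 0.5 or more. *Map2k3*, with a log2 ratio of 0.50 on 239 and 355 reads, was just under that value, and with a pseudocount of 0.1 all 56 genes passed it. The median log2 ratio of the list was 2.71, and none of 10000 random lists matched on mean expression reached it. Since the paper shows the list for its rise in these libraries, that follows from the choice of genes. The pseudocount moved this median most, to 4.56 with a pseudocount of 0.01. The largest rises were those of *Tcap*, with a log2 ratio of 5.76 on 12 and 968 reads, and *Myh2*, with 5.62 on 19.3 and 2789 estimated reads. *Myh4* went from an FPKM of 12.1 to 285, *Acta1* from 33.8 to 985 and *Ckm* from 20.1 to 541, with log2 ratios of 4.45, 4.83 and 4.69. These genes had more reads in the chow library than in the fl/Y library, with 436 reads for *Myh4* and 290 for *Acta1*. *Myod1* had 1 read in the chow library and 6 in the HFD library, and *Myog* had 0 and 2, so a difference in either was not detectable at this depth. The muscle fibre genes took 0.0531% of all reads in the chow library and 1.06% in the HFD library.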

As expected, prolonged HFD feeding significantly induced myogenic marker gene expression in iBAT of HFD-fed mice compared to that of chow-fed mice (Fig. 3D). This was further confirmed by quantitative RT-PCR analysis showing upregulation of myogenic marker gene expression in iBAT of HFD-fed mice, including *Myh1*, *Myh4*, *Ckm*, *Myod1*, *Myog*, *Acta1*, *Atp2a1,* and Titin (*Ttn*) (Fig. 3E). In addition, IHC staining showed a significant upregulation of the skeletal muscle marker MyHC in iBAT of HFD-fed mice compared to that of chow-fed mice (Fig. 3F), further validating myogenic remodeling of iBAT under prolonged HFD feeding.

Recent data suggest that both stromal vascular fraction (SVF) cells and brown adipocytes contribute to *Myf5*^*+*^ cell populations in lineage tracing studies^30^. In addition, it has been reported that brown preadipocytes express a prominent myogenic transcriptional signature, which is diminished upon brown adipocyte differentiation^31^. Thus, to investigate whether the observed BAT-to-myocyte remodeling is derived from brown adipocytes or cells from SVF, we isolated primary brown adipocytes and SVF cells from iBAT of C57BL/6J mice fed chow or HFD for 24 weeks. Similar to previous report^31^, we found that myogenic markers were expressed in both SVF cells and primary brown adipocytes; the expression of myogenic genes was relatively higher in SVF cells than that of primary brown adipocytes isolated from mice fed chow diet (Supplementary Fig. 10A). However, while HFD either did not change or only induced a mild increase in myogenic marker expression in SVF cells, HFD seemed to induce more profound myogenic marker expression in primary brown adipocytes than in SVF cells to a level similar to or higher than that of SVF levels (Supplementary Fig. 10A). The increase in myogenic gene expression in primary brown adipocytes was more evident when gene expression was normalized to that of chow values in each of the SVF and adipocyte groups (Supplementary Fig. 10B). Thus, our data suggest a prominent BAT-to-myocyte remodeling in primary brown adipocytes upon HFD feeding, which may primarily contribute to the BAT-to-myocyte switch observed in iBAT from HFD-fed mice. In consistence, primary brown adipocytes isolated from iBAT of 24-week HFD-fed mice exhibited reduced oxygen consumption rate (OCR) measured by Seahorse analyzer (Fig. 3G). Further, while acute HFD feeding significantly increased oxygen consumption in mice (Supplementary Fig. 11A), prolonged HFD feeding in mice resulted in a gradual reduction of oxygen consumption compared to that of chow-fed mice (Supplementary Fig. 11B–D).

To further study whether the BAT-to-myocyte remodeling process represents a common feature in obesity, we utilized *ob/ob* mice, where obesity is caused by genetic mutation at the leptin (*Lep*) gene^32^. We found that iBAT from *ob/ob* mice also exhibited significantly upregulated myogenic marker gene expression, including *Myod1*, *Myh1*, *Myh4*, *Myog*, *Acta1*, *Ckm,* and *Atp2a1* and significantly downregulated expression of BAT-specific genes, including *Ucp1*, *Pgc1α*, *Ebf2*, *Cpt1b*, *Cox1*, acyl-Coenzyme A oxidase 1 (*Acox1*), *Pgc1β*, elongation of very-long-chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3 (*Elovl3*), *Otop1* and epithelial V-like antigen 1 (*Eva1*) (Supplementary Fig. 12A–B).

Thus, our data revealed a reciprocal BAT-to-myocyte remodeling process in BAT that is modulated by both cold and diet challenges. The induction of this process in obesity impairs BAT mitochondria function and thermogenesis, which may contribute to reduced energy expenditure and the development of obesity. The fact that HFD-induced obesity and brown adipocyte-specific *Utx* deletion induce a similar BAT-to-myocyte remodeling indicates that *Utx*-regulated epigenetic modification may be involved in this process.

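The similarity between HFD feeding and *Utx* deletion was measured across the 11334 genes that passed the FPKM minimum in both comparisons. The log2 ratios of HFD to chow and of UTXKO to fl/Y had a Pearson correlation of 0.39 and a Spearman correlation of 0.069 across genes, which are not independent replicates. The Pearson value rested in part on the myogenic genes, and it was 0.22 once the myogenic genes listed in the paper were left out. Of the 1233 genes higher by 0.5 or more with HFD and the 426 higher in UTXKO iBAT, 201 were higher in both, against 46.3 if the groups were independent. Without the listed myogenic genes, 149 were still higher in both. Only genes listed in the paper were left out. This count and the Pearson value of 0.22 therefore cannot tell whether other muscle genes lie behind the rest. In the other direction, 223 genes were lower in both, against 158 by the same reckoning. From the rise of myogenic genes after both HFD and *Utx* deletion, the paper proposes that epigenetic modification regulated by *Utx* takes part in the remodeling.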

### DNMT1 deficiency in brown fat induces myogenesis

The interaction of epigenetic mechanisms, including histone methylation and DNA methylation, results in organization of the chromatin structure on different hierarchal levels, which coordinately regulates gene expression^33–35^. DNA methylation is catalyzed by DNA methyltransferases (DNMTs). While de novo DNA methylation is generally thought to be mediated by DNMT3A and DNMT3B, DNMT1 is believed to function as a maintenance enzyme to maintain DNA methylation status through mitosis using hemi-methylated DNA strands as templates^33–35^. However, recent data also suggest that DNMT1 may coordinate with DNMT3A and DNMT3B to regulate de novo DNA methylation^36–40^. Thus, to gain further insight into the epigenetic mechanisms that may regulate the BAT-myocyte remodeling process in brown adipocytes, we have generated mice with brown adipocyte-specific deletion of *Dnmt1*, *Dnmt3a* and *Dnmt3b* to study the role of DNA methylation in this process. Interestingly, we found that mice with brown adipocyte-specific deletion of *Dnmt1* or *Dnmt3a* exhibited similar phenotypes to that of UTXKO (see the results described below), whereas mice with brown adipocyte-specific deletion of Dnmt3b displayed a different metabolic phenotype (Xue and Shi, unpublished data). Thus, we have focused on brown adipocyte DNMT1 and DNMT3A in the current study and further explored whether UTX interacts with DNMTs in the regulation of BAT-myocyte remodeling in brown fat.

To generate mice with brown fat-specific deletion of *Dnmt1* (D1KO), we crossed *Dnmt1*-floxed mice (fl/fl)^41^ with *Ucp1*-*Cre* mice^16^. We found *Dnmt1* deletion in brown fat resulted in around 50% reduction of *Dnmt1* mRNA expression (Supplementary Fig. 13). 

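The *Dnmt1* comparison used 1 library from iBAT of D1KO mice and 1 from iBAT of fl/fl mice on chow, again with RNA pooled from 6 animals for each and with expected counts and FPKM deposited. The expected counts summed to 6272516 in the fl/fl library and 6230695 in the D1KO library, and both listed 14994 genes. *Dnmt1*, the targeted gene, lies on chromosome 9 of mm9 from 20711650 to 20757317. Its FPKM was 2.31 in the fl/fl library and 1.51 in the D1KO library, on 77 and 49 reads, with a log2 ratio of -0.40. The interval of the log2 ratio of its scaled counts ran from -1.19 to -0.11, its reads did not differ beyond counting noise by the adjusted test, and with a pseudocount of 0.01 the log2 ratio was -0.61. *Xist* was expressed in both libraries, at an FPKM of 35.6 and 35.2, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* of chromosome Y had no reads, whereas all 4 had reads in the UTXKO, fl/Y, chow and HFD libraries, in which *Xist* had 4 reads or fewer. Of 11403 genes with an FPKM of at least 1 in either library, 502 were higher and 481 lower by 0.5 or more in D1KO iBAT. Of these 983 genes, 269 differed beyond counting noise between the 2 libraries, and 272 had a log2 ratio of at least 1 in size. The genes with the largest fall included *Alb*, *Fabp1*, *Apoa2* and *Ahsg*, with *Alb* at 1298 reads in the fl/fl library and 2 in the D1KO library. These are hepatocyte genes. Of a list of 25 such genes, 24 had at least 10 reads in the fl/fl library and 4 in the D1KO library. Liver RNA in the fl/fl library is a candidate explanation for these falls, and an effect of *Dnmt1* deletion was not tested.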

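Fig. 4A lists 38 genes as myogenic, and 34 had an FPKM of at least 1 in the D1KO or the fl/fl library. All 34 were higher in the D1KO library by 0.5 or more. Their median log2 ratio of 2.01 exceeded all 10000 random lists of matched expression, which follows from the paper's choice of genes that rose here. With a pseudocount of 0.01 the median was 3.56, and without the FPKM minimum all 38 genes were higher by 0.5 or more, with a median of 1.84. *Ckm* rose from 18 to 563 reads, an FPKM of 2.11 and 66.3 and a log2 ratio of 4.44. *Atp2a1* rose from an FPKM of 2.51 to 39.5 and *Pvalb* from 2.64 to 39.1, with log2 ratios of 3.53 and 3.46. *Myh4* had 90.7 and 1285 estimated reads and a log2 ratio of 3.37, and *Acta1* had 46.1 and 491 with a log2 ratio of 3.19. Lower in the list, *Cacna1s* stayed under an FPKM of 1 in both libraries, with 3 and 26 reads. *Myod1* and *Myog* had no reads in either library. Muscle fibre genes took 0.0241% of all reads in the fl/fl library and 0.114% in the D1KO library, a smaller share than in the UTXKO or HFD library.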

Interestingly, RNA-seq analysis using iBAT from D1KO and fl/fl mice revealed a significant upregulation of myogenic gene expression in *Dnmt1*-deficient brown fat (Fig. 4A), similarly to that observed in iBAT of HFD-fed, *ob/ob* and UTXKO mice. This was further confirmed by quantitative RT-PCR analysis showing upregulation of key myogenic gene expression, including *Myod1*, *Myog*, *Myh1*, *Myh4*, *Ckm*, *Serca1/Atp2a1*, *Ttn*, and *Acta1* in iBAT of D1KO mice (Fig. 4B). More importantly, bioinformatic analysis of RNAseq data from iBAT of HFD-fed, UTXKO and D1KO revealed a group of myogenic marker genes that were similarly upregulated in all three datasets (Fig. 4C), indicating that both DNMT1 and UTX might be involved in the regulation of BAT-to-myocyte remodeling in iBAT of HFD-fed mice.

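Across the 10930 genes that passed the FPKM minimum in each of the 3 comparisons, 81 were higher by 0.5 or more in the HFD, UTXKO and D1KO libraries alike, each against its own control. If the comparisons were independent, 1.27 genes would be shared. Across the 11081 genes that passed the minimum in both, the UTXKO and D1KO log2 ratios had a Pearson correlation of 0.16. Their Spearman correlation was -0.12, and without the listed myogenic genes the Pearson value was -0.069. Transcript length can pull these values down. Its Spearman correlation was -0.51 with the UTXKO log2 ratios and 0.175 with those of D1KO, and no length-corrected value is given for this pair. The UTXKO and D1KO comparisons also differed in diet, in age (17 and 36 weeks by the labels) and in *Xist* expression. Of the 11081 genes, 109 were higher by 0.5 or more in both, against 14.7 if independent, and 71 without the listed myogenic genes. Another 44 were lower in both, against 37.8. For HFD and D1KO, across 11096 genes, the Pearson correlation was 0.22, or 0.091 without the listed myogenic genes, and the Spearman correlation 0.088. There 157 genes were higher in both, against 44.7, and 84 lower, against 52.0. The set shared by all 3 comparisons was smallest with an FPKM minimum of 5, which left 26 genes, 10 of them named in Fig. 4C. At a log2 ratio of at least 1 it held 50. Of the 81 genes, 37 were among the 76 myogenic genes listed in the paper, and 44 were not. The lists do not name every muscle gene. Counts and correlations without the listed genes can therefore still rest on other muscle genes, and so can these 44. Among these, *Tmem254c*, named after its values were seen, is uncertain, because the reads of *Tmem254a*, *Tmem254b* and *Tmem254c*, which summed to 260 in the fl/fl library and 197 in the D1KO library, were divided differently between the 3 genes in those libraries. Of the 25 genes named in Fig. 4C, 20 were in the shared set. The other genes were *Des*, *Actn2* and *Myl1*, whose log2 ratios in the D1KO comparison were 0.06, 0.30 and 0.26, and *Ttn* and *Myh7*, which were under an FPKM of 1 in both the D1KO and fl/fl libraries. Without the FPKM minimum, *Ttn* and *Myh7* passed as well and 22 of the 25 were shared. In the opposite direction, 13 genes were lower by 0.5 or more in all 3 comparisons, against 4.59 if independent. From the genes upregulated in all 3 data sets, the paper proposes that both DNMT1 and UTX take part in the remodeling of iBAT in HFD-fed mice.

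**Figure D3:**
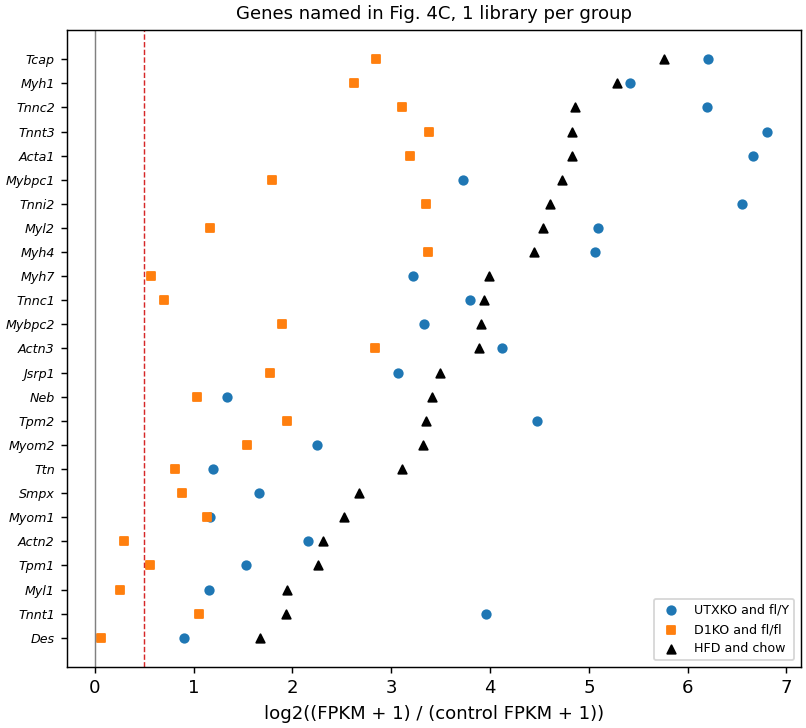
Log2 ratio of FPKM (with 1 added) of each of the 25 genes named in Fig. 4C in the UTXKO, D1KO and HFD libraries, each against its own control library, with 1 library per group. The dashed line marks a log2 ratio of 0.5, and *Des*, *Actn2* and *Myl1* lie below it in the D1KO comparison at 0.06, 0.30 and 0.26.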

**Fig. 4:**
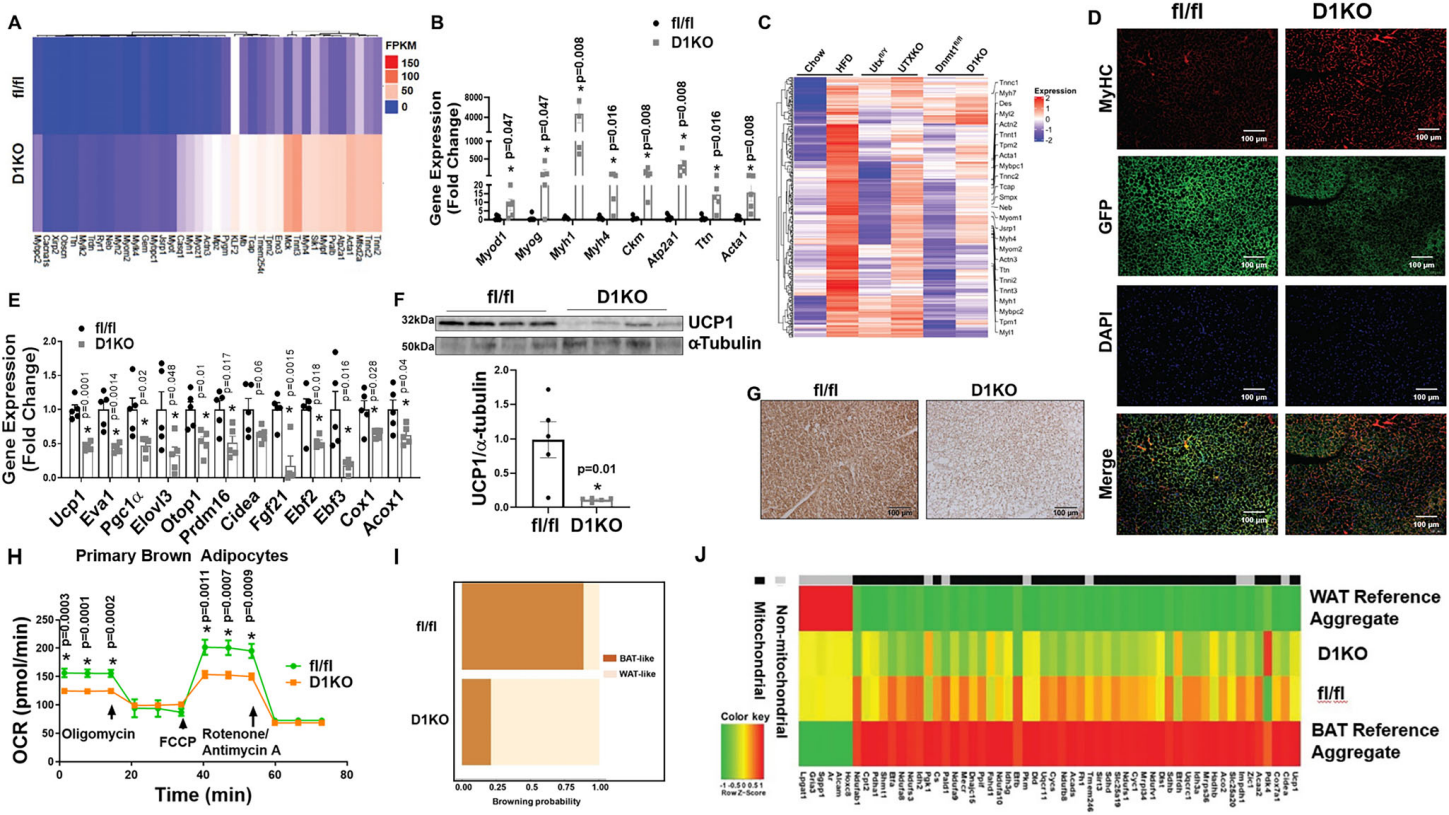
*Dnmt1* deficiency in brown fat induces BAT-to-myocyte remodeling. **A** Heatmap of myogenic gene expression in iBAT from D1KO and fl/fl mice on regular chow diet. **B** Quantitative RT PCR analysis of myogenic gene expression in D1KO and fl/fl mice on chow diet (*n* = 5/group). *Indicates statistical significance between fl/fl and D1KO by Mann–Whitney’s nonparametric *U* test. **C** Hierarchical cluster analysis of genes similarly upregulated in iBAT of HFD-fed, UTXKO and D1KO mice. **D** Representative IHC staining of MyHC in GFP-labeled brown adipocytes in iBAT of D1KO-GFP and fl/fl-GFP mice on chow diet (*n* = 3 replicates per group). **E** Quantitative RT-PCR analysis of BAT-specific gene expression in iBAT of D1KO and fl/fl mice on chow diet (*n* = 5/group). *Indicates statistical significance between fl/fl and D1KO by unpaired two-tailed Student’s *t*-test. **F** Immunoblotting analysis of UCP1 protein levels in iBAT of D1KO and fl/fl mice on chow diet (*n* = 5/group). *Indicates statistical significance between fl/fl and D1KO by unpaired two-tailed Student’s *t*-test. **G** Representative IHC staining of UCP1 in iBAT of D1KO and fl/fl mice on chow diet (*n* = 3 replicates per group). **H** OCR of primary brown adipocytes isolated from iBAT of D1KO or fl/fl mice measured by a Seahorse analyzer (*n* = 14 for fl/fl, 20 for D1KO). *Indicates statistical significance between fl/fl and D1KO by unpaired two-tailed Student’s *t*-test. **I** Bioinformatic modeling of BAT-like or WAT-like gene expression profiles using RNA-seq data from iBAT of D1KO and fl/fl mice on chow diet using an online software (https://github.com/PerocchiLab/ProFAT). **J** BAT-specific gene expression in iBAT of D1KO and fl/fl mice on chow diet using an online software (https://github.com/PerocchiLab/ProFAT). The WAT reference aggregate and BAT reference aggregate were derived from the online software. All data are expressed as mean ± SEM.

To better label UCP1^+^ brown adipocytes, we generated mice with brown adipocytes-specific expression of GFP by triple-crossing *Dnmt1*-floxed mice, *Rosa-Gfp* mice^42^, and *Ucp1*-Cre mice (D1KO-GFP, or *Ucp1-Cre::Dnmt1*^*fl/fl*^*: Rosa-Gfp*^*fl/fl*^). IHC staining indicated that *Dnmt1* deficiency markedly induced skeletal muscle marker MyHC in GFP-labeled brown adipocytes in D1KO-GFP mice (Fig. 4D). In addition, there was a reciprocal downregulation of brown fat thermogenic gene expression in iBAT from D1KO mice (Fig. 4E), which was associated with decreased UCP1 protein content and UCP1 IHC staining in iBAT of D1KO mice (Fig. 4F, G). Similar to that of *Utx*-deficient iBAT, the BAT-to-myocyte remodeling in *Dnmt1*-deficient primary brown adipocytes resulted in reduced OCR (Fig. 4H), indicative of impaired mitochondrial function. On the other hand, bioinformatic analysis of RNA-seq data with an online software^23^ predicted that iBAT from D1KO mice exhibited gene expression profiles characteristic of that of white fat (Fig. 4I), with less expression of BAT- and mitochondria-enriched genes (Fig. 4J).

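The panel of Fig. 4J lists the same 50 BAT genes and 6 WAT genes as Fig. 2B. In the D1KO library the 50 BAT genes had a median log2 ratio of -0.11 relative to the fl/fl library, with 42 genes below 0 and 8 above. At percentile 44.2 the median lay among the 10000 random lists matched on expression, and with random lists matched on transcript length as well it lay at percentile 5.79. It was nearer to 0 with TPM, at -0.043, and after correction for transcript length, at -0.028. Past the threshold of 0.5, *Zic1* was lower, with a log2 ratio of -1.06 on 77 and 26 reads, and *Pdk4* was higher, from an FPKM of 504 to 834. *Cidea* went from an FPKM of 2550 to 2035, a log2 ratio of -0.32. *Ucp1* went from 4698 to 4533, a log2 ratio of -0.05 that became 0.02 with TPM or after the length correction. The 3 WAT genes with an FPKM of at least 1, *Hoxc8*, *Lpgat1* and *Sgpp1*, had a median log2 ratio of -0.055, and none of them passed the threshold.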

To further study whether *Dnmt1* regulated BAT-to-myocyte remodeling via a cell-autonomous manner, we knocked down *Dnmt1* in 4-day differentiated BAT1 brown preadipocytes via siRNA approach. As expected, knockdown of *Dnmt1* in BAT1 cells significantly promoted myogenic gene expression, including *Myog*, *Myod1*, *Ckm*, *Myh1*, *Acta1*, *Atp2a1,* and *Ttn* (Fig. 5A) while simultaneously downregulated BAT-specific gene expression, including *Ucp1*, *Pgc1α*, *Ebf2,* and *Ebf3* (Fig. 5B). Moreover, knockdown of *Dnmt1* enhanced myogenesis as evidenced by increased MyHC staining (Fig. 5C), while simultaneously reducing brown adipogenesis as evidenced by much less neutral lipid accumulation measured by Oil red O staining (Fig. 5D). In consistence, Seahorse analysis revealed a decreased OCR in *Dnmt1* knockdown BAT1 brown adipocytes and similarly but to a greater extent, in *Utx* knockdown BAT1 brown adipocytes (Fig. 5E).

**Fig. 5:**
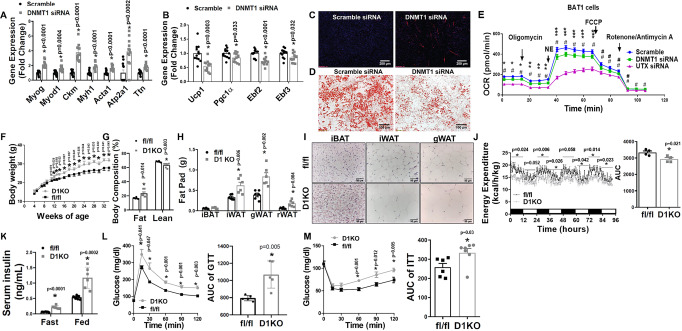
DNMT1 deficiency in brown fat impairs brown fat function. **A**, **B** Quantitative RT-PCR analysis of myogenic gene expression (**A**, *n* = 12/group) and BAT-specific gene expression (**B**, *n* = 12/group) in BAT1 brown adipocytes transfected with scramble or *Dnmt1* siRNA. *Indicates statistical significance between Scramble and DNMT1 siRNA groups by two-tailed unpaired Student’s *t*-test. **C**, **D** Representative IHC staining of MyHC (**C**) and Oil red O staining (**D**) in BAT1 brown adipocytes transfected with scramble or *Dnmt1* siRNA (*n* = 3 replicates for each group). **E** OCR in BAT1 brown adipocytes transfected with scramble, *Dnmt1* or *Utx* siRNA measured by a Seahorse analyzer. *n* = 24 for Scramble, 31 for DNMT siRNA, and 24 for UTX siRNA; statistical significance was analyzed by one-way ANOVA with repeated measure followed by Fisher’s Least Significant Difference (LSD) test, *F* (2, 76) = 35.433, *p* < 0.0001. *p < 0.01, **p < 0.0001, ***p < 0.05 between Scramble and DNMT1 siRNA; #*p* < 0.0001, ##*p* < 0.01 between Scramble and UTX siRNA. For (**A**–**E**), BAT1 cells were differentiated into brown adipocytes as described under Methods and scramble and targeting siRNAs were transfected into day 4 differentiated BAT1 cells using Amaxa Nucleofector II Electroporator with an Amaxa cell line nucleofector kit L according to the manufacturer’s instructions (Lonza). Cells were harvested 2 days after for further analysis. **F**–**H** Body weight growth curve (**F**, *n* = 8 for fl/fl and 6 for D1KO), Body composition (**G**, *n* = 6/group), and Fat pad weight (**H**, *n* = 6/group) in female D1KO and fl/fl mice on chow diet. Female D1KO and fl/fl mice were weaned onto regular chow diet and various metabolic phenotypes were studied. *Indicates statistical significance between fl/fl and D1KO by two-tailed unpaired Student’s *t*-test. **I** Representative H&E staining of iWAT, iBAT and gWAT of female D1KO and flf/fl mice on chow diet (*n* = 4 replicates per group). **J** Energy expenditure in female D1KO and fl/fl mice on chow diet (*n* = 4/group). Left, *indicates statistical significance between fl/fl and D1KO analyzed by ANOVA with repeated measures: time 0–12 h, *F*(1,6) = 8.962, *p* = 0.024; time 12–24 h, *F*(1,6) = 5.819, *p* = 0.052; time 24–36 h, *F*(1,6) = 16.794, *p* = 0.006; time 36–48 h, *F*(1,6) = 8.664, *p* = 0.026; time 48–60 h, *F*(1,6) = 5.457, *p* = 0.058; time 60–72 h, *F*(1,6) = 6.637, *p* = 0.042; time 72–84 h, *F*(1,6) = 11.648, *p* = 0.014; time 84–96 h, *F*(1,6) = 9.294, *p* = 0.023. Right, *indicates statistical significance between fl/fl and D1KO by two-tailed unpaired Student’s *t*-test. **K**–**M** Fasting and fed serum insulin levels (**K**, *n* = 8 for fl/fl and 6 for D1KO), GTT (**L**, *n* = 5/group), and ITT (**M**, *n* = 6 for fl/fl and 7 for D1KO) of female D1KO and fl/fl mice on chow diet. *Indicates statistical significance between fl/fl and D1KO by two-tailed unpaired Student’s *t*-test. All data are expressed as mean ± SEM.

### Mice with Dnmt1 deficiency in brown fat exhibit increased body weight and adiposity on chow diet and are susceptible to DIO when fed a HFD

To determine the role of brown adipocyte DNMT1 in the regulation of body weight and energy metabolism in animal models, we conducted metabolic characterization in D1KO mice. As shown in Fig. 5F, female D1KO mice gained more weight even on a regular chow diet compared to their fl/fl littermate control mice. In consistence, D1KO mice exhibited a significant increase in fat mass and a significant decrease in lean mass (Fig. 5G). Individual fat pad mass including iWAT, gonadal WAT (gWAT) and retroperitoneal WAT (rWAT) was also increased in D1KO compared to that of fl/fl mice (Fig. 5H). In addition, histological examination revealed larger adipocyte size in iBAT, iWAT, and gWAT of female D1KO mice (Fig. 5I). Using PhenoMaster metabolic cage systems, we found that female D1KO mice displayed lower energy expenditure with decreased oxygen consumption (Fig. 5J and Supplementary Fig. 14A), while there was no change in RER, locomotor activity, and a tendency of lower food intake in D1KO (Supplementary Fig. 14B–D). Female D1KO mice also displayed insulin resistance on the regular chow diet, as shown by increased fasting and fed insulin levels (Fig. 5K) and impaired glucose tolerance and insulin sensitivity in GTT and ITT tests (Fig. 5L–M).

We also investigated the involvement of UCP1-independent thermogenic pathways, including the creatine cycling and calcium futile cycle, as well as BAT-secreted batokines in regulating obesity-prone phenotypes in D1KO mice. We found that the expression of *Ckm* was significantly increased in iBAT of chow-fed female D1KO mice, along with the increase of other myogenic markers (Fig. 4B), whereas the expression of *Atp2a2* was not altered in iBAT of chow-fed female D1KO mice (Supplementary Fig. 15A). In addition, the expression of batokines *Nrg4*, *Pm20d1* and *Mstn* was also not altered in iBAT of chow-fed female D1KO mice (Supplementary Fig. 15B–C).

Similar results were also observed in male D1KO mice. When fed a regular chow diet, male D1KO mice also exhibited increased body weight and adiposity compared to their fl/fl littermate control mice (Supplementary Fig. 16A–B). They also displayed glucose intolerance and insulin resistance in GTT and ITT tests compared to fl/fl mice (Supplementary Fig. 16C–D).

To determine the role of brown adipocyte DNMT1 in diet-induced obesity, we challenged male and female D1KO mice and their littermate control fl/fl mice with HFD for up to 24 weeks. As expected, HFD-fed female D1KO mice gained more weight compared to fl/fl mice (Supplementary Fig. 17A). Body composition analysis revealed a significant increase in fat mass and a significant decrease in lean mass (Supplementary Fig. 17B), which was associated with increased individual fat pad mass in iWAT, gWAT, and iBAT (Supplementary Fig. 17C). Female D1KO mice on HFD also exhibited reduced energy expenditure with decreased oxygen consumption (Supplementary Fig. 17D–E) without changes in RER, locomotor activity, and food intake (Supplementary Fig. 17F–H). With the increased adiposity, D1KO mice had increased fed insulin levels (Supplementary Fig. 17I) and displayed glucose intolerance and insulin resistance as assessed by GTT and ITT (Supplementary Fig. 17J–K), respectively.

Similarly, male D1KO mice gained more weight compared to their fl/fl littermate control mice upon HFD challenge (Supplementary Fig. 18A), which was associated with increased fat mass in iWAT (Supplementary Fig. 18B) and larger adipocytes in iWAT and iBAT (Supplementary Fig. 18C). Male D1KO mice on HFD also exhibited lower energy expenditure with decreased oxygen consumption (Supplementary Fig. 18D–E) without changes in RER and locomotor activity (Supplementary Fig. 18F–G). In addition, male D1KO mice had slightly decreased cumulative food intake (Supplementary Fig. 18H), possibly due to adaptation to their reduced energy expenditure. Further, male D1KO mice exhibited downregulated thermogenic gene expression in iBAT and iWAT (Supplementary Fig. 18I–J), with decreased UCP1 protein levels in iBAT (Supplementary Fig. 18K). Consistent with their increased adiposity, male D1KO mice displayed glucose intolerance and insulin resistance as assessed by GTT and ITT (Supplementary Fig. 18L–M). Thus, our data consistently indicate that DNMT1 deficiency in brown fat promotes obesity and impairs insulin sensitivity in mice.

### DNMT1 deficiency in brown fat impairs cold-induced thermogenesis in iBAT

To study the role of brown fat DNMT1 in cold-induced thermogenesis, we challenged chow-fed 2-month-old D1KO and fl/fl mice for either an acute (4-h) or a chronic (7-day) cold exposure at 5 °C. Interestingly, D1KO mice exhibited lower body temperature during acute cold exposure (Fig. 6A), with a bigger temperature reduction than control fl/fl mice within the first 2 h of cold exposure (Fig. 6B), suggesting that the DNMT1-deficient mice are cold sensitive. During the acute cold exposure, Dnmt1 deficiency in iBAT resulted in reduced BAT-specific gene expression, with simultaneously upregulated myogenic marker gene expression (Fig. 6C, D). Similarly, during the chronic cold exposure, DNMT1 deficiency in iBAT also resulted in reduced expression of BAT-specific genes, while reciprocally increasing the expression of myogenic marker genes in iBAT of D1KO mice (Fig. 6E, F). In consistence with gene expression profiles, iBAT from D1KO mice also exhibited decreased UCP1 protein level (Fig. 6G), larger brown adipocytes as measured by H&E staining (Fig. 6H), and less UCP1 IHC staining in response to the chronic cold exposure (Fig. 6I). These data suggest that DNMT1 deficiency in brown fat impairs cold-induced thermogenesis.

**Fig. 6:**
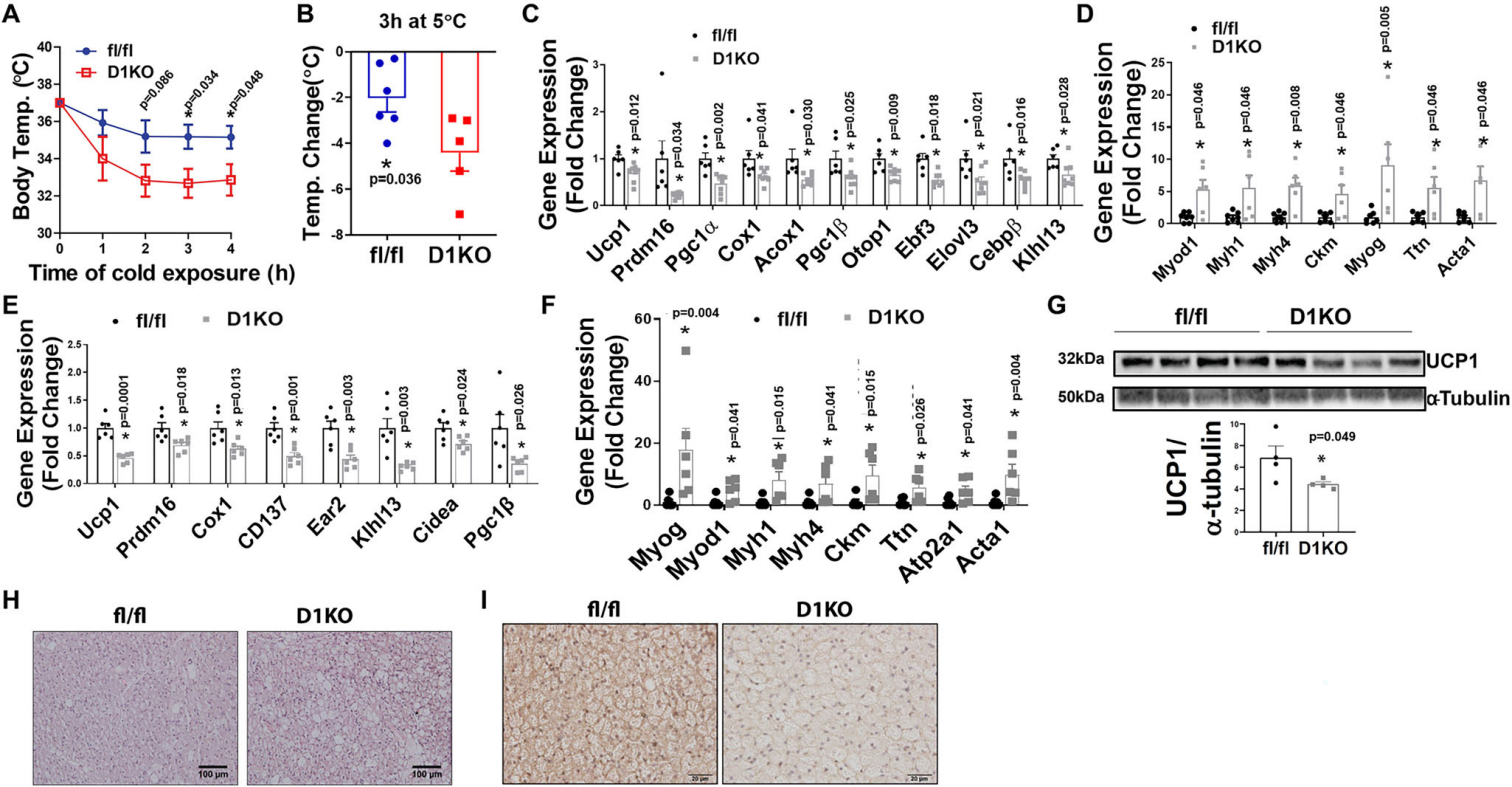
DNMT1 deficiency in brown fat impairs cold-induced thermogenesis. **A** Body temperature in male chow-fed 2-month-old D1KO and fl/fl mice during acute 5 °C cold exposure (*n* = 6 for fl/fl and 5 for D1KO). *Indicates statistical significance between fl/fl and D1KO as analyzed by two-tailed unpaired Student’s *t*-test. **B** Body temperature change in male chow-fed 2-month-old D1KO and fl/fl mice after 3 h of cold exposure (*n* = 6 for fl/fl and 5 for D1KO). *Indicates statistical significance between fl/fl and D1KO as analyzed by two-tailed unpaired Student’s *t*-test. **C**, **D** Quantitative RT-PCR analysis of BAT-specific gene expression (**C**, *n* = 6 for fl/fl and 8 for D1KO), and myogenic gene expression (**D**, *n* = 7 for fl/fl and 6 for D1KO) in iBAT of male chow-fed 2-month-old D1KO and fl/fl mice after an acute 4-h 5 °C cold exposure. *Indicates statistical significance between fl/fl and D1KO as analyzed by two-tailed unpaired Student’s *t*-test in (**C**) and Mann–Whitney’s nonparametric *U* test in (**D**). **E**, **F** Quantitative RT-PCR analysis of BAT-specific gene expression (**E**, *n* = 6/group), and myogenic gene expression (**F**, *n* = 6/group) in iBAT of male chow-fed 2-month-old D1KO and fl/fl mice after a chronic 7-day 5 °C cold exposure. *Indicates statistical significance between fl/fl and D1KO as analyzed by two-tailed unpaired Student’s *t*-test in (**E**) and Mann–Whitney’s nonparametric *U* test in (**F**). **G** Immunoblotting of UCP1 protein in iBAT of male chow-fed 2-month-old D1KO and fl/fl mice after a 7-day 5 °C cold exposure (*n* = 4/group). *Indicates statistical significance between fl/fl and D1KO as analyzed by two-tailed unpaired Student’s *t*-test. **H**, **I** Representative H&E staine (**H**) and UCP1 IHC staining (**I**) in iBAT from male chow-fed 2-month-old D1KO and fl/fl mice after a chronic 5 °C 7-day cold exposure (*n* = 3 replicates for each group). All data are expressed as mean ± SEM.

We also studied whether deleting *Dnmt1* in brown adipocytes modulates beige adipocyte induction in WAT. Interestingly, in contrast to impaired thermogenesis in iBAT of cold-challenged D1KO mice (Fig. 6), the expression of *Ucp1* and other thermogenic genes were either tended to increase or moderately increase in iWAT of cold-challenged D1KO mice (Supplementary Fig. 19A). In addition, UCP1-immunostaining also clearly showed an increase in beige adipocyte formation in iWAT of D1KO mice compared to fl/fl littermates after a 7-day cold exposure (Supplementary Fig. 19B). Similarly, thermogenic gene expression and beige adipocyte formation were also increased in eWAT of D1KO compared to that of fl/fl littermates after the chronic cold exposure (Supplementary Fig. 19C–D). These data indicate an intriguing dissociation of thermogenesis between traditional brown adipocytes in iBAT and beige adipocytes identified in WAT. Recent data suggest that BAT and WAT are derived from different developmental origins. Brown adipocytes from iBAT and skeletal muscle cells share a common developmental lineage and are derived from precursor cells that express *Myf5*, whereas most white adipocytes from eWAT and iWAT come from a different lineage origin that does not express *Myf5*^43,44^. Thus, it is possible that the role of DNMT1 in the determination of BAT-muscle switch may be specific to the *Myf5*-positive lineage cells in iBAT, but not the *My5*-negative lineage cells in eWAT and iWAT. The increased beiging in iWAT and eWAT of D1KO mice in response to cold is possibly a compensatory adaptation to reduced thermogenic function in iBAT.

### Mice with brown adipocyte-specific Dnmt3a deficiency displayed similar metabolic phenotypes to that of UTXKO and D1KO

We also generated mice with brown fat-specific deletion of *Dnmt3a*, a DNA methyltransferase that is responsible for de novo DNA methylation (D3aKO), by crossing *Dnmt3a*-floxed mice^45^ with *Ucp1-Cre* mice^16^, and found that D3aKO mice had similar metabolic phenotypes to that of D1KO. For instance, female D3aKO mice gained more weight even on regular chow diet compared to their fl/fl littermate control mice (Supplementary Fig. 20A) even with less food intake (Supplementary Fig. 20B). In consistence, D3aKO mice exhibited larger fat pads and liver compared to that of fl/fl mice (Supplementary Fig. 20C). Using PhenoMaster metabolic cage systems, we found that D3aKO mice displayed lower energy expenditure (Supplementary Fig. 20D) with decreased oxygen consumption (Supplementary Fig. 20E) with largely no changes in locomotor activity (Supplementary Fig. 20F). Further GTTs and ITTs confirmed that D1KO mice developed glucose intolerance and insulin resistance (Supplementary Fig. 20G–H).

### Myod1 mediates the effect of DNMT1 deficiency on brown fat myogenesis

To further determine potential myogenic transcriptional factors whose upregulations are direct targets by promoter demethylation due to *Dnmt1* deficiency, we performed a DNA methylation profiling experiment using Reduced Representation Bisulfite Sequencing (RRBS) approach^46–48^. Since our data suggest that iBAT from female D1KO mice exhibits prominent BAT-to-myocyte remodeling compared to their fl/fl littermates even on a regular chow diet, we used DNA samples from iBAT of chow-fed female D1KO and fl/fl mice for the RRBS analysis. We found there are up to 242 differentially methylated regions (DMRs) in iBAT of D1KO vs fl/fl mice. Within these DMRs, around 202 were located within genes, with the rest associated with gene promoters. Notably, our RRBS profiling indicated that the methylation rate at the proximate promoter and 5’-region of *Myod1* gene was significantly decreased in iBAT of D1KO mice compared to that of fl/fl mice (Fig. 7A), whereas *Myod1* express was reciprocally upregulated in iBAT from UTXKO, HFD-fed and D1KO mice (Figs. 2–4, and Supplementary Fig. 9). Interestingly, the proximal promoter and 5’ region of *Myod1* are enriched with CpG sites (Supplementary Fig. 21A); alterations of DNA methylation on these CpG sites could potentially alter *Myod1* expression.

**Fig. 7:**
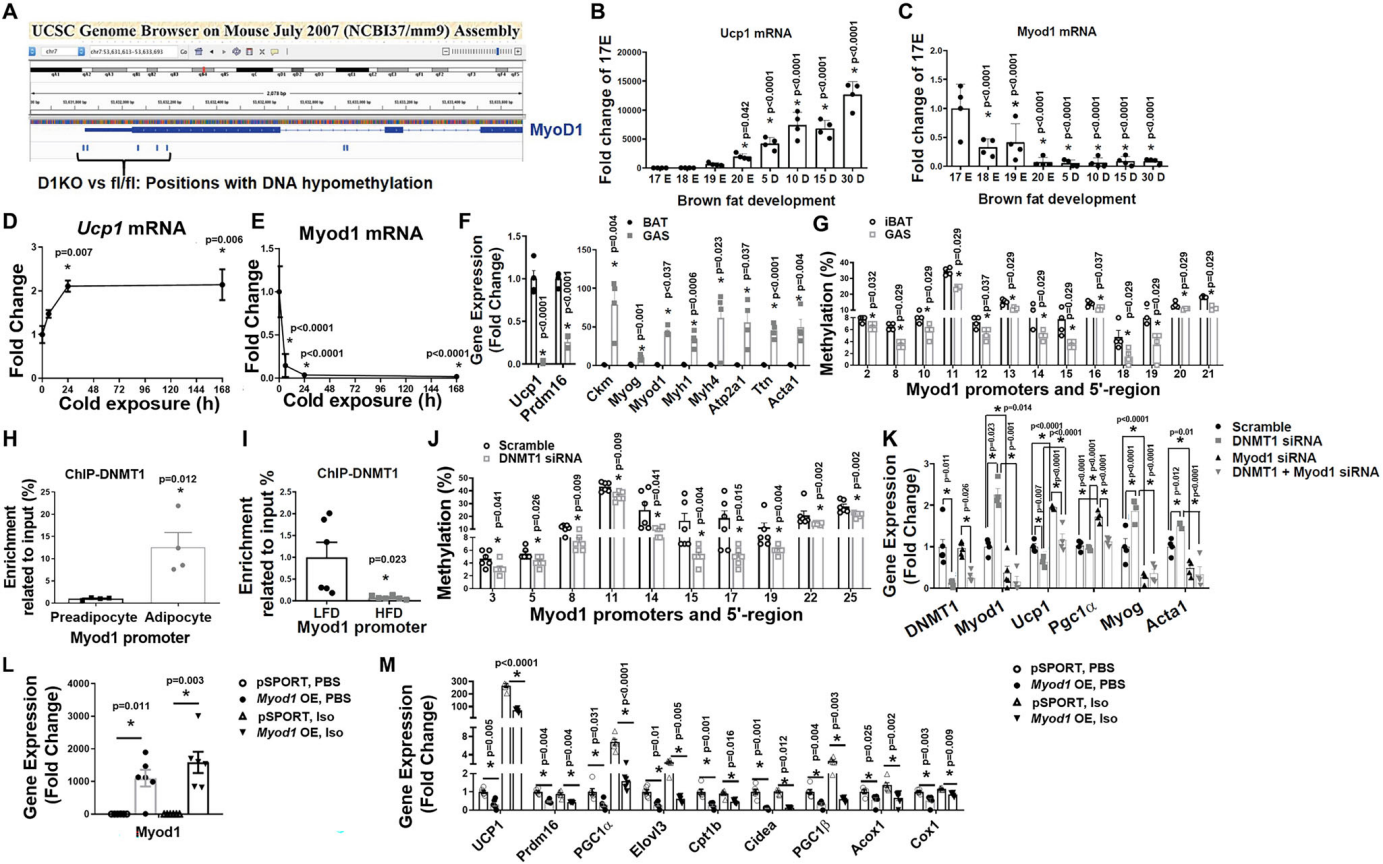
MyoD1 mediates the effect of DNMT1 deficiency on brown fat myogenesis. **A** RRBS profiling of DNA methylation level at MyoD1 promoter in iBAT of D1KO and fl/fl mice. **B**, **C** *Ucp1* (**B**, *n* = 4/group) and *Myod1* (**C**, *n* = 4/group) expression in iBAT of mice during late embryonic and postnatal development. *Indicates statistical significance vs. 17E with one-way ANOVA followed by Fisher’s LSD multiple comparisons test; in (**B**), *F*(7,24) = 48.31, *p* < 0.0001, and in (**C**), *F*(7,24) = 10.54, *p* < 0.0001. **D**, **E** *Ucp1* (**D**) and *Myod1* (**E**) expression in iBAT of mice during cold exposure (*n* = 3/group). *indicates statistical significance vs. Time 0 with one-way ANOVA followed by Fisher’s LSD multiple comparisons test; in (**D**), *F*(3,8) = 6.406, *p* = 0.016, and in (**E**), *F*(3,8) = 25.096, *p* < 0.0001. **F** *Ucp1*, *Prdm16* and myogenic marker gene expression in iBAT and gastrocnemius (GAS) muscle (*n* = 4/group). *Indicates statistical significance between iBAT and GAS as analyzed by two-tailed unpaired Student’s *t*-test, except for *Myod1* and *Atp2a1*, which were analyzed by Mann–Whitney’s nonparametric *U* test. **G** Pyrosequencing analysis of DNA methylation level at *Myod1* promoter in iBAT and GAS muscle (*n* = 4/group). *Indicates statistical significance between iBAT and GAS as analyzed by Mann–Whitney’s nonparametric *U* test. **H** ChIP assay of DNMT1 binding to *Myod1* promoter in undifferentiated BAT1 preadipocytes and differentiated BAT1 brown adipocytes (*n* = 4/group). *indicates statistical significance by two-tailed unpaired Student’s *t*-test. **I** ChIP assay of DNMT1 binding to *Myod1* promoter in iBAT from HFD- or LFD-fed mice (*n* = 6/group). *Indicates statistical significance by two-tailed unpaired Student’s *t*-test. **J** Pyrosequencing analysis of DNA methylation levels at *Myod1* promoter in BAT1 brown adipocytes transfected with scramble or *Dnmt1* siRNA (*n* = 6/group). *Indicates statistical significance between iBAT and GAS as analyzed by Mann–Whitney’s nonparametric *U* test. **K** Quantitative RT-PCR analysis of myogenic marker gene and BAT gene expression in BAT1 brown adipocytes transfected with scramble, *Dnmt1*, *Myod1*, or *Dnmt1* + *Myod1* siRNA (*n* = 4/group). *Indicates statistical significance among groups. For Dnmt1 and Myod1, statistical significance was analyzed by Kruskal–Wallis non-parametric ANOVA H test by rank followed by Pairwise Comparisons test between groups, H(3) = 13.560, *p* = 0.004 for *Dnmt1*, and H(3) = 13.097, *p* = 0.004 for *Myod1*. For *Ucp1*, *Pgc1α*, *Myog* and *Acta1*, statistical significance was analyzed by one-way ANOVA followed by Fisher’s LSD multiple comparisons test: for *Ucp1*, *F*(3,12) = 45.139, *p* < 0.0001; for *Pgc1α*, *F*(3,12) = 51.81, *p* < 0.0001; for *Myog*, *F*(3,12) = 33.178, *p* < 0.0001; for *Acta1*, *F*(3,12) = 20.045, *p* < 0.0001. **L**, **M** *Myod1* (**L**) and BAT-specific gene expression (**M**) in *Myod1*-overexpressed BAT1 brown adipocytes treated with PBS or isoproterenol (Iso). *n* = 6/group. *indicates statistical significance analyzed by Kruskal–Wallis non-parametric ANOVA H test by rank followed by Pairwise Comparisons test between groups. In (**L**), H(3) = 17.613, *p* = 0.001. In (**M**), for *Ucp1*, H(3) = 21.6, *p* < 0.0001; for *Prdm16*, H(3) = 17.553, *p* = 0.001; for *Pgc1α*, H(3) = 20.309, *p* < 0.0001; for *Elovl3*, H(3) = 19.62, *p* < 0.0001; for *Cpt1b*, H(3) = 18.033, *p* < 0.0001; for *Cidea*, H(3) = 18.023, *p* < 0.0001; for *pgc1β*, H(3) = 21.367, *p* < 0.0001; for *Acox1*, H(3) = 16.847, *p* = 0.001; for *Cox1*, H(3) = 19.807, *p* = 0.0009. For (**J**–**M**), BAT1 cells were differentiated into brown adipocytes as described under Methods. Scramble or targeting siRNAs, or control or *Myod1* overexpressing plasmids were transfected into day 4 differentiated BAT1 cells using Amaxa Nucleofector II Electroporator with an Amaxa cell line nucleofector kit L. Cells were harvested 2 days after for pyrosequencing or gene expression analysis. All data are expressed as mean ± SEM.

Prior lineage tracing studies show that brown fat and skeletal muscle indeed share the same developmental origins^44^. To determine the role of *Myod1* in the determination of brown fat and myocyte lineage, we interrogated the relationship between the myogenic driver *Myod1* and the BAT marker *Ucp1* by measuring the expression pattern of these two genes during brown fat development. *Ucp1* expression in iBAT began to increase at embryonic day 17 (E17), and continued to rise postnatally (Fig. 7B), similar to previous reports^49–51^. In contrast, *Myod1* expression was at the highest level in iBAT at E17, which then sharply declined afterwards and stayed at low levels postnatally (Fig. 7C). These data suggest that *Myod1* and *Ucp1* expression is inversely correlated and may be mutually exclusive. Moreover, reciprocal regulation of *Myod1* and *Ucp1* expression was also evident in cold exposure such that cold exposure markedly stimulated *Ucp1* expression (Fig. 7D) within 24 h while simultaneously down-regulating *Myod1* expression (Fig. 7E). The enrichment of myogenic genes such as *Myod1* along with other markers is a molecular signature of the skeletal muscle, which distinguishes gastrocnemius muscle from iBAT (Fig. 7F). Interestingly, the high expression of *Myod1* in skeletal muscle was associated with decreased methylation rate at a number of CpG sites at the *Myod1* promoter and 5′-region as measured by pyrosequencing analysis (Fig. 7G). Hypomethylation at the *Myod1* promoter and 5′-region may contribute to higher *Myod1* gene expression in skeletal muscle, which may be important in maintaining myogenic signature in skeletal muscle.

We then further determined the role of DNMT1 in *Myod1* promoter methylation. Our ChIP assay revealed a significantly higher DNMT1 binding to the *Myod1* promoter in differentiated BAT1 brown adipocytes compared to undifferentiated BAT1 preadipocytes (Fig. 7H), indicating that enhanced methylation at *Myod1* promoter due to DNMT1 binding may decrease *Myod1* expression in mature brown adipocytes. Further, downregulated binding of DNMT1 to *Myod1* promoter was also observed in iBAT from HFD-fed mice compared to LFD-fed mice (Fig. 7I). Decreased DNMT1 binding to *Myod1* promoter may increase its gene expression, resulting in the induction of myogenic program seen in the iBAT from HFD-fed mice (Fig. 3, and Supplementary Fig. 9). To determine whether the effect of DNMT1 on *Myod1* promoter methylation was via a cell-autonomous action, we knocked down *Dnmt1* in BAT1 cells. We found that *Dnmt1* knockdown in BAT1 brown adipocytes resulted in reduced methylation at a number of CpG sites at *Myod*1 promoter (Fig. 7J).

To confirm our findings that *Myod1* serves as an epigenetic target for *Dnmt1* and mediates *Dnmt1* deletion-induced BAT-to-myocyte remodeling in brown adipocytes, we knocked down *Dnmt1* and *Myod1* individually or in combination in BAT1 brown adipocytes and measured BAT- and myogenic-specific gene expression. As expected, BAT1 brown adipocytes transfected with *Dnmt1* and/or *Myod1* siRNA had significantly reduced *Dnmt1* and/or *Myod1* expression, respectively, confirming the knockdown efficiency (Fig. 7K). Consistent with the decreased methylation at *Myod1* promoter by *Dnmt1* knockdown (Fig. 7J), *Dnmt1* knockdown in BAT1 brown adipocytes significantly upregulated *Myod1* expression, which was abolished by *Myod1* knockdown (Fig. 7K). In addition, *Dnmt1* knockdown in BAT1 brown adipocytes downregulated BAT-specific *Ucp1* expression while up-regulating myogenic gene expression, including *Myog* and *Acta1*, which was completely reversed by *Myod1* knockdown (Fig. 7K). Interestingly, we found *Myod1* knockdown in BAT1 cells significantly upregulated BAT-specific *Ucp1* and *Pgc1α* expression while down-regulating myogenic marker *Myog* and *Acta1* expression (Fig. 7K); whereas *Myod1* overexpression in BAT1 cells (Fig. 7L) was sufficient to suppress both basal- and the β-adrenergic agonist isoproterenol-stimulated thermogenic gene expression, including *Ucp1*, *Prdm16*, *Pgc1α*, *Elovl3*, *Cpt1β*, *Cidea*, *Pgc1β*, *Acox1* and *Cox1* (Fig. 7M). Thus, our in vitro data confirm our findings that DNMT1 determines BAT-myocyte remodeling via *Myod1* promoter methylation in brown adipocytes.

### Specifically reducing DNA methylation at Myod1 promoter induces myocyte-like brown adipocytes

We next utilized a targeted demethylation approach to determine whether specifically targeting CpG sites and reducing their methylation status at *Myod1* promoter could recapitulate *Dnmt1* deletion-induced BAT-to-myocyte remodeling in brown adipocytes. To achieve site-specific demethylation at *Myod1* promoter, we employed a modified endonuclease dead version of CRISPR associated protein 9 (dCas9) fused with the catalytic domain (CD) of the enzyme involved in DNA demethylation, tet methylcytosine dioxygenase 1 (TET1) (dCas9-TET1CD)^52–56^ (Supplementary Fig. 21B). We transfected BAT1 brown adipocytes with plasmids expressing dCas-TET1CD along with plasmids expressing either scramble non-targeting guide RNA (scramble-gRNA-mCherry) or gRNA targeting CpG sites at *Myod1* promoter (*Myod1*-gRNA-mCherry), and found that DNA methylation rate of a number of CpG sites at *Myod1* promoter was significantly reduced (Fig. 8A). The downregulated DNA methylation at *Myod1* promoter was associated with upregulation of *Myod1* mRNA expression and reciprocal downregulation of thermogenic gene expression such as *Ucp1*, *Pgc1α*, *Ebf2* and *Prdm16* (Fig. 8B), suggesting that we have successfully established an approach to specifically target DNA methylation at *Myod1* promoter.

**Fig. 8:**
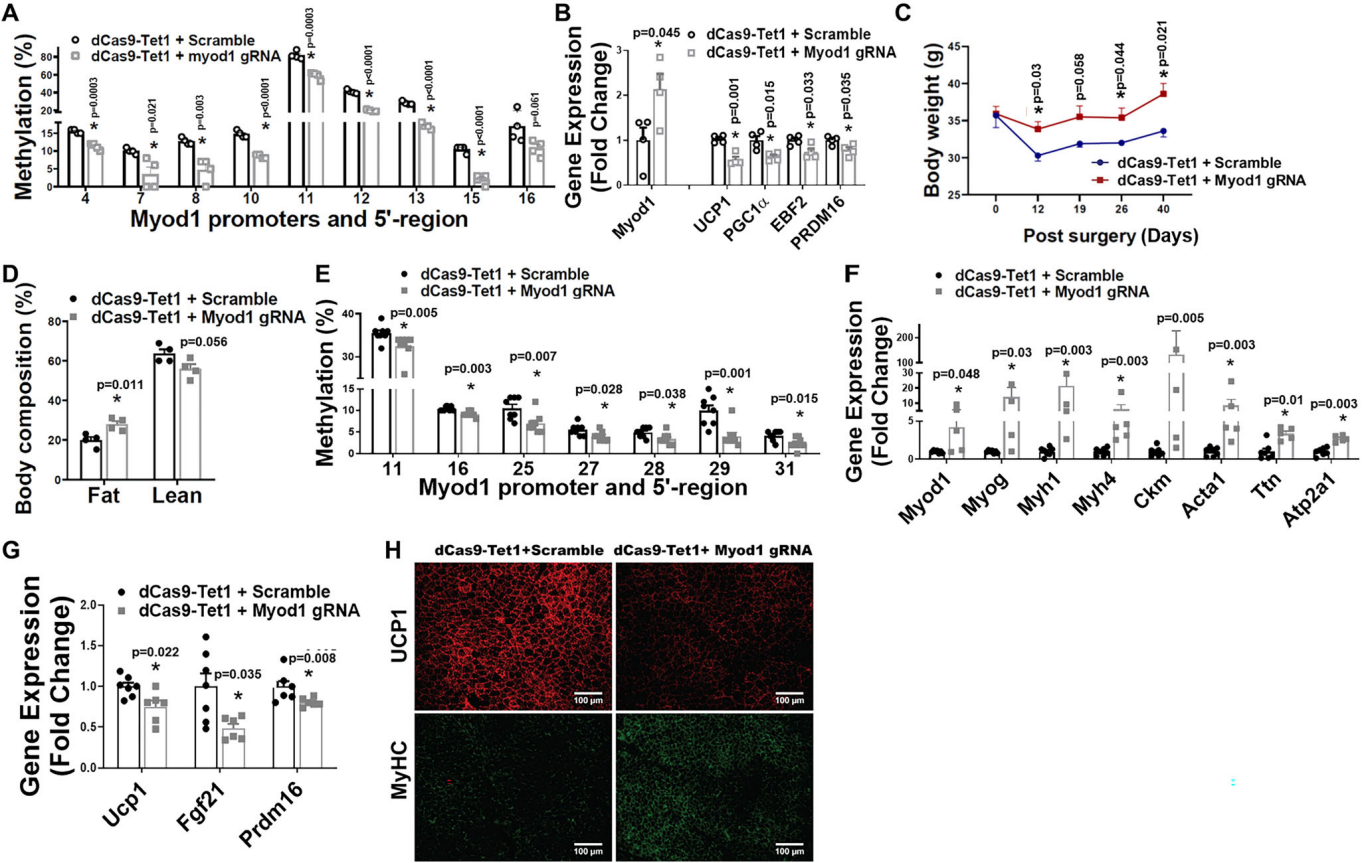
Specifically reducing DNA methylation at *Myod1* promoter in iBAT of mice induces BAT-to-myocyte switch. **A** Pyrosequencing analysis of DNA methylation at *Myod1* promoter in BAT1 adipocytes transfected with lentiviral vectors expressing dCas9-TET1CD along with lentiviral vectors expressing either *Myod1*-targeting gRNA or scramble non-targeting gRNA (*n* = 4/group). *indicates statistical significance between the two groups by two-tailed unpaired Student’s *t*-test. **B** Quantitative PCR analysis of Myod1 and BAT-specific gene expression in BAT1 adipocytes transfected with lentiviral vectors expressing dCas9-TET1CD along with lentiviral vectors expressing either *Myod1*-targeting gRNA or scramble non-targeting gRNA (*n* = 4/group). *indicates statistical significance between the two groups by two-tailed unpaired Student’s *t*-test. For (**A**, **B**), 4-day differentiated BAT brown adipocytes were transfected with lentiviral vectors FUW-dCas9-TET1CD along with lentiviral vectors pgRNA-mCherry encoding either scramble-gRNA or Myod1-targeting gRNA using Amaxa Nucleofector II Electroporator with an Amaxa cell line nucleofector kit L. Cells were harvested 2 days after for pyrosequencing (**A**) or gene expression (**B**) analysis. **C**, **D** Body weight (**C**) and Body composition (**D**) in mice with iBAT injection of lentiviruses expressing dCas9-TET1CD plus lentiviruses expressing either targeting Myod1-gRNA-mCherry or non-targeting scramble-gRNA-mCherry (*n* = 4/group). *indicates statistical significance between the two groups by two-tailed unpaired Student’s *t*-test. **E**–**G** Methylation levels at *Myod1* promoter (**E**, *n* = 8/group), Myogenic marker gene expression (F, *n* = 7 for dCas9 + scramble, and 5 for dCas9 + Myod1 gRNA), and BAT-specific gene expression (**G**, *n* = 7 for dCas9+scramble, and 6 for dCas9 + Myod1 gRNA) in iBAT of mice with iBAT injection of lentiviruses expressing dCas9-TET1CD plus lentiviruses expressing either targeting Myod1-gRNA-mCherry or non-targeting scramble-gRNA-mCherry. *Indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test in (**E**), (**F**) and (**G**). (**H**) Representative IHC staining of UCP1 (upper panel) and MyHC (lower panel) in iBAT of mice with iBAT injection of lentiviruses expressing dCas9-TET1CD plus lentiviruses expressing either targeting Myod1-gRNA-mCherry or non-targeting scramble-gRNA-mCherry (*n* = 3 replicates). For (**C**–**H**), 3-month-old chow-fed male C57BL/6J mice were bilaterally injected with lentiviruses expressing dCas9-TET1CD plus lentiviruses expressing either targeting Myod1-gRNA-mCherry or non-targeting scramble-gRNA-mCherry into iBAT for up to 2 months. All data are expressed as mean ± SEM.

To study the role of targeted DNA methylation at *Myod1* promoter in brown fat in vivo, we surgically injected lentiviruses expressing dCas9-TET1CD along with lentiviruses expressing either scramble-gRNA-mCherry or *Myod1*-gRNA-mCherry bilaterally into iBAT of male C57BL/6J mice on chow diet. IHC analysis with mCherry and perilipin antibodies confirmed successful infection of the lentiviruses into iBAT brown adipocytes (Supplementary Fig. 22). The mice receiving lentiviral injection of dCas9-TET1CD and *Myod1*-targeting gRNA exhibited higher body weight (Fig. 8C) and body fat composition (Fig. 8D) even on chow diet, thus mimicking the metabolic phenotypes of male and female D1KO mice on chow diet (Fig. 4 and Supplementary Fig. 16). Moreover, lentiviral treatment of dCas9-TET1CD significantly reduced DNA methylation rate of a number of CpG sites at *Myod1* promoter (Fig. 8E). The decreased methylation at *Myod1* promoter appeared to result in a marked induction of myogenic gene expression (Fig. 8F), which was associated with a downregulation of thermogenic gene expression (Fig. 8G). Further IHC staining revealed a significant upregulation of the skeletal muscle marker MyHC and a reciprocal downregulation of the thermogenic marker UCP1 (Fig. 8H). These data indicate that decreased DNA methylation at *Myod1* promoter initiates a BAT-to-myocyte remodeling process in brown fat.

### DNMT1 silences Myod1 expression via interacting with PRDM16

We next determined the molecular mechanism underlying the strikingly similar BAT-to-myocyte remodeling phenotype in BAT of UTXKO and D1KO mice. Our previous data suggested that UTX promotes brown adipocyte thermogenic program via coordinated regulation of H3K27 demethylation and acetylation at *Pgc1α* promoter;^13^ whereas PRDM16 is critical in controlling BAT-muscle switch^44^. We thus performed an assay for transposase-accessible chromatin sequencing (ATAC-seq) analysis in iBAT of UTXKO and fl/fl littermates fed HFD for 12 weeks. We compared the genome-wide alterations in chromatin accessibility landscape assessed by ATAC-seq with the corresponding gene expression assessed by RNA-seq and discovered a strong correlation between the chromatin accessibility status and gene expression changes (e.g., less chromatin accessibility associated with decreased gene expression due to increased repressive mark H3K27me3 by UTX deficiency). As illustrated in Fig. 9A, the decreases in read densities of genes of two selective clusters based on variable degree of peaks in UTXKO iBAT were highly associated with the down-regulations of the corresponding gene expression, including *Prdm16* (shown in red box) and several other BAT-specific genes (e.g., *Pgc1α*, *Pgc1β*, *Pparα* etc.). Indeed, our ATAC-seq data demonstrated that deleting *Utx* in brown fat resulted in a more closed chromatin structure at both *Prdm16* (Fig. 9B) and *Pgc1α* (Supplementary Fig. 23A) loci, as well as other BAT-specific genes such as *Ucp1* and *Pgc1β* (Supplementary Fig. 23B–C), which could contribute to the suppressed expression of these genes in iBAT of UTXKO mice (Fig. 1F). 

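Fig. 9A lists 12 genes. All 12 were lower in the UTXKO library than in the fl/Y library, and 10 were lower by 0.5 or more. The median log2 ratio was -0.60, below every one of 10000 random lists, whether these were matched on expression alone or on transcript length as well. The paper shows these genes for their fall in UTXKO iBAT, so a place below random lists follows from that choice. The correction for length brought the median to -0.43 and left 4 of the 12 past the threshold, with all 12 still below 0. Centring on the median of all genes left 6 past the threshold, while with TPM all 12 passed it and the median was -0.74. *Prdm16*, on chromosome 4 of mm9 from 153690234 to 154010982, went from an FPKM of 5.86 to 3.44 on 415 and 278 reads, with a log2 ratio of -0.63 that was -0.25 after the length correction. *Ppargc1a*, which encodes PGC1α, went from 6.76 to 4.39 with a log2 ratio of -0.53, or -0.22 after the correction. *Ppargc1b* went from 21.3 to 10.9 with a log2 ratio of -0.91, and *Ppara* from 77.6 to 44.7 with -0.78. The largest fall in the list was that of *Ebf1*, whose log2 ratio was -1.03 on 256 and 132 reads. *Adrb3* and *Ebf2* stayed inside the threshold with FPKM as deposited, at -0.45 and -0.44. The reads of all 12 genes differed beyond counting noise between the 2 libraries. The ATAC-seq read densities were not analysed here.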

Our data indicate that both *Prdm16* and *Pgc1α* could be downstream targets of UTX via modulating their chromatin structure. Since PRDM16 regulates BAT-muscle switch in BAT^44^, we thus further studied whether PRDM16 could mediate the BAT-to-myocyte remodeling observed in HFD-fed, UTXKO and D1KO mice.

**Fig. 9:**
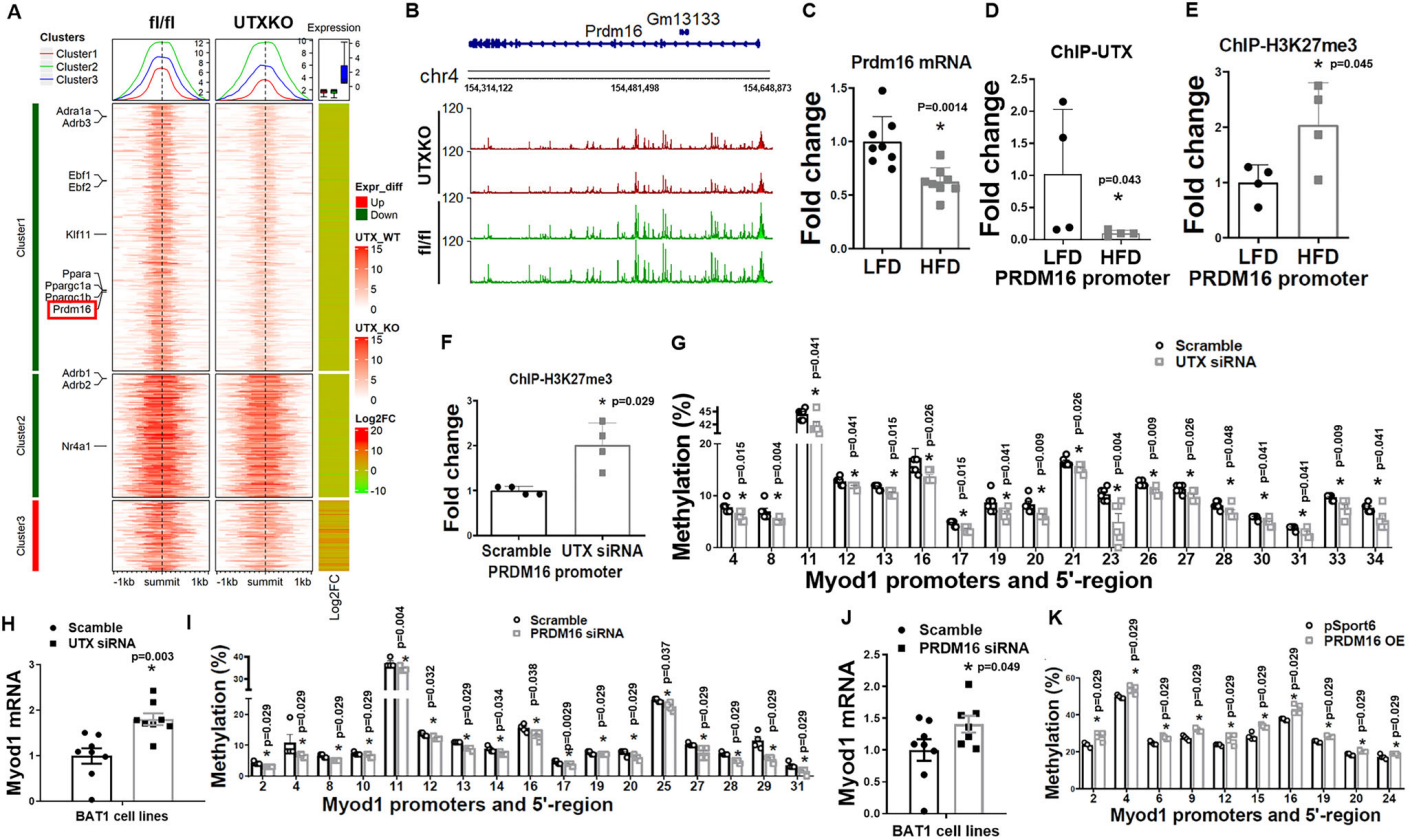
DNMT1 silences *Myod1* expression via interacting with PRDM16. **A** Comparison of genome-wide alterations in chromatin accessibility landscape assessed by ATAC-seq with the corresponding gene expression assessed by RNA-seq in iBAT of UTXKO and fl/Y mice fed HFD for 12 weeks (*n* = 3 replicates per group). **B** ATAC-seq analysis of chromatin accessibility at Prdm16 gene locus in iBAT of UTXKO and fl/Y mice fed HFD for 12 weeks (*n* = 3 replicates per group). **C** Quantitative RT-PCR analysis of *Prdm16* mRNA in iBAT of LFD- or HFD-fed mice (*n* = 8/Group). *Indicates statistical significance between the two groups by two-tailed unpaired Student’s *t*-test. **D**, **E** ChIP assay of UTX binding to *Prdm16* promoter (**D**, *n* = 4/group) and ChIP assay of H3K27me3 levels at *Prdm16* promoter (**E**, *n* = 4/group) in iBAT of LFD- or HFD-fed mice. *Indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test in (**D**) and two-tailed unpaired Student’s *t*-test in (**E**). **F** ChIP assay of H3K27me3 levels at *Prdm16* promoter in control or *Utx* knockdown BAT1 brown adipocytes treated with isoproterenol (*n* = 4/Group). *Indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test. **G**–**H** Pyrosequencing analysis of DNA methylation at *Myod1* promoter (**G**, *n* = 6/group) and *Myod1* expression (**H**, *n* = 8/group) in BAT1 brown adipocytes transfected with scramble or *Utx* siRNA. *Indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test in (**G**) and two-tailed unpaired Student’s *t*-test in (**H**). **I**, **J** Pyrosequencing analysis of DNA methylation at *Myod1* promoter (**I**, *n* = 4/group) and Myod1 expression (**J**, *n* = 8 for Scramble and 7 for Prdm16 siRNA) in BAT1 brown adipocytes transfected with scramble or *Prdm16* siRNA. *Indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test in (**I**) and two-tailed unpaired Student’s *t*-test in (**J**). **K** Pyrosequencing analysis of DNA methylation at *Myod1* promoter in BAT1 brown adipocytes transfected with pSPORT6 or pSPORT6 encoding *Prdm16* overexpressing plasmids (*n* = 4/group). *indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test. All data are expressed as mean ± SEM.

*Prdm16* and *Myod1* are mutually exclusive in lineage determination of brown adipocytes vs. myocytes^57^. We found that *Prdm16* expression was downregulated in iBAT of HFD-fed mice (Fig. 9C), This may be due to a decreased binding of UTX to *Prdm16* promoter as shown in ChIP assays (Fig. 9D). Conversely, the level of H3K27me3, which was regulated by UTX^14^, was increased at *Prdm16* promoter (Fig. 9E). To confirm whether *Prdm16* expression is indeed regulated by UTX through modulating of H3K27me3 levels, we knocked down *Utx* in BAT1 brown adipocytes and measured H3K27me3 at *Prdm16* promoter via ChIP assay following stimulation by the β-adrenergic agonist isoproterenol. We found that H3K27me3 level was increased at *Prdm16* promoter in isoproterenol-treated BAT1 brown adipocytes with *Utx* knockdown (Fig. 9F). Thus, our data suggest that UTX promotes *Prdm16* expression via demethylating H3K27me3 at *Prdm16* promoter.

We further determined whether UTX-PRDM16 axis regulates *Myod1* promoter methylation. Indeed, knockdown of *Utx* in BAT1 brown adipocytes resulted in reduced DNA methylation at a number of CpG sites at *Myod1* promoter (Fig. 9G), which was associated with increased *Myod1* expression (Fig. 9H). Similarly, BAT1 brown adipocytes with *Prdm16* knockdown also exhibited decreased DNA methylation at *Myod1* promoter (Fig. 9I), which was associated with increased *Myod1* expression (Fig. 9J); while overexpression of *Prdm16* significantly increased DNA methylation at Myod1 promoter (Fig. 9K).

To determine how PRDM16 regulates DNA methylation at *Myod1* promoter, we knocked down *Prdm16* and measured DNMT1 binding to *Myod1* promoter via ChIP assays in BAT1 brown adipocytes with or without isoproterenol stimulation. We found that stimulation of BAT1 brown adipocytes with the β-adrenergic agonist isoproterenol significantly induced DNMT1 binding to *Myod1* promoter; whereas *Prdm16* knockdown in BAT1 brown adipocytes suppressed both basal- and isoproterenol-induced DNMT1 binding to *Myod1* promoter (Fig. 10A), suggesting that PRDM16 is required for the full ability of DNMT1 in maintaining DNA methylation at *Myod1* promoter in brown adipocytes.

**Fig. 10:**
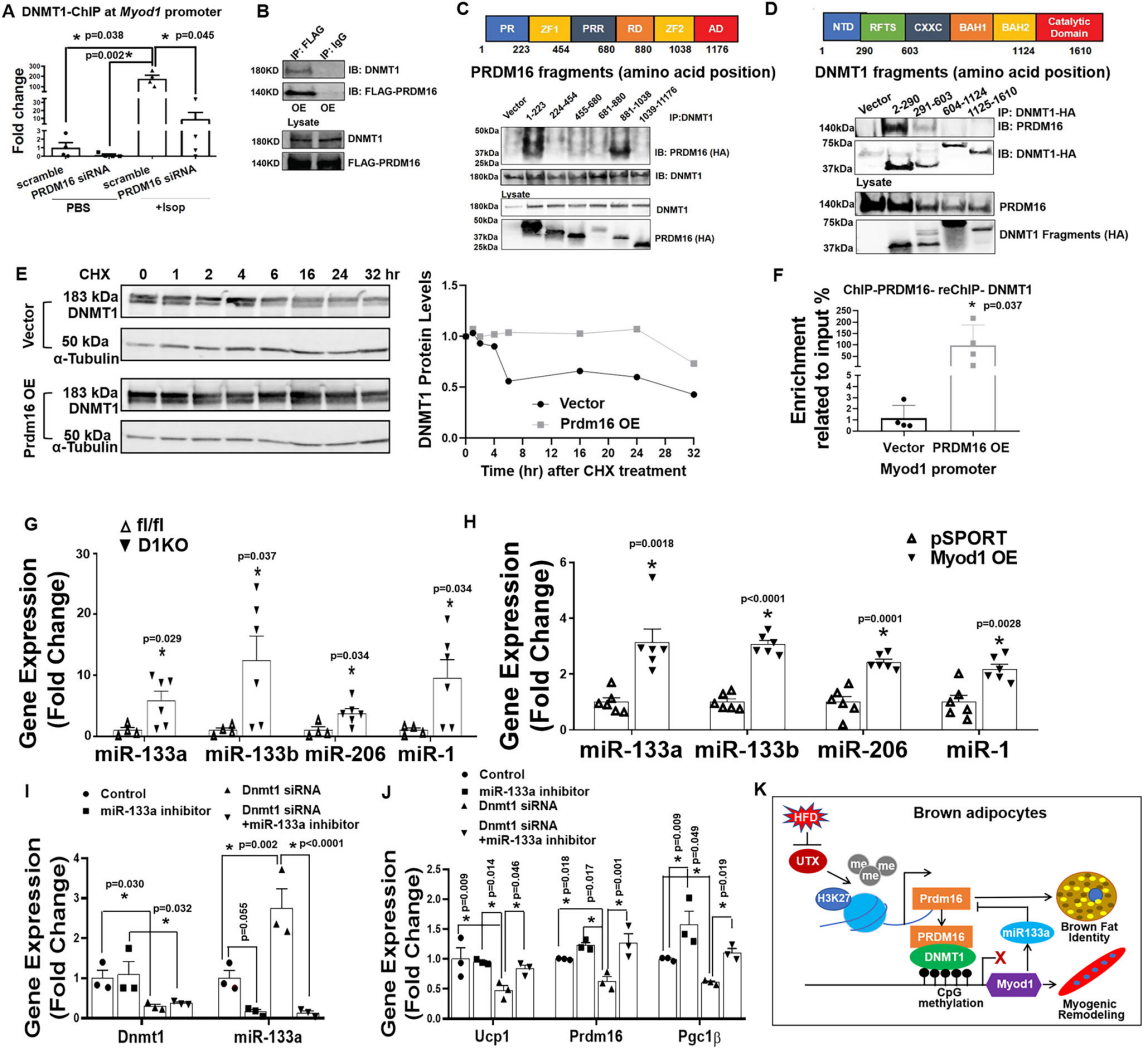
PRDM16 interacts with DNMT1 to maintain brown adipocyte function. **A** ChIP assay of DNMT1 binding to *Myod1* promoter in control or *Prdm16* knockdown BAT1 brown adipocytes treated with or without isoproterenol (*n* = 4/group). Data are expressed as mean ± SEM. Indicates statistical significance between different treatments analyzed by Kruskal–Wallis non-parametric ANOVA H test by rank followed by Pairwise Comparisons test between groups, H(3) = 9.816, *p* = 0.020. **B** Co-IP of DNMT1 and FLAG-PRDM16 in HEK293T cells. Data are representative from two independent experiments. **C** Co-IP of DNMT1 and various fragments of PRDM16. HA-tagged fragments of PRDM16 were expressed along with full-length DNMT1 in HEK293T cells. Cell lysates were immunoprecipitated with anti-DNMT1 antibodies followed by immunoblotting with HA or DNMT1 antibodies. Color-coded domain architecture of PRDM16 shows a PR/SET domain (PR), an N-terminal zinc-finger domain containing seven C2H2 zinc finger motifs (ZF1), a proline rich domain (PRR), a repression domain (RD), a second C-terminal zinc-finger domain containing three C2H2 zinc finger motifs (ZF2), and an acidic activation domain (AD). Data are representative from two independent experiments. **D** Co-IP of PRDM16 and various fragments of DNMT1. HA-tagged fragments of DNMT1 were expressed along with full-length PRDM16 in HEK293T cells. Cell lysates were immunoprecipitated with anti-HA antibodies followed by immunoblotting with HA or PRDM16 antibodies. Color-coded domain architecture of DNMT1 shows the N-terminal independently folded domain (NTD), replication foci-targeting sequence (RFTS) domain, a Zn-finger like CXXC motif, two bromo adjacent homology (BAH1 and BAH2) domains, and the catalytic domain. Data are representative from two independent experiments. **E** DNMT1 protein levels in Prdm16-overexpressed HEK293T cells treated with cycloheximide (CHX) (60 µg/ml) for various time. Data are representative from two independent experiments. **F** The interaction between PRDM16 and DNMT1 on *Myod1* promoter in *Prdm16* overexpressed BAT1 brown adipocytes measured by ChIP and Re-ChIP assay via sequential immunoprecipitation of PRDM16 and then DNMT1 (*n* = 4/group). Data are expressed as mean ± SEM. *Indicates statistical significance between two groups by Mann–Whitney’s nonparametric *U* test. **G**, **H** Expression of *miR-133a*, *miR133b*, *miR-206* and *miR-1* in iBAT of female D1KO and fl/fl mice fed with a regular chow diet (**G**, *n* = 4 for fl/fl and 6 for D1KO) and in BAT1 brown adipocytes with *Myod1* overexpression (**H**, *n* = 6/group). Data are expressed as mean ± SEM. *indicates statistical significance between the two groups by Mann–Whitney’s nonparametric *U* test in (**G**) and by two-tailed unpaired student’s *t*-test in (**H**). **I**, **J** *Dnmt1* and *miR-133a* expression (**I**) and BAT-specific gene expression (**J**) in BAT1 brown adipocytes transfected with *Dnmt1* siRNA, *miR-133a* inhibitor or both (**J**) (*n* = 3/group). Data are expressed as mean ± SEM. *Indicates statistical significance analyzed by one-way ANOVA followed by Fisher’s LSD multiple comparisons test. In (**I**), for *Dnm1* expression, *F* = (3,8) = 4.62, *p* = 0.037; for *miR-133* expression, *F*(3,8) = 21.370, *p* < 0.0001. In (**J**), for *Ucp1* expression, *F* = (3,8) = 4.827, *p* = 0.033; for *Prdm16* expression, *F* = (3,8) = 10.863, *p* = 0.003; for *Pgc1β* expression, *F*(3,8) = 11.213, *p* = 0.003. **K** Schematic illustration of the interaction between UTX-regulated PRDM16 and DNMT1 in the maintenance of brown fat identity and suppression of myogenic remodeling in mature brown adipocytes. In brief, in mature brown adipocytes, UTX maintains the persistent demethylation of the repressive mark H3K27me3 at *Prdm16* promoter, leading to high expression of *Prdm16*; PRDM16 then recruits the DNA methyltransferase DNMT1 to *Myod1* promoter, causing *Myod1* promoter hypermethylation, and suppressing *Myod1* expression. In addition, reduced *Myod1* expression relieves the inhibition on *Prdm16* by miR-133, further increasing *Prdm16* expression. The interaction between PRDM16 and DNMT1 coordinately serves to maintain brown adipocyte identity while repressing myogenic remodeling in mature brown adipocytes, thus promoting their active brown adipocyte thermogenic function. Suppressing this interaction by HFD feeding induces brown adipocyte-to-myocyte remodeling, which limits brown adipocyte thermogenic capacity and compromises diet-induced thermogenesis, leading to the development of obesity.

To further determine whether PRDM16 directly interacts with DNMT1, we overexpressed Flag-PRDM16 and DNMT1 in HEK293T cells and conducted co-immunoprecipitation assay. Indeed, immunoprecipitation of PRDM16 with a Flag antibody pulled down DNMT1 protein (Fig. 10B). To further determine the domains that dictate the interaction between PRDM16 and DNMT1, we expressed various truncated fragments of PRDM16 and DNMT1 to perform co-immunoprecipitation assays in HEK293T cells. PRDM16 is a transcriptional cofactor that contains six major domains, including a PR/SET domain (PR) with monomethyltransferase activity and two zinc-finger domains (ZF1/ZF2) known to interact with PGC1α^58–60^. Other domains include a proline-rich domain (PRR), a repressor domain (RD), and a C-terminal acidic domain (AD), although the function of these domains has not been fully elucidated^58–60^. Interestingly, immunoprecipitation of DNMT1 followed by immunoblotting of HA-PRDM16 fragments with a HA antibody revealed that DNMT1 protein interacted with both PR and ZF2 domains of PRDM16 (Fig. 10C).

Meanwhile, DNMT1 also has six functional domains including the N-terminal independently folded domain (NTD) that is known to interact with various protein that regulates DNMT1 functions, replication foci-targeting sequence (RFTS) domain, a Zn-finger like CXXC motif, two bromo adjacent homology (BAH1 and BAH2) domains, and the catalytic domain^61,62^. Using a similar approach, we performed immunoprecipitation of HA-DNMT1 fragments with HA antibodies followed by immunoblotting with PRDM16 antibodies, and found that PRDM16 interacted with the NTD domain of DNMT1 protein (Fig. 10D).

Recent data suggest that the NTD domain on DNMT1 regulates its protein stability by interacting with the protein lysine methyltransferase SET7 and the serine/threonine kinase AKT1^63^. To study whether the observed interaction between PRDM16 and the NTD domain on DNMT1 regulates DNMT1 protein stability, we co-transfected PRDM16 and DNMT1 into HEK293T cells and treated cells with the protein translation inhibitor cycloheximide. As shown in Fig. 10E, co-transfection of PRDM16 significantly prevented DNMT1 protein degradation following cycloheximide treatment, indicating that the presence of PRDM16 increases DNMT1 protein stability, possibly through binding to the NTD domain on DNMT1. In addition, ChIP and Re-ChIP assay on *Myod1* promoter with serial immunoprecipitation against PRDM16 and DNMT1 suggest that the presence of PRDM16 significantly increased both PRDM16 and DNMT1 binding on *Myod1* promoter (Fig. 10F), which could in turn regulate *Myod1* promoter DNA methylation and *Myod1* expression. Thus, our data suggest that the increased binding of PRDM16 with DNMT1 at *Myod1* promoter when PRDM16 is present is probably due to two mechanisms. First, PRDM16 could increase DNMT1 protein stability via binding to the NTS domain on DNMT1, as shown in Fig. 10E; and second, PRDM16 could increase the recruitment of DNMT1 to the Myod1 promoter, as shown in the ChIP and Re-ChIP assay in Fig. 10F.

Our data so far suggest that the BAT-to-myocyte remodeling in *Utx*-deficient brown adipocytes is probably mediated via reduced chromatin accessibility at *Prdm16* locus, which leads to reduced *Prdm16* expression. This leads to upregulated myogenic gene expression through reduced interaction and binding between PRDM16 and DNMT1 at *Myod1* promoter. In addition, reduced *Prdm16* expression in *Utx*-deficient brown adipocytes also downregulates thermogenic program in brown fat.

Similarly, the deletion of *Dnmt1* in *Dnmt1*-deficient brown adipocytes could result in upregulation of myogenic gene expression via reduced *Myod1* promoter DNA methylation. However, how upregulated *Myod1* expression in *Dnmt1*-deficient brown adipocytes results in reduced thermogenic gene expression is less clear. Recent data suggest that *Myod1* represses *Prdm16* in muscle progenitor cells via interaction with the E2F transcription factor 4 (E2F4)/RB transcriptional corepressor like 1 (RBL1/p107)/ RB transcriptional corepressor like 2 (RBL2/p130) transcription repressor complex at *Prdm16* promoter^64^. Thus, we further explored whether MYOD1 could repress *Prdm16* via this potential pathway in BAT1 cells. We found that overexpressing *Myod1* in BAT1 cell led to increased binding of E2F4, RBL1 and RBL2 at *Prdm16* promoter (Supplementary Fig. 24A–C). However, knocking down of *E2f4*, *Rbl1* or *Rbl2* in BAT1 cells (Supplementary Fig. 24D–F) did not significantly change basal expression of BAT-specific genes, nor did they reverse *Myod1* overexpressoin-induced suppression of BAT-specific gene expression when *E2f4*, *Rbl1* or *Rbl2* were knocked down individually or in combination (Supplementary Fig. 24G–J), These data suggest that unlike its role in muscle progenitor cells, the E2F4/RBL1/RBL2 repressor complex does not play an important role in mediating MYOD1’s suppression of BAT-specific gene expression in BAT1 brown adipocytes.

Alternatively, microRNA-1 (miR-1), miR-206, miR-133a, and miR-133b are specifically expressed in skeletal muscle that are important in regulating muscle development^65–68^, and their expression is regulated by MYOD1^66,67^. Recently, it has been reported that miR-133a/133b negatively regulates BAT-specific gene expression in muscle satellite cells by specifically targeting *Prdm16*^68^. Interestingly, we found that the expression of these microRNAs was significantly increased in iBAT of D1KO mice (Fig. 10G) and in BAT1 cells overexpressing *Myod1* (Fig. 10H). In addition, *Dnmt1* knocking down in BAT1 cells also significantly upregulated *miR-133a* expression (Fig. 10I); whereas miR-133a inhibition in BAT1 cells upregulated BAT-specific gene expression (Fig. 10J). Importantly, knocking down *Dnmt1* in BAT1 cells significantly suppressed BAT-specific gene expression, including *Ucp1*, *Prdm16,* and *Pgc1β*, which was reversed by *miR-133a* knocking down (Fig. 10I, J). Thus, our data suggest that increased *Myod1* expression in *Dnmt1*-deficient brown adipocytes results in upregulation of *miR-133*, which in turn suppresses *Prdm16* expression, leading to downregulation of thermogenic gene expression.

Changes in DNA methylation have been shown to modulate histone methylation, which may act cooperatively to influence chromatin structure and thereby regulate gene expression^69^. We, therefore, interrogated the effects of DNMT1-mediated DNA methylation on histone modifications at the *Myod1* promoter by surveying the status of several common histone marks using ChIP assays. We found that *Dnmt1* knockdown markedly reduced histone repressive mark histone 3 lysine 9 trimethylation (H3K9me3) while simultaneously enhancing transcriptional active mark H3K4 acetylation (H3K9ac) (Supplementary Fig. 25A–B), without affecting other histone marks such as H3K9ac, H3K4me3, and H3K27me3 (Supplementary Fig. 25C–E). The reciprocal changes of decreased H3K9me3 and increased H3K4ac could contribute to increased chromatin accessibility at the *Myod1* gene locus in iBAT of the UTXKO mice as revealed by ATAC-seq analysis (Supplementary Fig. 25F), which may account for the upregulation of *Myod1* expression that mediates BAT-to-myocyte remodeling in *Utx*- and *Dnmt1*-deficient BAT.

## Discussion

We have previously shown that the histone demethylase UTX promotes thermogenic program in brown adipocytes in vitro^13^; here we have determined the role of *Utx* in the regulation of brown fat thermogenesis and energy metabolism in vivo using genetic models and interrogated the underlying mechanism. We found that mice with *Utx* deficiency in brown adipocytes had impaired BAT thermogenesis and were susceptible to diet-induced obesity. Interestingly, we discovered that *Utx*-deficient brown adipocytes not only displayed suppressed brown adipocyte thermogenic features, they also underwent a BAT-to-myocyte-like remodeling, characterized by a profound upregulation of myogenic markers. Interestingly, the BAT-to-myocyte remodeling was only observed in brown adipocytes from UTXKO mice, where *Utx* deletion occurred in mature brown adipocytes with the use of *Ucp1-Cre*, but not in brown adipocytes from MUTXKO mice, where *Utx* was deleted in *Myf5*-expressing myoblast precursor cells with the use of *Myf5-Cre*. Thus, our data suggest that UTX may be dispensable in the BAT-skeletal muscle lineage determination during BAT development, but it is necessary in maintaining brown adipocyte identity and suppressing myogenic remodeling in mature brown adipocytes.

Intriguingly, our parallel study involving another genetic model D1KO mice with brown adipocyte-specific *Dnmt1* deletion revealed that D1KO mice strikingly mimicked UTXKO mice in their myocyte-like brown fat remodeling, as well as in metabolic phenotypes of their susceptibility to diet-induced obesity, suggesting that both UTX and DNMT1 are involved in regulating BAT-myocyte remodeling in brown adipocytes.

It has been recently demonstrated that adult humans also have functional BAT that is inversely correlated with body weight^7–9,70–73^, and repeated cold exposure treatments activate human BAT that is associated with an increase in energy expenditure^74,75^. Thus, BAT may present a promising target for the treatment of obesity and other metabolic diseases in humans. Interestingly, H3K27me3, the target of UTX, is an inheritable epigenetic pattern that is associated with obesity and type 2 diabetes^76^. In addition, Kabuki syndrome is a rare genetic disease with obesity and type 2 diabetes as frequently reported symptoms among others, and *Utx* is reported as one of the genes to be mutated^77–82^. On the other hand, the association of *Dnmt1* polymorphism with obesity has also been reported in human population^83^. Thus, it is possible that the UTX/DNMT1 pathway may also regulate obesity and associated metabolic diseases in humans.

Brown fat and skeletal muscle share the same developmental origin and are derived from *myf5*-expressing myoblast precursors^21,44,84^. It is well documented that PRDM16 and MYOD1 function as reciprocal master regulators to control the cell lineage determination between brown adipogenesis and myogenesis. PRDM16 promotes BAT-specific gene expression by forming transcriptional complexes with CCAAT/enhancer binding protein β (C/EBPβ), PPARγ and PGC1α in the initiation of BAT development and subsequent maintenance of its identify;^58^ whereas MYOD1 acts downstream of MYF5 to initiate myogenic differentiation^85,86^.

We found that BAT from UTXKO mice displayed downregulated expression of *Prdm16*, and *Utx* knockdown in BAT1 brown adipocytes resulted in enriched H3K27me3 at *Prdm16* promoter. Indeed, ATAC-seq analysis revealed that chromatin of Prdm16 was less accessible in iBAT of UTXKO mice than that of control mice. These data suggest that *Prdm16* is a downstream target of UTX by epigenetic modulation of H3K27me3 at *Prdm16* promoter. Downstream of PRDM16, it has been shown that PRDM16 interacts with various proteins to form transcriptional complexes that mediates its effects. The ZF1/ZF2 domains of PRDM16 have been shown to interact with PPARγ^44^, PGC1α^59^, C/EBPβ^87^, the histone H3 lysine 9 (H3K9) methyltransferase euchromatic histone methyltransferase 1 (EHMT1)^88^, and mediator complex subunit 1 (MED1)^89,90^ to mediate PRDM16’s effect on maintaining brown fat identity. In addition, the PLDLS motif within the RD domain of PRDM16 has been shown to interact with C-terminal-binding protein-1 (CtBP-1) and CtBP-2 to repress WAT-specific gene expression^59^. However, the function of the N-terminal PR/SET domain in PRDM16 is not well defined.

On the other hand, recent data suggest that the NTD domain on DNMT1 regulates its protein stability by interacting with the protein lysine methyltransferase SET7 and the serine/threonine kinase AKT1^63^. Here we found that PRDM16 utilized its PR and ZF2 domains to directly interact with DNMT1 on its NTD domain, which, through increasing DNMT1 protein stability and recruiting DNMT1 to *Myod1* promoter, resulting in *Myod1* promoter DNA hypermethylation, thus suppressing its expression, underscoring the importance of the PR/SET and ZF2 domains on PRDM16, and NTD domain on DNMT1 in regulating *Myod1* promoter DNA hypermethylation and *Myod1* expression. This was further confirmed by CRISPR/gRNA-guided approach to specifically induce demethylation at *Myod1* promoter in brown adipocytes, which resulted in increased *Myod1* expression, leading to a BAT-to-myocyte remodeling process.

Our study also demonstrates that this epigenetic event that controls BAT-myocyte remodeling may also take place in the context of diet-induced obesity and regulates diet-induced thermogenesis and systemic energy metabolism. For instance, we found that HFD decreased the binding of UTX to *Prdm16* promoter region, thus increasing H3K27me3 levels at *Prdm16* promoter. This resulted in downregulation of *Prdm16* gene expression. Reduced PRDM16 presence would decrease the recruitment of DNMT1 to *Myod1* promoter, leading to increased *Myod1* expression and initiation of BAT-to-myocyte remodeling in BAT of HFD-fed mice. These myocyte-like brown adipocytes appeared to exhibit decreased energy expenditure as evidenced by decreased OCR in *Utx*- or *Dnmt1*-deficient as well as HFD-fed brown adipocytes. It has been well documented that long-term HFD feeding causes WAT remodeling, as evidenced by enlarged adipocytes, exaggerated inflammation, inappropriate fibrosis, and impaired angiogenesis^91,92^, leading to WAT dysfunction. However, much less is known about the impact of long-term HFD feeding on brown adipocytes. Here we show that long-term HFD causes brown fat remodeling into a myocyte-like characteristic. The induction of these myocyte-like brown adipocytes may reduce the thermogenic capacity of brown fat, leading to reduced energy expenditure and obesity.

How HFD induces such epigenetic alterations that lead to BAT-to-myocyte remodeling in BAT is not clear. We found that UTX protein level was downregulated by long-term HFD feeding. Interestingly, UTX was predicted to be ubiquitinated at lysine 225^93^. Further studies are required to investigate whether UTX ubiquitination occurs in iBAT of HFD-fed mice that may contribute its downregulation. On the other hand, UTX catalyzes the removal of the repressive chromatin mark H3K27me3^14^, and H3K27 methylation has been linked to the control of cellular differentiation^94,95^. In addition, cellular oxygen level also determines cell fate, and hypoxia is important in maintaining cells at an undifferentiated, precursor-like or stem cell-like state^96^. Interestingly, recent data suggest that UTX, but not its paralog KDM1 lysine (K)-specific demethylase 6B/Jumonji domain-containing 3 (KDM6B/JMJD3) serves as s cellular oxygen sensor; hypoxia and loss of UTX similarly cause persistent increase in H3K27 methylation in key regulators of cellular differentiation, which in turn blocks cellular differentiation^97^. Hypoxia develops in obese white adipose tissue with the expansion of tissue mass, and contributes to adipose tissue dysfunction, including inflammation, fibrosis, and insulin resistance^98^. Recent data also suggest that obesity induces capillary rarefaction and functional hypoxia in BAT, leading to a BAT “whitening” phenotype^99^. Thus, it is possible that hypoxic conditions induced in obese BAT may inhibit UTX activity, causing a persistent increase in H3K27 methylation at promoters of key regulators of differentiation. This in turn reverses these brown adipocytes to a less-differentiated, precursor-like phenotype, leading to a loss of brown adipocyte thermogenic feature and simultaneous upregulation of myogenic gene expression in *Utx*-deficient brown adipocytes, as observed in the current study.

Along the course of our study, a recent report brought us attention in which deletion of *Utx* in all adipocytes including both brown and white adipocytes prevents HFD-induced obesity^100^. The exact reason for the discrepancy between this paper’s observation and ours is not clear, but may lie within the different models being tested and the realm of adipocytes (for example, brown or white adipocytes) that had *Utx* deletion. For one, Ota et al generated genetic model of *Utx* deficiency in all adipocytes by crossing *Utx*-floxed mice with *aP2-Cre* mice. It is noteworthy that employing *aP2-Cre* line may also result in deletion of *Utx* in macrophages due to the presence of aP2 in macrophages^101^. It is possible that *Utx* deficiency in macrophages may alter inflammatory status that in turn affects adipocyte metabolism through a paracrine action; as infiltration of macrophage into adipose tissue during the development of obesity has been well documented^102^. Indeed, specific deletion of *Utx* in macrophages with the use of lysozyme-Cre has been shown to increase M2 macrophage polarization, inhibit white adipocyte differentiation and promote brown adipocyte thermogenesis, leading to decreased adiposity in mice^103^. Thus, the obesity-resistant phenotype observed by Ota et al.^100^ may be due to the *aP2-Cre* used that resulted in *Utx* deletion also in macrophages. In addition, we also found that whereas mice with mature brown adipocyte-specific deletion of *Utx* using the *Ucp1-Cre* exhibited a BAT-to-myocyte remodeling and were prone to diet-induced obesity, mice with *Utx* deletion in *Myf5*^+^-cells did not show any phenotypic differences when fed HFD, despite the fact that brown adipocytes derive from *Myf5*^+^ lineage precursors^44^. Thus, the differences in the Cre line used may contribute to the differential phenotypes observed between our animal models and those reported by Ota et al.^100^.

In the current study, we found that both male and female UTXKO mice showed an obesity-prone phenotype when fed HFD, albeit with much milder phenotype observed in female UTXKO mice. In contrast, male and female D1KO mice exhibited relatively similar metabolic phenotypes including diet-induced obesity and insulin resistance. Thus, our data suggest sexual dimorphism is more evident in UTXKO mice than in D1KO mice. The exact reason is not clear. Sexual dimorphism frequently occurs in metabolic phenotypes of both humans and rodents. For one, males and females have different fat composition and distribution in humans^104,105^. This might be due to differential lipid metabolism between the two genders^106^. Another potential mechanism may be attributed to the sex hormone estrogen and its receptors that have been shown to play a pivotal role in various metabolic pathways^107^. Our data in the current study suggest that UTX may potentially be acting as an upstream regulator of DNMT1. Thus, UTX signaling may be more susceptible to modification by other genetic or environmental cues than the downstream DNMT1. It is possible these factors may regulate UTX down-stream signaling other than DNMT1 in UTXKO mice that may contribute to the phenotype difference observed in UTXKO and D1KO mice.

In summary, we have identified a BAT-myocyte remodeling process that appears to be present in mature brown adipocytes; this process is regulated by the interaction of epigenetic pathways that regulate histone and DNA methylation (Fig. 10K). In brief, in mature brown adipocytes, UTX maintains the persistent demethylation of the repressive mark H3K27me3 at *Prdm16* promoter, leading to high expression of Prdm16. PRDM16 then recruits the DNA methyltransferase DNMT1 to *Myod1* promoter, causing *Myod1* promoter hypermethylation, and suppressing *Myod1* expression in mature brown adipocytes. On the other hand, reduced Myod1 expression in turn down-regulates miR-133a/b, which further leads to increased Prdm16 expression. Thus, the interaction between PRDM16 and DNMT1 coordinately serves to maintain brown adipocyte identity while repressing myogenic remodeling in mature brown adipocytes, thus promoting their active brown adipocyte thermogenic function. The suppression of this pathway by HFD feeding results in the induction of BAT-to-myocyte remodeling, which could limit the thermogenic capacity of brown fat and thereby compromise diet-induced thermogenesis, leading to the development of obesity (Fig. 10K).

## Methods

### Mice

Mice with brown adipocyte-specific *Utx* knockout were generated by crossing *Utx*-floxed mice (Jackson Laboratory, stock No. 021926)^15^ with *Ucp1-Cre* mice (Jackson Laboratory, Stock No. 024670)^16^, where *Ucp1* is specifically expressed in brown adipocytes and UCP1-positive beige adipocytes (UTXKO, *Ucp1*^*Cre*^*::Utx*^*fl*/y^ for male and *Ucp1*^*Cre*^*::Utx*^fl/fl^ for female). The littermates *Utx*^fl/Y^ (fl/Y) or *Utx*^fl/fl^ (fl/fl) were used as male or female control mice, respectively.

Mice with brown adipocyte-specific DNA methyltransferase 1 (*Dnmt1*) knockout were generated by crossing *Dnmt1*-floxed mice (Mutant Mouse Regional Resource Centers (MMRRC, No. 014114)^41^ with *Ucp1-Cre* mice^16^ (D1KO, *Ucp1*^*Cre*^*::Dnmt1*^fl/fl^), with littermates *Dnmt1*^fl/fl^ (fl/fl) as control mice.

Mice with brown adipocyte-specific *Dnmt3a* knockout were generated by crossing *Dnmt3a*-floxed mice (MMRRC No. 029885)^45^ with *Ucp1-Cre* mice^16^(D3aKO, *Ucp1*^*Cre*^*::Dnmt3a*^fl/fl^), with littermates *Dnmt3a*^fl/fl^ (fl/fl) as control mice.

Mice with *Utx* deletion in *Myf5*-expressing cells were generated by crossing *Utx*-floxed mice with *Myf5-Cre* mice^22^ (Jackson Laboratory, Stock No. 007893) (MUTXKO, *Myf5*^*Cre*^*::Utx*^*fl*/y^ for male and *Myf5*^*Cre*^*::Utx*^fl/fl^ for female), with littermates *Utx*^fl/Y^ (fl/Y) or *Utx*^fl/fl^ (fl/fl) as male or female control mice, respectively.

D1KO mice with brown adipocytes-specific GFP labeling were generated by triple-crossing *Dnmt1*-floxed mice, *Rosa-Gfp* mice (Jackson Laboratory, Stock No. 006148)^42^ and *Ucp1-Cre* mice (D1KO-GFP, *Ucp1*^*Cre*^::*Dnmt1*^fl/fl^::*Rosa-Gfp*^fl/fl^), with littermates *Dnmt1*^fl/fl^::*Rosa-Gfp*^fl/fl^ as control mice (fl/fl-GFP).

C57BL/6J (B6) and leptin-deficient *ob/ob* mice (Jackson Laboratory, Stock No. 000664 and 000632, respectively) were used in some experiments.

All animal procedures were approved by the Institutional Animal Care and Use Committee at Georgia State University and were in compliance with the Public Health Service and United States Department of Agriculture guidelines.

### Metabolic measurement

Mice were housed in a temperature- and humidity-controlled animal facility with a 12/12 h light–dark cycle and had free access to water and food (ambient temperature: 20–22 °C, humidity: 30–70%). C57BL//6J wild-type mice, UTXKO, D1KO, D3aKO mice and their respective littermate controls were weaned onto a regular chow diet (LabDiet 5001, LabDiet, St. Louis, MO, 13.5% calories from fat) or put on a HFD (Research Diets D12492, 60% calorie from fat) diet when they were 5–6 weeks of age. In some of the experiments, a low-fat diet (LFD) (Research Diets D12450B, 10% calorie from fat) was used as a control diet. Various metabolic measurements were conducted as follows. (1) Body weight were measured weekly. (2) Energy expenditure and locomotor activity were measured using PhenoMaster metabolic cage systems (TSE Systems, Chesterfield, MO). Food intake was measured in single-housed animals over seven consecutive days. (3) Body composition representing fat and lean mass was analyzed using a Minispec NMR body composition analyzer (Bruker BioSpin Corporation; Billerica, MA). (4) Fed and fasting glucose was measured by OneTouch Ultra Glucose meter (LifeScan, Milpitas, CA). Glucose and insulin sensitivity was determined by glucose tolerance and insulin tolerance tests (GTT and ITT, respectively) as we previously described^108^. At the end of studies, various tissues including BAT and WAT were collected for further analysis of brown fat/beige adipocyte thermogenic program including gene expression, protein expression and IHC.

### Cold exposure

UTXKO, D1KO mice and their respective littermate controls underwent a cold challenge (5 °C) for 7 days. At the end of experiment, adipose tissues were dissected for further analysis of brown fat/beige adipocyte thermogenic gene expression, protein expression and IHC. In some cold exposure experiments, a temperature transponder (BioMedic Data Systems, Seaford, DE) was implanted into mouse peritoneal cavity to monitor the body temperature as we previously described^109^.

### Quantitative RT-PCR

Total RNA from tissues or cells was extracted using Tri Reagent kit (Molecular Research Center, Cincinnati, OH)^108^. The mRNA of genes of interest was measured by a one-step quantitative RT-PCR with a TaqMan Universal PCR Master Mix kit (ThermoFisher Scientific, Waltham, MA) using an Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific) as we previously described^108^, and was further normalized to the housekeeping gene cyclophilin. For miRNA expression measurement, TaqMan™ MicroRNA Reverse Transcription Kit (ThermoFisher Scientific, #4366596) was used to convert miRNA to cDNA, and miRNA expression was measured with the TaqMan Universal PCR Master Mix kit (ThermoFisher Scientific, Waltham, MA) using Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific), and was further normalized to U6 snRNA. The TaqMan primers/probes for all the genes and miRNAs either purchased from Applied Biosystems (ThermoFisher Scientific) or commercially synthesized were listed in Supplemental Tables 1 and 2.

### Immunoblotting

Protein levels of gene of interest in adipose tissue were assessed by immunoblotting as we described^12,13,108^. Tissues were homogenized in a modified radioimmunoprecipitation assay (RIPA) lysis buffer supplemented with 1% protease inhibitor mixture and 1% phosphatase inhibitor mixture (Sigma-Aldrich, St. Louis, MO) and tissue lysates were resolved by SDS-PAGE. Proteins on the gels were transferred to nitrocellulose membranes (Bio-Rad, Hercules, CA), which were then blocked, washed, and incubated with various primary antibodies, followed by Alexa Fluor 680-conjugated secondary antibodies (Life Science Technologies). The blots were developed with a Li-COR Imager System and analyzed with Li-COR Image Studio Software (version 2.1, Li-COR Biosciences, Lincoln, NE). The antibodies were listed in Supplementary Table 3.

### Immunohistochemistry (IHC)

WAT or BAT tissues were fixed in 10% neutral formalin and embedded in paraffin, which was further cut into 5 µm sections. The sections were either processed for hematoxylin and eosin (H&E) staining or immuno-staining with various antibodies as we previously described^109,110^. The primary antibodies and the secondary antibodies were listed in Supplementary Table 3.

Briefly, to detect myocyte fibers in tissue sections, paraffin-embedded sections were incubated with anti-myosin heavy chain (MyHC) antibodies (MF20, Developmental Studies Hybridoma Bank (DSHB), University of Iowa, Iowa City, IA)^44^ overnight at 4 ˚C and then incubated with anti-mouse secondary antibodies labeled with Alexa fluor 488 (Invitrogen) for 1 h at room temperature and counterstained with 4′,6-diamidino-2-phenylindole (DAPI). For in vitro study, cell cultures were fixed in 10% formalin. Fixed cells were incubated with anti-MyHC antibodies (MF20) overnight at 4 ˚C and then incubated with anti-mouse secondary antibodies labeled with Alexa fluor 594 (Invitrogen) for 1 h at room temperature and counterstained with DAPI. For IHC, paraffin-embedded sections of iBAT tissues were incubated with anti-UCP1 antibodies (abcam 10983) overnight at 4 ˚C and then incubated with biotin-conjugated anti-rabbit secondary antibody (Jackson ImmunoResearch, 711-065-152) for 30 min at room temperature. The sections were washed in PBS and incubated with streptavidin-conjugated horseradish Peroxidase (VECTASTAIN® ABC Kit, PK-6100). Then the sections were washed in PBS and incubated with 3, 3-diaminobenzidine (DAB). Histology images were captured using an Olympus DP73 photomicroscope and analyzed by CellSens software (version 1.6) (Olympus, Waltham, MA).

### Cell culture, SiRNA knockdown, overexpression, miRNA inhibition, and oil red O staining

Immortalized brown fat preadipocytes BAT1 (obtained from Dr. Patrick Seale, University of Pennsylvania)^21,24^ were maintained in growth medium (DMEM/F12 containing 10% fetal bovine serum and 1% penicillin/streptomycin) at 37 °C with 5% CO. The cells were differentiated into brown adipocytes as described^13,24^. Briefly, to differentiate brown preadipocytes, 90% confluent cells were cultured in induction medium (growth medium supplemented with 20 nM insulin, 1 nM T3, 125 μM indomethacin, 500 μM isobutylmethylxanthine (IBMX) and 0.5 μM dexamethasone) for two days. After two days, cells were cultured in maintenance medium (growth medium supplemented with 20 nM insulin and 1 nM T3) until experiment.

For siRNA knockdown assays, targeting siRNA and non-targeting scramble control siRNA were purchased from GE Healthcare (mouse *Dnmt1* siRNA-SMARTpool (L-056796-01), *Utx* siRNA-SMARTpool (L-042844-01), *Myod1* siRNA-SMARTpool (L-041113-00), *Prdm16* siRNA-SMARTpool (L-041318-01), *E2f4* siRNA-SMARTpool (L-054294-00), Rbl1 siRNA-SMARTpool (L-042276-00), Rbl2 siRNA-SMARTpool (L-060528-00), and non-Targeting Scramble Control siRNA (D-001810-01)).

For miRNA inhibition experiments, Ambion^®^ Anti-miR^™^ miRNA Inhibitor Negative Control, Ambion^®^ Anti-miR^™^ miRNA Inhibitor mmu-miR-133a-5p and Ambion Anti-miR™ miRNA Inhibitor hsa-miR-133a-3p were purchased from ThermoFisher (Assay ID #AM17010, AM11679, and AM10413, respectively).

For plasmids overexpression and sub-cloning, full-length Myod1 overexpressing plasmid was purchased from Addgene (Addgene #8398). Full-length *Prdm16* overexpressing plasmid with an in-frame N-terminal FLAG tag was purchased from Addgene (Addgene #15504). Full-length *Dnmt1* cDNA clone was obtained from Open Biosystems and further subcloned into the pLVX lentiviral expression vector (Clontech) as we previously described^108^. For sub-cloning of *Prdm16* and *Dnmt1* fragments for co-immunoprecipitation experiments, Fragments of *Prdm16* (1–223, 224–454, 455–680, 681–880, 881–1038, and 1039–1176) were PCR-amplified using the full-length Prdm16 plasmids (Addgene #15503) and sub-cloned into XbaI/EcoRI sites of Flag-HA-pcDNA3.1 vector (Addgene #52535). Fragments of *Dnmt1* (2–290, 291–603, 604–1124, 1125–1610) were PCR-amplified using the full-length pLVX-Dnmt1 plasmids and sub-cloned into XbaI/HindIII sites of Flag-HA-pcDNA3.1 vector (Addgene #52535).

siRNAs, miRNA inhibitors, overexpressing plasmids, and relative controls were transfected into day 4 differentiated BAT1 brown adipocytes using Lipofectamine RNAiMax transfection reagent (ThermoFisher Scientific) or Amaxa Nucleofector II Electroporator (Lonza) with an Amaxa cell line nucleofector kit L according to the manufacturer’s instructions (Lonza) as we previously described^12,13^. Briefly, at days 4 of differentiation, cells (2 × 10^6^ cells/sample) were trypsinized and centrifuged at 90  × *g* for 5 min at room temperature. Cells were then resuspended in nucleofector solution (100 μl/sample) with 20 pmol of different siRNAs or plasmids and seeded into 24-well plates or 100 mm dishes. Cells were harvested 2 days after for further analysis.

For oil red O staining assays, differentiated BAT1 cells were fixed with 10% formalin and washed twice with ddH2O. Cells were then incubated with 0.05% oil red O (Sigma: 00625–25G) working solution as we described previously^11^. Samples were visualized using Nikon Eclipse E800 Microscopy.

### Measurement of oxygen consumption in brown adipocytes

Cellular oxygen consumption in brown adipocytes was measured using a XF 96 Extracellular Flux Analyzer (Agilent, Santa Clara, CA) as we previously described^111^. The measurement started with basal respiration recording followed by the addition of a sequential reagents including oligomycin for inhibition of the coupled respiration and FCCP for maximal respiration.

### RNA-sequencing analysis

Total RNA was isolated from iBAT as described above and was submitted to Beijing Genomics Institute (BGI, Shenzhen, China) for RNA-sequencing (RNAseq) analysis. Equal amount of RNAs from 6 animals/group were pooled and used for RNAseq analysis. Clean reads were aligned to the mouse reference genome (UCSC mm9, https://genome.ucsc.edu/cgi-bin/hgGateway?hgsid=1183225321_q2EV6rSrk1oEv6VFl9obRLdY9dMm). Differentially expressed genes between groups were defined as Log2 fold change ≥0.5 or ≤−0.5. The RNAseq data was also used to predict adipose tissue browning capacity with an online bioinformatic software https://github.com/PerocchiLab/ProFAT^23^.

### Whole-genome DNA methylation analysis with reduced representation bisulfite sequencing (RRBS) to identify Myod1 promoter methylation

Genomic DNA from BAT was isolated by phenol chloroform extraction and a commercial service for DNA methylation sequencing was provided by Beijing Genomics Institute (BGI) (Shenzhen, China). Equal amount of genomic DNAs from 6 animals/groups were pooled and used for RRBS analysis. According to the brochure provided by the company, the genomic DNA was digested with the methylation-insensitive restriction enzyme MspI and ligated to methylated sequencing adaptors. The ligated MSPI fragments were size-selected, treated with sodium bisulfite, amplified by PCR and constructed for library, which was sequenced. Clean reads were aligned to genome annotation datasets (University of California Santa Cruz (UCSC) Genome Browser on Mouse (NCBI37/mm9) Assembly https://genome.ucsc.edu/cgi-bin/hgGateway). The software tool Bioconductor (version 3.0), a software repository of R packages, was used to produce such annotations. The tool kit methylKit v0.9.6. was used to generate methylation report for each sample, and Log2 fold change threshold of 0.5 was used to identify Differentially Methylated Regions (DMRs) between two genotypes.

### Assay for transposase-accessible chromatin sequencing (ATAC-seq) analysis

ATAC-seq was conducted according to the Omni-ATAC-seq protocol as described^112^. Briefly, BAT tissues were dounce-homogenized, filtered, and centrifuged in iodixanol solution to obtain nuclei. The nuclei were treated with Nextera Tn5 transposase (Illumina, San Diego, CA) for the transposition reaction, followed by DNA purification and PCR amplification with NEBNext 2X MasterMix (New England BioLabs, Ipswich, MA) and Nextera Index primers (Illumina). The ATAC libraries were further size-purified and sent to Novogene (Durham, NC) for sequencing. The ATAC-seq analysis was performed on the Galaxy server as described^112^.

### Chromatin immunoprecipitation (ChIP) and Re-ChIP assays

ChIP assays were conducted using a ChIP assay kit (Upstate) as we previously described^12,13^. Tissues were fixed and used for nuclei isolation. The nuclei were resuspended in lysis buffer and sonicated to shear DNA, followed by immunoprecipitation, elution, and analyzed by real-time PCR using SYBR green. Primer sequences used in this study were: *Myod1*, forward: 5′-ACTCCTATTGGCTTGAGGCG-3′, reverse: 5′-CAAGCCGTGAGAGTCGTCTT-3′; *Prdm16*, forward: 5′-ACGAAGAGGATGATGAACACATT-3′, reverse: 5′-TCATCTCCCTAGCATTGTCAGTT-3′.

ChIP and Re-ChIP assay was conducted as previously described^113^. Briefly, tissue fixation, nuclei isolation and DNA shearing were performed as we described^12,13^. The sheared DNA was subjected to two sequential steps of immunoprecipitation, first against PRDM16 (Sigma, SAB3500989), and second against DNMT1 (sc-271729). The enrichment of PRDM16 and DNMT1 on *Myod1* promoter was analyzed by real-time PCR using SYBR green with primers corresponding to *Myod1* promoter as described above.

### Bisulfite conversion and pyrosequencing

The detection of DNA methylation levels at *Myod1* promoter and 5′-region was conducted as we previously described^108^. Genomic DNA was isolated by phenol/chloroform extraction, followed by bisulfite conversion with an EpiTech Bisulfite Kit (Qiagen). The primers for PCR-amplification of *Myod1* proximal promoter/5′-region and for sequencing are shown in Supplementary Table 4. Bisulfite-converted DNA (2 μg) was amplified by PCR, which was sent to EpiGenDx (Hopkinton, MA) for sequencing analysis.

### Targeted demethylation at the Myod1 promoter

A endonuclease dead version of Cas9 (dCas9) has been engineered to be fused with the catalytic domain of the enzyme involved in DNA demethylation, TET1 (dCas9-TET1CD)^52,55^. The mammalian lentiviral vectors FUW carrying dCas9-TET1CD were purchased from Addgene (Addgene No. 84475). Guide sequences targeting the CpG sites at the *Myod1* promoter was designed with GT-Scan website (http://gt-scan.braembl.org.au/gt-scan) and targeting or non-targeting oligos were annealed and inserted into the AarI sites of the pgRNA lentiviral vector that co-express mCherry (Addgene No. 44248). The gRNA sequence for *Myod1*-targeting oligo was: forward, 5′-caccGTACTGTTGGGGTTCCGGAGTGG-3′, reverse, 5′-aaacCCACTCCGGAACCCCAACAGTAC-3′. The sequence for non-targeting gRNA was: forward, 5′-ttggCCCCCGGGGGAAAAATTTTT; reverse, 5′- aaacAAAAATTTTTCCCCCGGGGG-3′^55^. Lentiviruses expressing dCas9-TET1CD or gRNA-mCherry (1 × 10^9 ^IFU/ml) was produced by Vigene Biosciences, Inc., and was bilaterally injected into iBAT according to previously published methods^55,109,114^. Briefly, a small skin incision was made above iBAT, and a series of microinjections with designated lentivirus (1 × 10^9 ^IFU/ml) were given across five evenly distributed loci (2 µl/locus) for each iBAT pad (10 total injections per animal) and the needle left in place for 1 min following each injection to prevent efflux. After the final injection, the skin was closed with sterile wound clip staples and animals were returned to their cages. Animals were kept isolated in their home cage for 7 days for recovery.

### Statistical analysis

Data were expressed as mean ± SEM. All graphs were made with GraphPad Prism (v9.1.2). Data normality and homogeneity were tested using Kolmogorov-Smirnov (K-S) and Levene’s tests, respectively. For parametric data, statistical significance among groups was analyzed by unpaired Student’s *t*-test, one-way analysis of variance (ANOVA) followed by Fisher’s Least Significant Difference (LSD) post-hoc analysis or one-way ANOVA with repeated measures; for non-parametric data, statistical significance among groups was analyzed by Mann–Whitney’s *U* test or Kruskal–Wallis non-parametric ANOVA by rank; and correlation between two groups was analyzed by Spearman’s Rank Correlation Coefficient test. Detailed statistical analysis methods were indicated in figure legends under each figure. Statistical significance was accepted at *p* < 0.05, and a tendency of statistical significance was accepted at *p* < 0.1. Student’s *t*-test was performed using Microsoft Excel software from Microsoft Office Professional Plus 2019 (version 1808, build 10377.20023, Microsoft Corporation, Redmond, WA, USA); all other statistical tests were performed using SPSS software (version 16.0, SPSS Inc, Chicago, IL, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNAseq, RRBS, and ATAC-seq data have been deposited to Gene Expression Omnibus (GEO) database with the accession code GSE175608. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). Source data files are included with the paper. The uncropped gel images are included in the source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Epigenetic interaction between UTX and DNMT1 regulates diet-induced myogenic remodeling in brown fat
**Source:** Nat Commun. 2021 Nov 25;12:6838. doi: 10.1038/s41467-021-27141-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>1. The expression of genes of interest was measured by a one-step quantitative RT-PCR with TaqMan Universal PCR Master Mix reagents (ThermoFisher Scientific, Waltham, MA) using an Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific).<br/>2. Histological and IHC images were captured using an Olympus DP73 photomicroscope.<br/>3. Immunoblotting was visualized using a Li-COR Imager System (Li-COR Biosciences, Lincoln, NE).<br/>4. Food intake, energy expenditure and locomotor activity were measured using PhenoMaster metabolic cage systems (TSE Systems, Chesterfield, MO).<br/>5. Body composition representing fat and lean mass was analyzed using a Minispec NMR body composition analyzer (Bruker BioSpin Corporation; Billerica, MA).<br/>6. Blood glucose level was measured by OneTouch Ultra Glucose meter (LifeScan, Milpitas, CA).<br/>7. Cellular oxygen consumption in brown adipocytes was measured using a XF 96 Extracellular Flux Analyzer (Agilent, Santa Clara, CA)</div> |
| Data analysis   | <div>Western blotting quantification was analyzed using Li-COR Image Studio software (v2.1).<br/>Histological and IHC images were analyzed using Olympus CellSens (v1.6).<br/>Bioconductor (Version 3.0) and methylKit v0.9.6 were used to analyze RRBS data. All reads were mapped to reference sequences (University of California Santa Cruz Mouse Genome Browser Mouse (NCBI37/mm9) Assembly, <a href="https://genome.ucsc.edu/cgi-bin/hgGateway?hgsid=1183225321_q2EV6rSrK1oEv6VFI9obRLdY9dMm">https://genome.ucsc.edu/cgi-bin/hgGateway?hgsid=1183225321_q2EV6rSrK1oEv6VFI9obRLdY9dMm</a>).<br/>All graphs were made with GraphPad Prism (v9.1.2).<br/>Statistical analysis was performed using Microsoft Excel software from Microsoft Office Professional Plus 2019 (version 1808, build 10377.20023, Microsoft Corporation, Redmond, WA, USA) and SPSS software (version 16.0, SPSS Inc, Chicago, IL, USA).</div>                                                                                                                    |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq, RRBS and ATAC-seq data have been deposited to Gene Expression Omnibus (GEO) database with the accession code GSE175608 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175608>). All data generated in this study are available and reported. Source data files are included with the paper. The uncropped gel images are included in the source data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The experimental sample sizes were estimated based on our previous published data that are sufficient to detect statistical differences among the groups (e.g. Li et al, VOL. 291, NO. 9, pp. 4523–4536, February 26, 2016; Cui et al, Physiol Rep, 4 (10), 2016, e12799). |
| Data exclusions | No data were excluded for the analyses.                                                                                                                                                                                                                                    |
| Replication     | All experiments were repeated multiple times as indicated in each figure legend.                                                                                                                                                                                           |
| Randomization   | For all experiments, animals with the same genotypes and gender were randomly assigned into control and experimental groups.                                                                                                                                               |
| Blinding        | We applied blinding to immunohistochemistry sample analysis. For other experiments, blinding is not applicable because all groups including animals and cell experiments were treated the same way thus blinding is not necessary.                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in this paper were listed in supplemental table 3. The antibody name, manufacturer and catalog number are listed below:<br>DNMT1 Abcam Ab87654<br>DNMT1 Santa Cruz Biotechnology Sc20701 or sc-271729<br>GFP Aves labs GFP-1010<br>UCP1 Abcam ab23841<br>UCP1 Abcam Ab10983<br>KDM6A (UTX) Abcam ab36938 |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

KDM6A (UTX) Bethyl Laboratories A302-374A

HA Cell signaling technology C29F4

H3K27me3 Abcam ab6002

H3K9me3 Abcam ab8898

H3K4me3 Abcam ab8580

acH3K27 Abcam ab4729

acH3K9 Abcam ab4441

acH3K4 Abcam ab176799

mCherry Abcam ab205402

MyHC DSHB MF20

Perilipin Everest biotech EB07728

PRDM16 Sigma SAB2900806

PRDM16 Sigma SAB3500989

FLAG Sigma F3165

E2F-4 Santa Cruz Biotechnology sc-398543

p107 Santa Cruz Biotechnology sc-250

p130 Santa Cruz Biotechnology sc-374521

$\alpha$ -Tubulin Santa Cruz Biotechnology sc-53646

Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-065-152

Cy<sup>3</sup> AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-165-152

Alexa Fluor<sup>®</sup> 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L) Jackson ImmunoResearch 703-545-155

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 Invitrogen A11029

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 Invitrogen A11032

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680 Invitrogen A21058

Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680 Invitrogen A21109

## Validation

These antibodies were used as recommended by the manufacturer and as cited extensively in previous publications. We have also tested different concentrations of each antibody and used the optimized concentration for each antibody. We further ensured that signals in Western Blots were present at the expected size for each target. The relevant information for each primary and secondary antibodies from the manufacturer and online databases, is as follows:

DNMT1 antibody for Western blotting: Abcam Ab87654, Rabbit polyclonal to Dnmt1. Tested by the manufacturer to detect DNMT1 in western blotting in mouse and human tissue at the expected molecular weight position (183kDa). Seventeen citations from the CiteAb database <https://www.citeab.com/antibodies/761843-ab87654-anti-dnmt1-antibody?des=55d3542e7c88c241>.

DNMT1 antibody, Santa Cruz Biotechnology Sc20701 or sc-271729 for ChIP assays. Dnmt1 Antibody (H-300) (sc20701) is a rabbit polyclonal antibody, and anti-Dnmt1 Antibody (H-12) (sc271729) is a mouse monoclonal antibody. Both are recommended by the manufacturer for detection of DNMT1 of mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA. Thirty-four citations for the H-12 antibody from the CiteAb database <https://www.citeab.com/antibodies/786245-sc-271729-anti-dnmt1-antibody-h-12?des=9eecfb0027be31e9>, and 40 citations for the H-300 antibody from Scbt website: <https://www.scbt.com/p/dnmt1-antibody-h-300>.

GFP antibody, aves labs GFP1010, Chicken polyclonal antibody. Recommended by the manufacturer to detect GFP by ELISA, ICC, IHC, WB. From manufacturer's notes: Antibodies were analyzed by western blot analysis (1:5000 dilution) and immunohistochemistry (1:500 dilution) using transgenic mice expressing the GFP gene product. One hundred and seventy-three citations from CiteAb database (<https://www.citeab.com/antibodies/575207-gfp-1010-green-fluorescent-protein-1-0-mg?des=708459386bbbe89e>).

UCP1 antibody for western ABCAM ab23841, Rabbit polyclonal to UCP1. Tested by the manufacturer for detecting UCP1 in mouse, rat and dog by western blotting (WB) and immunohistochemistry Polyclonal Goat IgG (IHC), using mouse and rat brown adipose tissue as positive controls in WB. One hundred and fifteen Citations from the CiteAb database (<https://www.citeab.com/antibodies/758073-ab23841-anti-ucp1-antibody?des=641734b5b4769e80>).

UCP1 antibody for IHC, ABCAM ab10983, Rabbit polyclonal to UCP1, tested by the manufacturer to detect UCP1 in Mouse, Rat, *Spermophilus tridecemlineatus* using WB, IHC and immunocytochemistry (ICC). Five hundred and sixty citations from the CiteAb database (<https://www.citeab.com/antibodies/758072-ab10983-anti-ucp1-antibody?des=9095b59013736f21>).

KDM6A (UTX) antibody, Abcam ab36938, Rabbit polyclonal to KDM6A / UTX. Tested by the manufacturer to detect KDM6A/UTX from mouse, rat and human tissues by western blotting. Thirty citations from the CiteAb database <https://www.citeab.com/antibodies/736027-ab36938-anti-kdm6a-utx-antibody?des=a4017169e5665a17>.

KDM6A (UTX) antibody, Bethyl Laboratories A302-374A, rabbit polyclonal antibody. Tested by the manufacturer to detect KDM6A/UTX from mouse and human origin by western. Thirty citations from the CiteAb database <https://www.citeab.com/antibodies/656618-a302-374a-utx-antibody?des=47c556693cbd3a32>.

HA antibody, Cell signaling technology C29F4 rabbit monoclonal antibody #3724. Recommended by the manufacturer to detect HA-tag with WB, IP, IHC, IF and ChIP. One thousand two hundred and five citations from the CiteAb database <https://www.citeab.com/antibodies/123379-3724-ha-tag-c29f4-rabbit-mab?des=22e796796cc85c59>.

H3K27me3 antibody, Abcam ab6002, ChIP grade mouse monoclonal antibody. Recommended by the manufacturer to detect H3K27me3 in ChIP, ELISA, WB, IHC - Wholemount, ICC/IF from Mouse, Cow, Human origin. Eight hundred and six citations from the CiteAb database <https://www.citeab.com/antibodies/763746-ab6002-anti-histone-h3-tri-methyl-k27-antibody-mab?des=594aae60f3098131>.

H3K9me3 antibody, Abcam ab8898, ChIP grade rabbit polyclonal antibody. Recommended by the manufacturer to detect H3K9me3

in WB, IHC-P, ICC, ChIP from Mouse, Cow, Human origin. One thousand four hundred and sixty-five citations from the CiteAb database <https://www.citeab.com/antibodies/763756-ab8898-anti-histone-h3-tri-methyl-k9-antibody-chi?des=b5387a4b23d8c556>.

H3K4me3 antibody, Abcam ab8580, ChIP grade rabbit polyclonal antibody. Recommended by the manufacturer to detect H3K4me3 in ChIP, WB, IHC-P, ICC/IF from Mouse, Cow, Human origin. One thousand seven hundred and ninety-two citations from the CiteAb database <https://www.citeab.com/antibodies/763751-ab8580-anti-histone-h3-tri-methyl-k4-antibody-chi?des=0621281dffd2ade>.

acH3K27 antibody, Abcam ab4729, ChIP grade rabbit polyclonal antibody. Recommended by the manufacturer to detect acH3K27 in ChIP, WB, IHC-P, ICC/IF from Mouse, Cow, Human origin. One thousand seven hundred and ten citations from the CiteAb database <https://www.citeab.com/antibodies/778149-ab4729-anti-histone-h3-acetyl-k27-antibody-chip-g?des=8da7ecbe20fee13d>.

acH3K9 antibody, Abcam ab4441, ChIP grade rabbit polyclonal antibody. Recommended by the manufacturer to detect acH3K9 in ChIP, WB from Mouse, Human origin. Three hundred and seventy-two citations from the CiteAb database <https://www.citeab.com/antibodies/778169-ab4441-anti-histone-h3-acetyl-k9-antibody-chip-gr?des=f7ecad4fc26bd028>.

acH3K4 antibody, Abcam ab176799, ChIP grade rabbit polyclonal antibody. Recommended by the manufacturer to detect acH3K4 in WB, ICC/IF, Dot blot, ChIP, ChIP-sequencing from Mouse, Human origin. Eleven citations from the CiteAb database <https://www.citeab.com/antibodies/2929239-ab176799-anti-histone-h3-acetyl-k4-antibody-epr16?des=fd80e65e6c6a12ec>.

mCherry antibody, Abcam ab205402, Chicken polyclonal to mCherry, tested by the manufacturer to detect mCherry in WB, ICC/IF applications. Fifty-two citations from the CiteAb database <https://www.citeab.com/antibodies/2929722-ab205402-anti-mcherry-antibody?des=e9c7859d2af9c2f3>.

MyHC antibody, DSHB MF20, mouse monoclonal antibody to detect myosin heavy chain (MyHC) protein, tested by the manufacturer to detect MyHC protein in ELISA, FACS, FFPE, Immunofluorescence, Immunohistochemistry, Immunoprecipitation, Western Blot applications from Mouse, Amphibian, Avian, Chicken, Fish, Human, Lizard, Mammal, Pig, Snake, Xenopus, Zebrafish origin. One hundred and sixty-six citations from the manufacturer's website: <https://dshb.biology.uiowa.edu/MF-20>.

Perilipin antibody, Everest biotech EB07728, goat polyclonal antibody against perilipin-1, reported by the manufacturer and stated in the manufacturer website to detect perilipin in WB, IHC and IF applications in human and mouse tissues. Three citations from the CiteAb database <https://www.citeab.com/antibodies/2929722-ab205402-anti-mcherry-antibody?des=e9c7859d2af9c2f3> as well as the manufacturer's website: <https://everestbiotech.com/product/goat-anti-perilipin-c-terminus-antibody/>.

PRDM16 antibody, Sigma SAB2900806, rabbit polyclonal antibody against PRDM16, reported by the manufacturer to detect PRDM16 in WB, IHC applications in human, rat and mouse tissues.

PRDM16 antibody, Sigma SAB3500989, rabbit polyclonal antibody against PRDM16, reported by the manufacturer to detect PRDM16 in WB, IHC, IF and ELISA applications in human and mouse tissues. Four citations from CiteAb database, <https://www.citeab.com/antibodies/2303922-sab3500989-anti-prdm16-antibody-produced-in-rabbit?des=98374910e281a986>.

FLAG antibody, Sigma F3165, mouse monoclonal antibody against FLAG, clone M2, reported by the manufacturer to detect FLAG-tag in immunoblotting, immunoprecipitation, immunocytochemistry, immunofluorescence, ELISA, EIA, chromatin immunoprecipitation, electron microscopy, flow cytometry and supershift applications. Seven thousand seven hundred and sixty-four citations from CiteAb database, <https://www.citeab.com/antibodies/575237-f3165-monoclonal-anti-flag-r-m2-antibody-produced-in?des=bbd84b4abb81ff8>.

E2F-4 antibody, Santa Cruz Biotechnology sc-398543, mouse monoclonal antibody against E2F4, clone D-7, recommended by the manufacturer to detect E2F4 in detection of E2F-4 of mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA applications. Four citations from CiteAb database, <https://www.citeab.com/antibodies/2280468-sc-398543-anti-e2f-4-antibody-d-7?des=c98c4f7a979219a6>.

p107/RBL1 antibody, Santa Cruz Biotechnology sc-250, mouse monoclonal antibody against p107/RBL1 protein, clone SD9, recommended by the manufacturer to detect p107/RBL1 of mouse, rat and human origin by WB, IP and IF. Seventy-three citations from CiteAb database, <https://www.citeab.com/antibodies/816650-sc-250-anti-p107-antibody-sd9?des=5acef966936f1d4a>.

p130/RBL2 antibody, Santa Cruz Biotechnology sc-374521, mouse monoclonal antibody against p130/RBL2 protein, clone A-10, recommended by the manufacturer to detect p130/RBL2 of mouse, rat and human origin by WB, IP, IF and ELISA. Six citations from CiteAb database, <https://www.citeab.com/antibodies/816699-sc-374521-anti-p130-antibody-a-10?des=0413ad2602acacf9>.

$\alpha$ -tubulin antibody, Santa Cruz Biotechnology sc-53646, mouse monoclonal antibody, recommended by the manufacturer for detection of  $\alpha$  Tubulin of broad species origin by WB, IP, IF and ELISA. 127 citations from CiteAb database, <https://www.citeab.com/antibodies/835056-sc-53646-anti-tubulin-antibody-10d8?des=43c45b51cd9f31b7>.

Cy<sup>™</sup>3 AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-165-152, from the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Chicken, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse, Rat, Sheep Serum Proteins. 1132 citations from CiteAb database: <https://www.citeab.com/antibodies/2036162-711-165-152-cy3-affinipure-donkey-anti-rabbit-igg-h?des=fe83f7d682eb735d>.

Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-065-152. From the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Chicken, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse, Rat, Sheep Serum Proteins. 426 citations from CiteAb database: <https://www.citeab.com/antibodies/2035909-711-065-152-biotin-sp-affinipure-donkey-anti-rabbit?des=c6f3624bf1ddfc0d>.

Alexa Fluor<sup>®</sup> 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L) Jackson ImmunoResearch 703-545-155, from the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse,

Rabbit, Rat, Sheep Serum Proteins. 462 citations from CiteAb database: <https://www.citeab.com/antibodies/2034669-703-545-155-alexa-fluor-488-affinipure-donkey-anti-c?des=2082151ff10573fa>.

Alexa Fluor 680 Goat Anti-Rabbit IgG (H/L), highly cross-adsorbed, Invitrogen A21109. According to manufacturer, to minimize cross-reactivity, these goat anti-rabbit IgG (H+L) whole secondary antibodies have been affinity purified and cross-adsorbed against bovine IgG, goat IgG, mouse IgG, rat IgG, and human IgG. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondaries flow through. The benefits of this extra step are apparent in multiplexing/multicolor-staining experiments (e.g., flow cytometry) where there is potential cross-reactivity with other primary antibodies or in tissue/cell fluorescent staining experiments where there may be the presence of endogenous immunoglobulins. 225 citations from CiteAb: <https://www.citeab.com/antibodies/2401223-a-21109-goat-anti-rabbit-igg-h-l-highly-cross-adsor?des=cb3719bfc178f19>.

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 Invitrogen A11029. From the manufacturer's website, To minimize cross-reactivity, the goat anti-mouse IgG whole antibodies have been highly cross-adsorbed against bovine IgG, goat IgG, rabbit IgG, rat IgG, human IgG, and human serum. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondaries flow through. Further passages through additional columns result in 'highly cross-adsorbed' preparations of secondary antibody. The benefits of these extra steps are apparent in multiplexing/multicolor-staining experiments where there is potential cross-reactivity with other primary antibodies or in tissue/cell fluorescent staining experiments where there may be the presence of endogenous immunoglobulins. 3308 citations from CiteAb database, <https://www.citeab.com/antibodies/2401117-a-11029-goat-anti-mouse-igg-h-l-highly-cross-adsor?des=7ea84c11b75a5e6c>.

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 Invitrogen A11032. From the manufacturer's website, To minimize cross-reactivity, the goat anti-mouse IgG whole antibodies have been highly cross-adsorbed against bovine IgG, goat IgG, rabbit IgG, rat IgG, human IgG, and human serum. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondaries flow through. Further passages through additional columns result in 'highly cross-adsorbed' preparations of secondary antibody. The benefits of these extra steps are apparent in multiplexing/multicolor-staining experiments where there is potential cross-reactivity with other primary antibodies or in tissue/cell fluorescent staining experiments where there may be the presence of endogenous immunoglobulins. 1157 citations from CiteAb database, <https://www.citeab.com/antibodies/2401120-a-11032-goat-anti-mouse-igg-h-l-highly-cross-adsor?des=cb1b2a17ff8a87a2>.

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680 Invitrogen A21058. From the manufacturer's website, This secondary antibody is designed for fluorescent Western blot detection on various near-infrared fluorescence instruments. This antibody can be used for multi-color and multiplexing detection when using other antibodies conjugated to compatible Alexa Fluor™ dyes and wavelengths. Other applications of this antibody include immunofluorescent and fluorescent imaging applications when using instrumentation with appropriate excitation and detection capabilities. 190 citations from CiteAb database, <https://www.citeab.com/antibodies/2401189-a-21058-goat-anti-mouse-igg-h-l-highly-cross-adsor?des=16aec45644ca7e87>.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                       |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | BAT1 brown adipocyte cell line was provided by Dr. Patrick Seale at University of Pennsylvania. HEK293T cell line was obtained from ATCC.                                                                                                                                                                             |
| Authentication                                                    | Authentication of BAT1 brown adipocytes was performed by PCR analysis using mouse-specific primers in our laboratory. Authentication of HEK293T cells was done by ATCC with STR profiling (CSF1PO: 11,12; D13S317: 12,14; D16S539: 9,13; D5S818: 8,9; D7S820: 11; TH01: 7, 9,3; TPOX: 11; vWA: 16,19; Amelogenin: X). |
| Mycoplasma contamination                                          | The cell lines were negative for mycoplasma contamination.                                                                                                                                                                                                                                                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                                                                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Male and female mice, up to 1 year old, were used in this study. C57BL/6J (Jackson Laboratory #000664), ob/ob (Jackson Laboratory #000632); UCP1-Cre (Jackson Laboratory, Stock No. 024670), UTX-floxed mice (Jackson Laboratory, stock No. 021926), DNMT1-floxed mice (Mutant Mouse Regional Resource Centers (MMRRC, No. 014114), DNMT3a-floxed mice (MMRRC No. 029885), Myf5-Cre (Jackson Laboratory, Stock No. 007893), |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

R26-stop-EYFP(Jackson Laboratory #006148).

Mice were housed in a temperature- and humidity-controlled animal facility with a 12/12 h light–dark cycle and had free access to water and food (ambient temperature: 20–22°C, humidity: 30–70%).

#### Wild animals

No wild animals were used in this study.

#### Field-collected samples

No field-collected samples were used in this study.

#### Ethics oversight

All animal procedures were approved by the Institutional Animal Care and Use Committee of Georgia State University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

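The data were 6 RNA-seq libraries from mouse iBAT, read as 3 comparisons of 2 libraries each: UTXKO against fl/Y mice on HFD for 12 weeks, D1KO against fl/fl mice on chow, and HFD against chow. Each library was made by the authors from RNA of 6 mice pooled in equal amounts. With 1 library per group, no test between conditions was possible. Which library belonged to which condition was taken from the sample labels and the paper.

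The authors had the reads sequenced and cleaned by a commercial provider, aligned them to mouse genome build mm9, and deposited for each gene an expected count and an FPKM. The deposited expected counts are estimates of the reads of each gene, not scaled, and between 90.6% and 93.8% of them were whole numbers in each library. The FPKM that the authors deposited are these counts divided by the transcript length and the library total. Recomputing them from the counts gave an effective length that was shorter than the listed length by a median of 49.7 to 55.0 bases. The aligner, the counting tool and the gene annotation are not named in the paper's text. Genes with no reads are not listed for a library and were taken as 0.

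The expected counts summed to 8396281 in the fl/Y, 9549052 in the UTXKO, 6272516 in the fl/fl, 6230695 in the D1KO, 6002094 in the chow and 6219883 in the HFD library. Of 17575 genes listed in any library, 17295 carried an Entrez number and 280 were transcripts named by the sequencing provider. The symbols of 16070 genes came from the deposited tables and those of 1214 from a RefSeq gene table, and 11 had none. Coordinates are those of the mm9 gene annotation.

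From the FPKM, the log2 ratio of each comparison was computed with a pseudocount of 1, over genes with an FPKM of at least 1 in at least 1 library of the pair. The threshold of 0.5 in either direction is that of the paper, whose text names no pseudocount and no minimum. For a gene list, the median log2 ratio was set among the medians of 10000 random lists of the same size, in which each gene was replaced by 1 of the 200 other genes nearest to it in mean expression. Its percentile describes these libraries and is not a test, and a list that the paper chose for its change in these libraries lies away from random lists by that choice. Counting noise was assessed on the rounded expected counts by an exact conditional binomial test with a Benjamini-Hochberg adjusted value under 0.001, and intervals of single genes are 95% Clopper-Pearson intervals of the scaled count ratio. Both cover counting error only. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

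The steps were tested on simulated data, with counts drawn around those of the control library and scaled to the total of the other, in which 200 genes were raised or lowered by a factor of 4. The threshold recovered 198 of them among 11580 genes for the UTXKO comparison, 194 among 11374 for D1KO and 194 among 12166 for HFD, and it passed 121, 235 and 282 genes that had not been changed. Of 200 lists of 30 genes drawn from all simulated genes, 7%, 5% and 7% had a median outside the central 95% of matched random lists.

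The alternatives were pseudocounts of 0.1 and 0.01, no FPKM minimum or one of 5, centring on the median of all genes, TPM, TPM without the listed myogenic genes, counts scaled to the library total, a threshold of 1, and only genes that differed beyond counting noise. These were fixed before the data were examined. A correction for transcript length, which subtracts the median log2 ratio of 50 bins of genes by length, and random lists matched on length as well as expression were added after the relation to length was seen.

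The genes named are those that the paper's text, its Figs. 2B, 2C, 3D, 4A, 4C, 4J and 9A or its RT-PCR panels name, the targeted genes and the paralog *Uty*, marker lists written at the same time as that rule, and the 5 largest rises and 5 largest falls of each comparison. Names outside this rule are marked as chosen after their values were seen. *Atp5q1* of Fig. 2C matched no gene name and was left out. The ProFAT score was not computed, and the ATAC-seq, bisulfite sequencing and RT-PCR data were not analysed here.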

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

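The tests with random lists matched on transcript length and the test on the phase of clock genes were chosen only after the results were seen. The lists of marker genes outside the paper's questions, 9 in number, were written beforehand. In 7 of them at least 4 genes passed the FPKM minimum in a comparison, which gave 19 medians. Of these, 10 lay outside the central 95% of random lists matched on expression, where 0.95 would by chance. Genes of such a list vary together, which random genes do not, so chance gives more than that. All 10 kept their sign when log2 ratios were centred, rescaled to TPM with or without the listed myogenic genes, or corrected for length. Each compares 1 pool of mice with another, so a difference between pools in handling, feeding or time of dissection cannot be told apart from one due to genotype or diet.

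The 16 immediate-early genes, such as *Fos*, *Egr1* and *Nr4a1*, all had log2 ratios above 0 in the D1KO comparison, with a median of 1.11, and 14 passed the threshold. *Nr4a1* went from an FPKM of 30.7 to 130, and *Egr1* from 22 to 95 reads. The list also includes *Klf2*, *Sik1* and *Gem*, which Fig. 4A counts among myogenic genes. Gene length and expression of the listed genes do not account for the median, which lay at percentile 100 of random lists matched on both. In the UTXKO comparison the median of 15 of these genes was 0.12, with 10 above 0, at percentile 98.1 of such lists. Whether the pools differed in handling or the deletions changed these genes cannot be told apart here.

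The 9 genes listed for fasting had a median log2 ratio of 0.41 in the UTXKO comparison, where 6 were above 0 and 3 below, with *Pdk4* lowest at -0.40. In the D1KO comparison the median was 0.53, with 7 of 8 above 0, and in the HFD comparison -0.90, with 7 of 9 below 0. The percentiles among random lists matched on expression and length were 99.99, 100 and 0, so length and expression do not account for these medians. In the UTXKO comparison the length correction brought the median to 0.22, so part of it went with length. A difference in feeding or stress before dissection may underlie them, and so may genotype or diet.

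The 13 clock genes had a median of 0.87 in the HFD comparison, at percentile 100 of random lists matched on expression and length. The median hides opposite movements. In the phase group of *Dbp*, 7 of 9 genes were above 0, with a median of 1.03, while *Per1* and *Per2* were below, at -0.35 and -0.34, and all 4 genes of the opposite phase were below 0, with a median of -1.70. *Dbp* went from 80 to 425 reads and *Arntl* from 220 to 40. The sign of 11 of the 13 genes followed the phase group. This is consistent with chow and HFD mice sampled at different times of day, and equally with an effect of HFD on the clock, and the data cannot tell these apart.

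The 6 nerve genes had a median of 0.81 in the D1KO comparison. Gene length and expression of the listed genes do not account for it, since it lay at percentile 100 of random lists matched on both. A candidate explanation is nerve dissected with the fat. An effect of *Dnmt1* deletion cannot be told apart from it.

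Macrophage genes had a median of 0.42 in the HFD comparison over 10 genes, at percentile 99.65 of the lists matched on expression and length. In the D1KO comparison the median of 6 genes was 0.23, at percentile 97.46 of those lists, which is just inside the central 95%, so length and expression may account for it. White adipocyte genes had a median of 0.95 in the HFD comparison over 6 genes, at percentile 99.98 of such lists. *Lep* went from an FPKM of 20.8 to 133, while *Retn* fell from 175 to 41.2. White fat dissected with iBAT and an effect of HFD on brown adipocytes cannot be told apart by these values.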

How the results depend on the processing

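The correction for length, and the random lists matched on length, were chosen after the relation of log2 ratios to transcript length was seen, and the other alternatives were chosen before. No paired analysis was possible because each group had 1 library.

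With pseudocounts of 0.1 and 0.01, the number of genes past the threshold was 2585 and 2682 against 1689 for UTXKO, and 1541 and 1616 against 983 for D1KO. With an FPKM minimum of 5 it was 840 for UTXKO, 361 for D1KO and 2237 against 3388 for HFD, and the genes higher in all 3 comparisons numbered 26 against 81. At a threshold of 1 the counts were 263 for UTXKO, with 164 higher and 99 lower, 272 for D1KO, with 136 each way, and 995 for HFD, with 569 higher and 426 lower, and 50 genes were shared. Keeping only genes beyond counting noise left 1051, 269 and 2224. The minimum and the noise step show how much rests on genes with few reads, most so in the D1KO comparison.

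TPM gave 2606 genes for UTXKO, of which 18.9% were higher, against 31.7% with FPKM as deposited, and the median of all genes moved from -0.08 to -0.19. The shares of higher genes were 17.8% with TPM without the listed myogenic genes, 49.1% after centring and 43.4% after the length correction, which left 1105 genes. For HFD, 43.8% were higher with FPKM as deposited, and the share was 55.4% after centring, 55.9% with TPM, 57.1% with TPM without the myogenic genes, where the median of all genes moved from -0.09 to 0.03, and 56.0% after the length correction. For D1KO the share went from 51.1% to 61.4% with TPM. The size of the excess of lower genes in the UTXKO comparison therefore depends on the scaling, and its direction on the threshold, since at a threshold of 1 62.4% were higher. In the HFD comparison the direction depends on both, with 57.2% higher at a threshold of 1.

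The median of the BAT genes in the UTXKO comparison, 0.09, reversed to -0.015 with TPM and to -0.0091 with TPM without the myogenic genes. The FPKM summed to 562577 in the fl/Y and 605621 in the UTXKO library, and TPM, which sets these sums equal, lowers all UTXKO values against fl/Y alike, while the percentile among random lists stayed near 2.27, at 1.98. The median of the WAT genes, -0.23, which is the value of *Lpgat1*, reversed to 0.11 after the length correction, and it has no value at an FPKM minimum of 5, which left 1 gene, *Lpgat1*, as for the WAT genes of the D1KO comparison. For the other changes the cause was not tested. The Pearson correlation of the HFD and UTXKO log2 ratios, 0.39, was 0.45 with a pseudocount of 0.01, 0.44 after the length correction and 0.22 without the myogenic genes listed in the paper.

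The other medians kept their sign under all alternatives run, from 3.66 to 6.31 for Fig. 2C, from 2.71 to 4.56 for Fig. 3D, from 1.84 to 3.56 for Fig. 4A, from -0.74 to -0.43 for Fig. 9A, from -0.11 to -0.028 for the BAT genes of Fig. 4J and from -0.077 to -0.0040 for its WAT genes. *Kdm6a* ranged from -1.20 to -0.57 and *Dnmt1* from -0.61 to -0.38. Among 345 alternatives for 69 values of single genes, 53 left the 95% interval of their counts, and 6 changed sign. These were *Cidea* in the UTXKO comparison, at -0.07 with TPM or the length correction, *Cox7a1* at -0.12 and *Lpgat1* at 0.11 after that correction, and *Ucp1* in the D1KO comparison, at 0.02 with either.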

Differences from the paper's values

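The paper's count of genes upregulated in UTXKO iBAT is 254, and the count here was 535. Of the alternatives set before the data were examined, an FPKM minimum of 5, with 237 genes, and counting noise, with 226, came within a factor of 1.5 of the paper's count. The alternatives that did not were pseudocounts of 0.1 (749) and 0.01 (768), no minimum (662), centring (736), TPM (493), TPM without the myogenic genes (448), scaled counts (585) and a threshold of 1 (164). The length correction, chosen after the data were seen, gave 480. The paper's total of 1308 genes and its 1054 downregulated genes were within that factor of the 1689 and 1154 genes found here. Only the counting-noise setting came within it for all of the paper's counts, with 1051 genes, 226 higher and 825 lower.

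Fig. 2B and the text present the BAT genes as lower in UTXKO iBAT. Their median log2 ratio here was 0.09, with 38 of 50 above 0. It was below 0 with TPM, at -0.015 with 28 genes below 0, and with TPM without the myogenic genes, at -0.0091 with 26 below 0. The other alternatives that were run kept it above 0. The ProFAT score itself was not computed. The text also gives an increase of WAT character. The median of the 3 WAT genes that passed the minimum was -0.23, and 0.11 after the length correction, which was chosen after the data were seen. For D1KO iBAT the text gives a profile like that of white fat. The median of the 3 WAT genes there was -0.055, and it was below 0 in all settings that gave a value.

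Fig. 4C groups 25 named genes as higher in all 3 comparisons. Here 20 were higher by 0.5 or more in all 3. The others were above 0 in the D1KO comparison, but *Des*, *Actn2* and *Myl1* were under 0.5, and *Ttn* and *Myh7* were under the FPKM minimum. With an FPKM minimum of 5 there were 10. Without an FPKM minimum 22 were, with *Ttn* and *Myh7* among them, and no setting in which these genes were counted included *Des*, *Actn2* or *Myl1*, whose D1KO log2 ratios were 0.06, 0.30 and 0.26. Fig. 3D lists *Map2k3* as higher with HFD. Its log2 ratio of 0.497 is under the paper's threshold. It passes that value with pseudocounts of 0.1 and 0.01, after centring and with TPM. It also passes after the length correction, which was chosen after the data were seen. Genes for which the paper's RT-PCR went otherwise are given with the other observations.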

Other observations

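The tests on genes with at least 20 reads, on Fig. 9A and length, on the share of lower genes after the length correction, on liver genes and on *Tmem254* copies were chosen only after the results were seen. The others were chosen before.

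Most genes of a list of hepatocyte markers had more reads in the fl/fl library than in the D1KO library. *Alb* had 1298 reads in the fl/fl library and 2 in the D1KO library, and *Fabp1*, *Apoa2* and *Ahsg* were among the 5 largest falls. Of a list of 25 hepatocyte genes, 24 had at least 10 reads in the fl/fl library and 4 in the D1KO library. Without the genes named here, 18 of the 20 others with at least 10 reads in either library, or 90 percent, were lower by the threshold or more, and *Hp*, with 4829 and 3953 reads, and *Trf*, with 1069 and 749, were not. The same list had 21 genes with at least 10 reads in the fl/Y library and 24 in the UTXKO library, but 6 in the chow and 5 in the HFD library, and *Alb* had 695, 1311, 0 and 1 reads there. A candidate explanation for these falls is RNA from liver in the fl/fl library (mixed sample), and the fl/Y and UTXKO libraries may hold it too. How it entered, and an effect of genotype on these genes, were not tested.

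*Tmem254b* was among the 5 largest falls of the D1KO comparison, and its copies *Tmem254a* and *Tmem254c* were chosen after their values were seen. It went from 218.8 to 0 reads between the fl/fl and D1KO libraries, while *Tmem254c* went from 20.4 to 191. Summed over *Tmem254a*, *Tmem254b* and *Tmem254c*, the log2 ratio of the scaled counts was -0.39, within the threshold. Reads shared between these copies may therefore account for the fall and for the place of *Tmem254c* among the 81 shared genes.

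The log2 ratios of the UTXKO comparison followed transcript length, with a Spearman correlation across genes of -0.51, against 0.175 for D1KO and 0.073 for HFD. In genes with a mean FPKM of at least 10 it was -0.59 over 5200 genes, 0.279 over 5213 and 0.153 over 5551, so in these genes the D1KO value too was past the bound of 0.2 set beforehand. GC content had correlations of 0.146, -0.0033 and 0.081, under that bound. The share of lower genes past the threshold in the UTXKO comparison, 68.3%, was 56.6% after the length correction and 50.9% after centring alone. Both steps set the median of all genes to about 0, which by itself brings the shares of higher and lower genes together, so these values cannot tell whether length or a shift of all genes lies behind the excess. For D1KO and HFD the lower shares after centring were 46.5% and 44.6%, with the same limit. Whether the length relation came from genotype or from the preparation of the libraries cannot be told with 1 library per group.

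Counting noise was a candidate explanation for genes past the threshold. In the D1KO comparison 27.4% of them differed beyond it, so noise may account for many of the others, against 62.2% for UTXKO and 65.6% for HFD.

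The median of the Fig. 9A genes in UTXKO iBAT lay at percentile 0 of random lists matched on length and expression. The paper shows these genes for their fall in UTXKO iBAT, so a low percentile follows from that choice and cannot tell how much of the fall goes with length. In the D1KO comparison the median of these genes was 0.20 and in the HFD comparison 0.06, and the paper does not report these medians. The fall of the Fig. 4J BAT genes in D1KO iBAT, with a median of -0.11, lay at percentile 5.79 of random lists matched on length and expression, so it cannot be told apart from what genes of that length and expression did. Dilution by myogenic transcripts would lower other genes by only -0.0021 and is too small to account for it. The median of the Fig. 2B BAT genes in UTXKO iBAT, whose sign depends on the scaling, lay at percentile 2.27 of random lists matched on expression and at 19.2 of those matched on length as well, so a place below other genes of like expression cannot be told apart from what genes of that length did. Dilution would lower other genes by -0.0057 there, and with a median above 0 the bound set for that test, a share of the fall, had no value.

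Whether the rise of myogenic genes came from skeletal muscle fibres dissected with the fat, or from the brown adipocytes, was tested by the spread of their log2 count ratios. One common factor would give an interquartile range under 0.5, and it was 2.61 for UTXKO, 2.38 for D1KO and 1.39 for HFD. Counting noise in genes with few reads in the control library can widen this range, as can expression in other cells of the fat. Over genes with at least 20 control reads the range was 3.41 for UTXKO with 10 genes, 2.96 for D1KO with 14 and 0.70 for HFD with 22. It rose for UTXKO and D1KO and fell for HFD. Few control reads therefore do not account for the width among these filtered genes for UTXKO and D1KO. The filter also changed which genes were compared, and for UTXKO their median fell from 6.34 to 2.25. It cannot tell how far few control reads widened the range of the full set. Expression in other cells of the fat remains open. Muscle fibres in the sample therefore cannot be told apart from a change in the adipocytes by these values. *Myod1* and *Myog*, which the paper's RT-PCR found higher in UTXKO and D1KO iBAT, had 0 reads in the UTXKO, fl/Y, D1KO and fl/fl libraries, so a change in them was not detectable here.

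The genes of the RT-PCR panels on thermogenic expression had a median log2 ratio of -0.15 in the UTXKO comparison, with 12 of 15 below 0, of 0.04 in the D1KO comparison, with 8 of 14 above 0, and of 0.30 in the HFD comparison, with 10 of 15 above 0. In the UTXKO comparison 3 of them were lower by the threshold or more, and *Dio2* was higher, at 0.56. The D1KO comparison had log2 ratios of -0.05 for *Ucp1*, 0.86 for *Dio2*, 0.82 for *Elovl3*, 0.23 for *Prdm16*, -0.30 for *Ppargc1a* and -0.32 for *Cidea*. In the HFD comparison *Ucp1* went from an FPKM of 2794 to 6494 with a log2 ratio of 1.22. *Elovl3* had 3.50, *Otop1* 1.03, *Prdm16* 0.30, *Dio2* -0.56 and *Cidea* -0.58. The paper's RT-PCR, on several mice per group, went otherwise for some of these genes. It gave *Dio2* as lower in UTXKO iBAT, and thermogenic genes as lower in D1KO iBAT. With HFD it gave *Prdm16* as lower than on a low-fat diet, and *Ucp1* as no longer different from chow after 24 weeks. *Kdm5d*, a demethylase gene on chromosome Y, had -0.82 in the UTXKO comparison, against -0.84 for *Kdm6a*. In the HFD comparison *Kdm5d* had -0.80.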
